# TIE2 activation by antibody-clustered endogenous angiopoietin-2 prevents capillary loss and fibrosis in experimental kidney disease

**DOI:** 10.1172/JCI190286

**Published:** 2025-09-15

**Authors:** Riikka Pietilä, Amanda Marks-Hultström, Liqun He, Sami Nanavazadeh, Susan E. Quaggin, Christer Betsholtz, Marie Jeansson

**Keywords:** Nephrology, Vascular biology, Chronic kidney disease, Drug therapy, Fibrosis

## Abstract

The role of endothelial dysfunction in tubulointerstitial fibrosis associated with chronic kidney disease (CKD) is not well understood. In this study, we demonstrate that the activation of the endothelial tyrosine kinase TIE2 alleviates renal pathology in experimental CKD in mice. TIE2 activation was achieved using a human angiopoietin-2–binding and TIE2-activating antibody (ABTAA) or through adult-induced endothelium-specific knockout of the vascular endothelial protein tyrosine phosphatase gene (*Veptp*). Both methods markedly protected CKD mice from endothelial dysfunction, peritubular capillary loss, tubular epithelial injury, and tubulointerstitial fibrosis. Conversely, silencing TIE2 through adult-induced endothelium-specific knockout of the *Tie2* gene exacerbated CKD pathology. Additionally, we found that endothelial dysfunction promoted renal fibrosis not through endothelial-to-mesenchymal transition, as previously expected, but by inducing the expression of profibrotic PDGFB in tubular epithelial cells, a process that is inhibited by TIE2 activation. Our findings suggest that TIE2 activation via ABTAA warrants investigation as a therapy in human CKD, where there is a substantial unmet medical need.

## Abstract 2

Antibody-mediated TIE2 activation by endogeneous angiopoietin-2 prevents vascular injury and ensuing tubular injury and tubulointerstitial fibrosis in experimental chronic kidney disease.

## Introduction

Chronic kidney disease (CKD) affects approximately 13% of the global population and is a leading cause of death due to cardiovascular disease (1–3). It is projected that CKD will rank as the fifth leading cause of death by 2040 (4). While various conditions, such as diabetes and hypertension, can lead to CKD, the common pathogenic pathway typically involves endothelial dysfunction, capillary rarefaction, tubular atrophy, and tubulointerstitial fibrosis, as observed in both animal models and patients (5–18). With no cure available and only a limited number of therapies to slow its progression, there is an urgent need to identify and develop new and effective treatments against CKD. Despite extensive research into the mechanism underlying renal fibrosis, the role and dysregulation of the vasculature, as well as its contributions to tubular injury and fibrosis, remain inadequately understood.

TIE2, also known as TEK, is a tyrosine kinase receptor primarily expressed by endothelial cells. The phosphorylation of TIE2 and thereby triggered downstream signaling pathways promote vascular quiescence and reduce vascular permeability, inflammation, and endothelial apoptosis (19–21). The activity of TIE2 is regulated by angiopoietin (ANGPT) ligands, specifically ANGPT1 and ANGPT2, as well as the vascular endothelial protein tyrosine phosphatase VEPTP. Research has shown that ANGPT1, the primary agonist for TIE2, is decreased in both CKD patients and experimental models (5, 22–26). Conditional deletion of *Angpt1* has resulted in more severe kidney injury in cases of diabetes and obstruction-induced CKD (5, 24). Conversely, circulating levels of ANGPT2, which acts as a context-dependent antagonist of TIE2, increase in CKD patients and correlate with adverse cardiovascular and renal outcomes (27–31). Inhibition of ANGPT2 has recently been shown to reduce kidney injury in experimental CKD (27).

VEPTP is a phosphatase that decreases tyrosine phosphorylation of several proteins, including TIE2 (32, 33). VEPTP is upregulated in experimental models of diabetes and ischemia/reperfusion injury, and conditional knockout of *Veptp* has been found to increase the activity of TIE2 and reduce kidney injury (34, 35). ANGPT1, as well as ANGPT1 mimetics and transgenic expression of *Angpt1*, have demonstrated beneficial effects in various preclinical models of kidney injury (23, 25, 26, 35–38). However, limitations related to production, storage, half-life, applicability, and efficacy of these compounds have hindered their clinical use in CKD. ABTAA is an ANGPT2-binding and TIE2-activating antibody (39) that clusters endogenous ANGPT2 into a complex, enabling TIE2 activation and vascular normalization. ABTAA has shown protective effects in sepsis-induced kidney injury (39), causes tumor vessel normalization (40), and promotes choriocapillary regeneration in macular degeneration (41). Notably, ABTAA offered greater protection in sepsis compared with ANGPT2 inhibition alone, underscoring its dual functional advantage (39).

While it is widely recognized that both endothelial dysfunction and tubulointerstitial fibrosis occur in CKD, the relationship between the two remains unclear. Tubulointerstitial fibrosis develops when perivascular mesenchymal cells, normally responsible for structurally and functionally supporting capillaries (42), become activated, proliferate, migrate, and deposit extracellular matrix (ECM) (43–47). PDGF-B (PDGFB) acts as a mitogen for perivascular mesenchymal cells expressing the PDGF receptor-β (PDGFRB) and is necessary for the proper recruitment and maintenance of pericytes around capillaries (42, 48). PDGFB/PDGFRB signaling has been associated with fibrosis; for example, constitutive activation of PDGFRB in mesenchymal cells has been shown to result in spontaneous renal fibrosis (49), while inhibition of PDGFB or PDGFRB has reduced fibrosis in experimental CKD models (50–56). A highly debated mechanism for the development of renal fibrosis is the notion that activated mesenchymal cells originate from endothelial-to-mesenchymal transition (EndoMT) (57).

In this study, we investigated how endothelial dysfunction and inactivation of TIE2 signaling in CKD affect tubular injury and PDGFB-driven tubulointerstitial fibrosis. Additionally, we explored whether treatment with ABTAA could serve as an effective therapy for renal injury associated with experimental CKD.

## Results

### Pharmacological or genetic activation of TIE2 improves renal perfusion and prevents capillary rarefaction following experimental CKD.

We investigated the role of TIE2 signaling through gain- and loss-of-function experiments utilizing the unilateral ureter obstruction (UUO) model, a widely used progressive model of CKD (5). UUO injury is characterized by capillary rarefaction and tubulointerstitial fibrosis (5, 16, 58) in the obstructed kidney, while the contralateral kidney serves as a control (Figure 1A). ABTAA treatment or conditional endothelial knockout of *Veptp* (*Veptp*^iECKO^) was employed to induce TIE2 activation (Figure 1, A–C). In contrast, conditional endothelial knockout of *Tie2* (*Tie2*^iECKO^) was used as a model of TIE2-incompetent signaling. We investigated the causal effect of PDGFB on tubulointerstitial fibrosis using a conditional global knockout of *Pdgfb* (*Pdgfb*^iKO^) (Figure 1C).

ABTAA requires ANGPT2 to activate TIE2 (39), and increased levels of ANGPT2 were confirmed in UUO kidneys (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI190286DS1). However, circulating ANGPT2 levels remained unchanged, indicating that the injury and resulting ANGPT2 expression are localized to UUO kidneys (Supplemental Figure 1C). Both ABTAA-treated and *Veptp*^iECKO^ mice exhibited increased TIE2 phosphorylation in the UUO kidneys (Figure 1, D and E, and Supplemental Figure 2). Importantly, ABTAA did not induce systemic TIE2 activation, as demonstrated by the unchanged TIE2 phosphorylation levels in lung tissue (Supplemental Figure 1D), contrasting with the broad effects observed in *Veptp*^iECKO^ (34). UUO resulted in increased VEPTP levels and decreased TIE2 expression (Figure 1, F and G). Both *Veptp*^iECKO^ and *Tie2*^iECKO^ showed significant reductions in their respective protein expression (Figure 1, F and G, and Supplemental Figure 3).

Renal perfusion was assessed using contrast-enhanced ultrasound imaging. The UUO-induced reduction in renal perfusion was significantly prevented in ABTAA-treated and *Veptp*^iECKO^ mice compared with IgG-treated and WT controls. The *Pdgfb*^iKO^ did not affect renal perfusion. In contrast, the *Tie2*^iECKO^ mice exhibited significantly lower UUO-induced renal perfusion compared with WT mice (Figure 1H). The disadvantage in *Tie2*^iECKO^ was apparent after just 1 day of UUO, where microangiopathy indicated a significant reduction in perfused capillaries in *Tie2*^iECKO^ mice but not in WT mice (Supplemental Figure 4, A and B).

Peritubular capillary (PTC) density in the renal cortex was evaluated using immunostaining for the endothelial markers endomucin and podocalyxin (59). UUO-induced PTC rarefaction was significant in the kidneys subjected to 3-day UUO compared with the contralateral kidneys. Both ABTAA treatment and *Veptp*^iECKO^ significantly prevented the loss of PTCs, while *Tie2*^iECKO^ mice experienced exacerbated capillary rarefaction. The *Pdgfb*^iKO^ did not influence UUO-induced capillary rarefaction (Figure 1, I–K).

### Pharmacological or genetic TIE2 activation prevents UUO-induced endothelial injury.

Fenestrations in PTCs are essential structures for reabsorption of water and solutes from the tubular system. These fenestrations are known to be reduced in CKD and can serve as indicators of capillary dysfunction (16). In the contralateral kidneys, all groups of animals displayed healthy, continuous fenestrations of PTCs (Figure 2, A and B). The UUO-induced reduction in fenestrations was significantly prevented in ABTAA-treated and *Veptp*^iECKO^ mice compared with IgG-treated and WT controls. In contrast, the UUO kidneys in *Tie2*^iECKO^ mice exhibited a significantly greater loss of fenestrations compared with UUO kidneys in WT mice (Figure 2, A and B).

UUO injury had no impact on glomerular vessels and podocytes in WT and *Tie2*^iECKO^ mice (Supplemental Figure 5), as previously reported (60). Despite the evident capillary rarefaction observed in kidneys subjected to 3 days of UUO, endothelial cells remained present in the tissue following the injury. Endothelial nuclei labeled with lineage tracer *Cdh5*-TdTomato remained consistent in kidneys after 3 days of UUO (Figure 2C), indicating that the reduced capillary density does not merely reflect endothelial cell death. However, 10-day UUO kidneys showed a significant loss of endothelial nuclei in the cortex, with a further reduction in *Tie2*^iECKO^ mice (Figure 2C). This reduction was not a result of altered cell proliferation, as both Ki67 staining and EdU incorporation resulted in similar responses in WT and *Tie2*^iECKO^ mice (Supplemental Figure 6, A–D). Furthermore, the *Cdh5*-TdTomato lineage reporter overlapped with endomucin staining in PTCs of both WT and *Tie2*^iECKO^ mice up to 10 days after UUO (Figure 2D).

### Pharmacological or genetic TIE2 activation prevents UUO-induced tubulointerstitial fibrosis.

The activation of perivascular mesenchymal cells into myofibroblasts is characterized by the expression of α-smooth muscle actin (aSMA) and vimentin, as well as the production of ECM components, including type I collagen and fibronectin (61, 62). Fibrosis in the renal cortex was quantified by staining for aSMA and vimentin. UUO-induced fibrosis was significantly reduced in ABTAA-treated and *Veptp*^iECKO^ mice compared with controls (Figure 3, A–C). A similar trend (reduction) was noted for *Col1a1* and *Pdgfrb* in ABTAA-treated and *Pdgfb*^iKO^ mice, respectively (Figure 3, D and E). Additionally, *Pdgfb*^iKO^ mice exhibited significantly reduced fibrosis (Figure 3, A–C), supporting the role of PDGFB as a major mesenchymal cell activator following UUO. In contrast, *Tie2*^iECKO^ mice displayed markedly more fibrosis in their 3-day UUO kidneys, along with increased expression of *Col1a1*, *Tagln*, and *Fn1* (Figure 3F).

Collectively, our data demonstrate that the protective role of ABTAA on vascular integrity also effectively reduces tubulointerstitial fibrosis, the final pathological process in CKD.

### UUO-induced tubulointerstitial fibrosis is not the result of EndoMT.

EndoMT has been suggested to contribute to fibrosis in CKD models including UUO (63). To investigate this, we introduced a fibroblast-specific nuclear *Pdgfra*-H2BGFP (64) allele into the *Tie2*^iECKO^ line, resulting in WT and *Tie2*^iECKO^ mice that had both an endothelium-specific linage reporter (*Cdh5*-TdTomato) and a mesenchymal/myofibroblast reporter (nucleus-located GFP) (Figure 4A). *Tie2*^iECKO^ mice were included in the experiment because they exhibit worse endothelial injury after UUO than WT mice, thus representing a model with more unstable endothelial cells. RNA-ISH for *Pdgfra* and *Pdgfrb* revealed that mesenchymal cells responding to UUO are positive for both markers, suggesting that fibrosis is primarily driven by dual-expressing *Pdgfra*/*Pdgfrb* cells (Supplemental Figure 6F).

As expected, the number of *Pdgfra*-H2BGFP^+^ cells increased significantly in the renal cortex of kidneys subjected to 3 and 10 days of UUO. However, no differences were observed between WT and *Tie2*^iECKO^ mice in the number of *Pdgfra*-H2BGFP^+^ cells 3 or 10 days after UUO (Figure 4, B and C). These findings suggest that the increased tubulointerstitial fibrosis seen during disease progression and in *Tie2*^iECKO^ mice reflects a change in the activation state of mesenchymal cells rather than a difference in their quantity. Importantly, no *Cdh5*-TdTomato^+^/*Pdgfra*-H2BGFP^+^ cells were identified in either group, providing no evidence of UUO-induced EndoMT in WT or *Tie2*^iECKO^ mice (Figure 4, B and D). Additionally, tubular epithelial cells were also negative for *Pdgfra*-H2BGFP (Figure 4E).

Thus, our data fail to support EndoMT or epithelial-to-mesenchymal transition (EMT) as mechanisms for tubulointerstitial fibrosis in the UUO model, indicating that deficient TIE2 signaling does not promote EndoMT in this context.

### Pharmacological or genetic TIE2 activation prevents UUO-induced tubular injury and PDGFB expression.

The renal tubular system is densely packed with mitochondria and relies on oxidative phosphorylation, making it vulnerable to ischemic injury (65). We aimed to analyze whether TIE2 activation in the vasculature could protect the tubular system in our CKD model. UUO-induced tubular vacuoles were assessed as an indicator of tubular injury (for details, see Methods) (Figure 5A). Cortical tubular segments exhibiting UUO-induced pathological vacuoles were significantly reduced in ABTAA-treated and *Veptp*^iECKO^ mice compared with IgG-treated and WT controls (Figure 5B). In contrast, *Tie2*^iECKO^ mice showed substantially greater tubular injury compared with WT mice (Figure 5B).

PDGFB is a known mitogen for perivascular mesenchymal cells and is upregulated in kidney diseases (66). While TIE2 has been shown to regulate *Pdgfb* in endothelial cells (67, 68), our RNA-ISH analysis revealed that *Pdgfb* expression was significantly upregulated in tubular segments following UUO, with no effect on isolated endothelial cells (Figure 5C and Supplemental Figure 6E). This finding, along with recent single-cell RNA-Seq data in experimental CKD (47, 69), support the idea of using *Pdgfb* as a marker for tubular injury.

To further investigate the early regulation of injury markers, we performed gene expression analysis at 6, 12, and 24 h after UUO. We observed a notable and sustained increase in kidney injury molecule 1 (*Kim1/Havcr1*) and *Pdgfb*, beginning at 6 h after UUO, indicating early tubular injury (Figure 5D). At these early time points, mesenchymal activation had not yet occurred, as indicated by the stable *Pdgfrb* expression throughout the analysis. UUO also led to reduced expression of both *Tie2*/*Tek* and *Angpt1* (Figure 5D). *Angpt1* expression was also suppressed 3 and 10 days after UUO (Figure 5E), which we have previously shown (5). RNA-ISH demonstrated that *Angpt1* was expressed in both mesenchymal cells and tubular epithelial cells, with UUO-induced reductions primarily affecting tubular cells (Figure 5F).

Importantly, UUO-induced expression of *Pdgfb*/PDGFB was significantly prevented in ABTAA-treated and *Veptp*^iECKO^ mice (Figure 5, G and H), supporting the notion of vascular-mediated protection of the tubular system. As expected, *Pdgfb*^iKO^ mice exhibited reduced *Pdgfb* expression in both UUO and contralateral (unobstructed) kidneys (Figure 5I). Our data support a sequence of events whereby vascular integrity regulates tubular injury and PDGFB expression, which in turn influences the degree of tubulointerstitial fibrosis. Notably, patients with CKD or renal dysfunction display changes in corresponding genes, such as a loss of the endothelial marker CDH5, an increase in *ANGPT2* and *PDGFB*, and a reduction in *ANGPT1* (Figure 5J).

### Post-injury treatment with ABTAA slows progression of fibrosis.

To further investigate the therapeutic potential of ABTAA treatment, we implemented a more clinically relevant treatment regimen. Specifically, we initiated ABTAA treatment 3 days after UUO injury and assessed the kidneys at day 10 (Figure 6A). In this context, UUO-induced capillary density in the ABTAA-treated mice was similar to that observed in the IgG-treated mice (Figure 6, B–D). However, post-injury ABTAA treatment significantly reduced UUO-induced tubulointerstitial fibrosis, as indicated by aSMA and vimentin staining, while *Tie2*^iECKO^ mice exhibited a significant increase in fibrosis (Figure 6, E and F). Additionally, tubular injury, as reflected by PDGFB expression, was notably prevented in ABTAA-treated mice, suggesting improved vascular function, although this may not be due to preserved capillary density (Figure 6G).

### Pharmacological or genetic TIE2 activation, or inhibition of PDGFB signaling, protects the kidney transcriptome following UUO injury.

Bulk RNA-Seq of whole kidneys was used to investigate transcriptional changes in ABTAA-treated, *Veptp*^iECKO^, and *Pdgfb*^iKO^ mice 3 days after UUO. 

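In UUO 1 ureter is ligated, which obstructs the kidney above it, and the contralateral (CL) kidney serves as the comparison. Whole-kidney RNA was sequenced from 75 kidneys in 3 arms with 4 groups each. The ABTAA arm held 8 IgG CL, 8 IgG UUO, 7 ABTAA CL, and 7 ABTAA UUO libraries. The *Veptp* arm held 7 *Veptp* WT CL, 8 *Veptp* WT UUO, 6 *Veptp* iECKO CL, and 8 *Veptp* iECKO UUO libraries. The *Pdgfb* arm held 4 libraries in each of its groups. For *Veptp* WT the paper gives 7 mice, while 8 UUO libraries carry that label; which mice the paper counted is not given in its text, and all 8 libraries were used. Kidneys of 2 sham-operated mice were among the *Pdgfb* WT CL kidneys, and the labels do not mark which. Each sample was run in 4 wells of a plate, and the authors merged the reads of the wells, mapped them with STAR, removed duplicates by unique molecular identifiers with UMI-tools, and counted them on genes with featureCounts. The genome build and annotation are not given in the sources used here, so genes are named by the symbols in the deposited table and no coordinates are printed. The table holds counts without normalization for 32245 genes, of which 4299 had no count in any library.
Total counts per library ranged from 172827 to 2341800, with a median of 757897. Values in CPM are scaled to the library total times its TMM factor unless said otherwise; without that factor 1 CPM stood for 0.173 to 2.34 counts. In the ABTAA arm the totals were 272484 to 1237505 (median 642475) for IgG CL, 172827 to 950522 (median 400371) for IgG UUO, 499269 to 1191265 (median 736570) for ABTAA CL, and 359468 to 939079 (median 538996) for ABTAA UUO. In the *Veptp* arm they were 263848 to 1652049 (median 1150123) for *Veptp* WT CL, 344388 to 1894286 (median 964865.5) for *Veptp* WT UUO, 278084 to 1236235 (median 970169) for *Veptp* iECKO CL, and 178137 to 2341800 (median 945868) for *Veptp* iECKO UUO. In the *Pdgfb* arm they were 731092 to 1042954 (median 868994.5) for *Pdgfb* WT CL, 888357 to 2049326 (median 1378811) for *Pdgfb* WT UUO, 444475 to 1017811 (median 658876.5) for *Pdgfb* iKO CL, and 337545 to 1249343 (median 1029418) for *Pdgfb* iKO UUO. Counts were normalized by edgeR's TMM method and fitted with 1 model per arm over its 4 groups, using edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes with enough counts to be tested numbered 9579 in the ABTAA arm, 11916 in the *Veptp* arm, and 10923 in the *Pdgfb* arm. A gene was counted as a DEG at an adjusted p under 0.05.
The deleted genes were looked at first. *Ptprb*, which encodes VE-PTP, stood at 53.9 ± 21.4 CPM (SD, n = 7) in *Veptp* WT CL and 34.1 ± 6.38 CPM (n = 6) in *Veptp* iECKO CL kidneys, and at 51.2 ± 27.9 CPM (n = 8) in *Veptp* WT UUO and 33.3 ± 18.9 CPM (n = 8) in *Veptp* iECKO UUO kidneys. These values rested on 5 to 110 counts per library, and the ranges overlapped, with 26.2 to 93.5 CPM in *Veptp* WT UUO and 12.7 to 66.1 CPM in *Veptp* iECKO UUO libraries. The log2 fold change of *Ptprb* in *Veptp* iECKO was -0.63 (SE 0.36, adjusted p = 0.9998) in CL and -0.69 (SE 0.33, adjusted p = 0.9999) in UUO kidneys. *Pdgfb* stood at 4.43, 9.76, 7.38, and 19.9 CPM in the *Pdgfb* WT CL libraries and at 16.6, 17.5, 24.9, and 17.0 CPM in the *Pdgfb* iKO CL libraries, so that it was not lower in CL kidneys labelled *Pdgfb* iKO (log2 fold change 0.78, SE 0.33, adjusted p = 1.00). In UUO kidneys it stood at 56.5, 54.2, 43.2, and 57.8 CPM in *Pdgfb* WT and at 33.4, 35.9, 38.4, and 40.6 CPM in *Pdgfb* iKO libraries (log2 fold change -0.47, SE 0.21, adjusted p = 0.125). With the UUO and CL kidneys of each genotype compared in 1 interaction term, the rise of *Pdgfb* differed by -1.26 (SE 0.39, adjusted p = 0.0461). That call was lost when any of 12 of the 16 libraries was left out (E4, F4, A5, D10, E10, A11, B11, D11, D12, F10, E11, or A12; adjusted p from 0.0618 to 0.1105). Counts per gene do not show whether a transcript still holds the deleted part. The CL values rest on few counts, such as 11 in library E10. The paper reports less *Pdgfb* in both kidneys of *Pdgfb* iKO mice (Fig. 5I). Because *Pdgfb* was not lower in CL kidneys here, the libraries of this genotype are called libraries labelled *Pdgfb* iKO.
The library names have 2 forms, 45 without an underscore (such as B4) and 30 with one (such as N_9). In the *Veptp* arm the CL libraries G_1 to G_8 and the UUO libraries H_1 to H_8 share 8 numbers, and same-numbered ones deviated together, yet the numbers 3, 4, 7, and 8 carry opposite genotypes in the 2 kidneys; all were used as labelled. Both forms occurred in every group of the ABTAA and *Veptp* arms, and the *Pdgfb* arm held names without an underscore only. *Gm42418* and *AY036118* together took 7.32% to 18.7% of the counts of ABTAA arm libraries without and 3.89% to 5.91% with an underscore, and 9.18% to 21.8% against 0.325% to 0.778% in the *Veptp* arm. Between the forms 3874 genes of the ABTAA arm (40.4% of those tested) and 7438 of the *Veptp* arm (62.4%) were DEGs, so values within each form are given beside some of the pooled ones. *Xist*, which is transcribed in females, and the Y chromosome genes *Ddx3y*, *Eif2s3y*, *Kdm5d*, and *Uty* both reached 10 counts in 22 of the 45 libraries without and in 2 of the 30 with an underscore, among them all 4 UUO libraries labelled *Pdgfb* iKO.

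**Figure D1:**
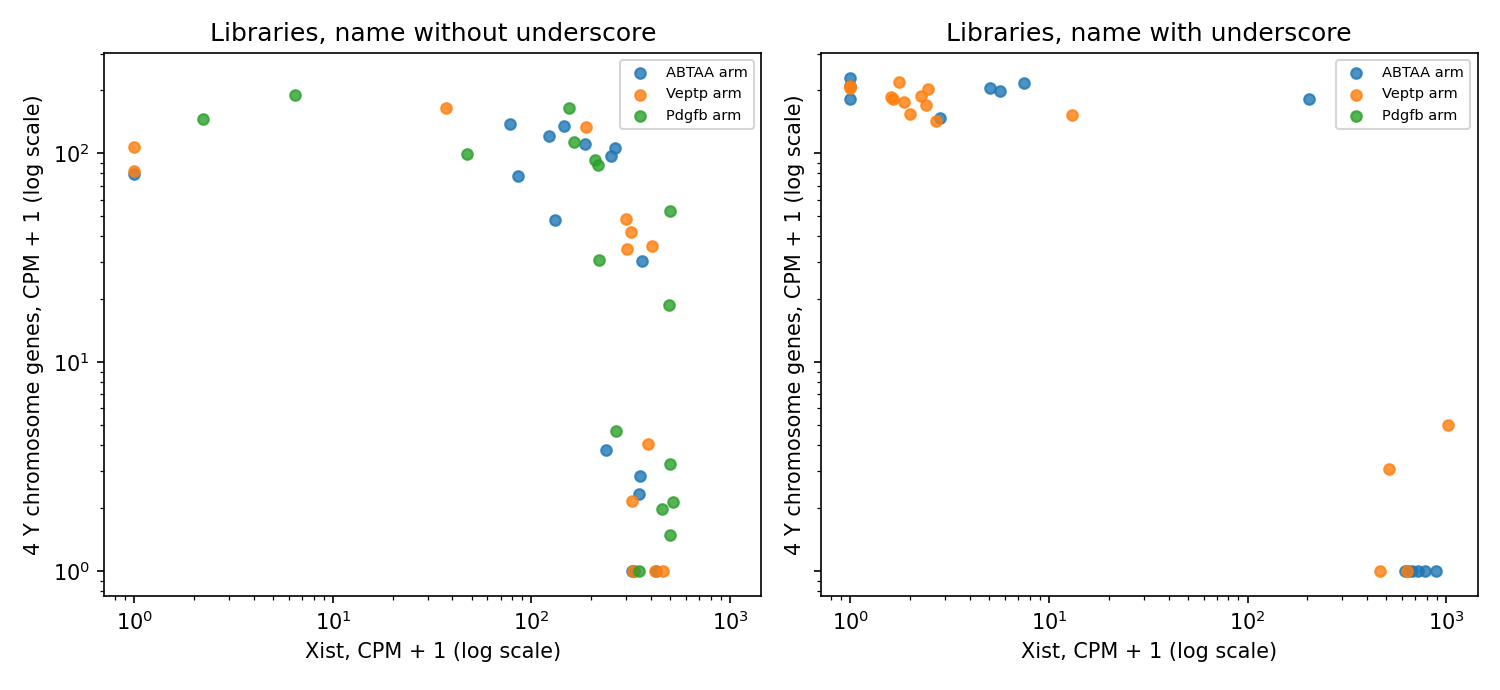
*Xist* against the sum of 4 Y chromosome genes (*Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*), both as CPM + 1 on log axes; each point is 1 library, the left panel holds the 45 libraries with names without an underscore, the right panel the 30 with one, and colors mark the arms. Points toward the upper right of the left panel are libraries that hold both kinds of transcript.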

We visualized genes associated with ECM modification, tubular injury, endothelial function, and inflammation in heatmaps across our experimental groups (Figure 7A and Supplemental Data File 1). 

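The ECM modification panel was taken as *Acta2*, *Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Pdgfrb*, *Fn1*, *Tagln*, *Dcn*, *Cnn2*, *Tnc*, *Mmp2*, *Timp2*, and *Adamts1* (14 genes), and the tubular injury panel as *Havcr1*, *Lcn2*, *Clu*, *Piezo1*, *Krt8*, *Ets2*, *Rela*, and *Pdgfb* (8 genes). Another panel held the 10 endothelial genes *Pecam1*, *Emcn*, *Cdh5*, *Tek*, *Tie1*, *Ptprb*, *Angpt2*, *Plvap*, *Kdr*, and *Flt1*. A panel score was computed per library as the mean log2(CPM + 1) over its genes. The ECM score of CL kidneys was 4.74 ± 0.26 (SD, n = 8) for IgG, 4.55 ± 0.27 (n = 7) for ABTAA, 4.75 ± 0.46 (n = 7) for *Veptp* WT, 5.00 ± 0.75 (n = 6) for *Veptp* iECKO, 4.82 ± 0.59 (n = 4) for *Pdgfb* WT, and 4.71 ± 0.25 (n = 4) for libraries labelled *Pdgfb* iKO. In UUO kidneys it was 6.96 ± 0.19 (n = 8), 6.63 ± 0.22 (n = 7), 6.98 ± 0.16 (n = 8), 6.06 ± 0.48 (n = 8), 6.87 ± 0.15 (n = 4), and 5.91 ± 0.41 (n = 4) in the same order. The 8 *Veptp* WT UUO libraries, of which the paper counts 7 mice, scored 7.12 (H8), 6.77 (C9), 6.98 (G9), 7.28 (H9), 7.00 (H_3), 6.86 (H_4), 6.95 (H_5), and 6.87 (H_6). The tubular injury score of UUO kidneys was 7.69 ± 0.17 for IgG, 7.45 ± 0.30 for ABTAA, 7.47 ± 0.22 for *Veptp* WT, 7.24 ± 0.29 for *Veptp* iECKO, 7.59 ± 0.08 for *Pdgfb* WT, and 6.96 ± 0.11 for libraries labelled *Pdgfb* iKO, against CL means between 4.91 (IgG) and 5.41 (*Pdgfb* WT).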

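In IgG-treated, ABTAA-treated, *Veptp* WT, and *Pdgfb* WT mice, all 14 ECM modification genes were DEGs with higher counts in UUO than in CL kidneys. In *Veptp* iECKO mice all 14 were higher and 5 were DEGs, with 10 past the threshold when p-values were adjusted over the list alone. Among libraries with an underscore the numbers of DEGs in *Veptp* WT and *Veptp* iECKO mice lay closer together. With the shared number of these libraries as a block, chosen after seeing the data, more of the 14 were DEGs in *Veptp* iECKO than in *Veptp* WT mice. In libraries labelled *Pdgfb* iKO all 14 were higher, 8 were DEGs, and 10 passed when adjusted over the list alone. The lists are the ones the paper shows for these libraries, so the counts adjusted over the list alone are not independent evidence. Of the 8 tubular injury genes, 8 were DEGs in IgG-treated, ABTAA-treated, and *Pdgfb* WT mice and 7 in *Veptp* WT and *Veptp* iECKO mice, where all 8 passed when adjusted over the list alone, and 5 in libraries labelled *Pdgfb* iKO, where 7 of the 8 were higher. The largest rise of the panel was that of *Havcr1*, with a log2 fold change of 7.03 (SE 0.33, adjusted p = 1.91e-17) in IgG-treated and 6.60 (SE 0.34, adjusted p = 2.72e-16) in ABTAA-treated mice. *Col3a1* rose by 3.67 (SE 0.19, adjusted p = 1.65e-16) in IgG-treated mice. *Col1a1* rose by 3.65 (SE 0.26, adjusted p = 5.37e-13) and 3.67 (SE 0.28, adjusted p = 3.40e-12), and *Pdgfb* by 2.07 (SE 0.24) and 2.18 (SE 0.25), in IgG- and ABTAA-treated mice. *Acta2* rose by 1.70 (SE 0.22, adjusted p = 1.77e-07) in IgG-treated and 1.27 (SE 0.23, adjusted p = 6.06e-05) in ABTAA-treated mice, and thinning all libraries to the total of the shallowest, the only alternative that removed a call of these 5 genes in these mice, gave the latter an adjusted p of 0.0517. *Rela* in *Veptp* WT mice was the tubular gene short of the threshold, with a log2 fold change of 0.49 (SE 0.21, adjusted p = 0.0985); without library G_5 its adjusted p was 0.0454. The rise of *Havcr1* differed between the forms of library name by -2.96 in the *Veptp* arm (adjusted p = 0.0076) and by -1.32 in the ABTAA arm (adjusted p = 0.129), being smaller without an underscore. Library B8, a *Veptp* iECKO CL kidney, had 194 CPM of *Havcr1* (without TMM normalization), against at most 28.1 CPM in the other *Veptp* arm CL libraries without an underscore and at least 253 CPM in the UUO libraries without one.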

As expected, UUO-induced ECM modification genes, including *Acta2*, *Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Pdgfrb*, *Fn1*, *Tagln*, *Dcn*, *Cnn2*, *Tnc*, *Mmp2*, *Timp2*, and *Adamts1*, along with tubular injury markers, such as *Havcr1*, *Lcn2*, *Clu*, *Piezo1*, *Krt8*, *Ets2*, *Rela*, and *Pdgfb*, were significantly upregulated compared with the contralateral kidneys in their respective groups. Both ABTAA treatment and *Veptp*^iECKO^ elicited a generally reduced response, though most did not reach statistical significance (Figure 7A and Supplemental Data File 2). 

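Between UUO kidneys of ABTAA- and IgG-treated mice, all 14 ECM modification genes were lower with ABTAA, with log2 fold changes from -0.53 to -0.12 (median -0.31), and none was a DEG by edgeR's quasi-likelihood test, DESeq2, or edgeR's exact test. At an unadjusted p under 0.05 stood 1 of the 14, *Col3a1* (log2 fold change -0.40, SE 0.17, unadjusted p = 0.0261, adjusted p = 0.9992). *Col1a1* differed by -0.44 (SE 0.22) and *Acta2* by -0.30 (SE 0.21). The exact test covered 13 of the 14, as it filters genes over the compared groups alone. Between CL kidneys 11 of the 14 were lower with ABTAA too (median -0.22). In the difference between the responses to UUO 8 were lower and 6 higher (median -0.13). The median rise of the 14 with UUO was 1.91 with IgG and 1.94 with ABTAA. Between UUO kidneys all 8 tubular injury genes were lower with ABTAA, from -0.39 to -0.04, and *Clu* (-0.31, SE 0.14, unadjusted p = 0.0361) was the 1 gene at an unadjusted p under 0.05. *Havcr1* differed by -0.22 (SE 0.24), and by 0.04 among libraries with an underscore. In *Veptp* iECKO compared with *Veptp* WT UUO kidneys all 14 ECM genes were lower, from -1.15 to -0.12. None was a DEG by the same test, DESeq2, or the exact test, while the exact test without TMM normalization called 2; 12 stood at an unadjusted p under 0.05 (all but *Cnn2* and *Adamts1*), and the same number passed when adjusted over the list alone. *Acta2* was lower by a log2 fold change of -0.73 (SE 0.24, unadjusted p = 0.0042, adjusted p = 0.9999), *Col1a1* by -0.85 (SE 0.38), and *Col3a1* by -1.15 (SE 0.44). Of the tubular genes 7 of 8 were lower, with *Havcr1* at -0.23 (SE 0.50).
Per library, the ECM score of UUO kidneys was lower with ABTAA by a difference of -0.33 (exact 2-sided permutation test over 6435 ways, p = 0.0085, n = 7 and 8; adjusted p = 0.0510 over the 12 score comparisons) and in *Veptp* iECKO mice by -0.91 (exact permutation p = 0.000155, the smallest that 8 against 8 can give; adjusted p = 0.0019). With the genotypes of the UUO libraries H_3, H_4, H_7, and H_8 exchanged, an alternative chosen after seeing the data, the latter was -0.44 (exact permutation p = 0.136). Among libraries without an underscore the ECM differences were -0.48 with ABTAA and -1.20 in *Veptp* iECKO, and with an underscore -0.13 and -0.63. Permuted within the forms of library name, the exact p was 0.0086 for ABTAA and 0.000408 for *Veptp* iECKO, the latter the smallest it can be. With ABTAA the exact permutation p was 0.314 among libraries with an underscore, and 0.0895 after thinning to the shallowest library (-0.44). The tubular injury score differed by -0.23 in both arms (exact permutation p = 0.0844 with ABTAA and 0.0923 in *Veptp* iECKO; adjusted p = 0.101 for both), by -0.41 with ABTAA and -0.37 in *Veptp* iECKO without an underscore, and by 0.01 and -0.09 with one. Without the library O_11 the exact permutation p of the ABTAA tubular score was 0.0137, and that of the *Veptp* iECKO tubular score was 0.0483 without C9 and 0.0410 without H_1. A further measure, the UUO index, was the mean log2(CPM + 1) of genes that rose minus that of genes that fell with UUO in the control mice of both other arms, so that no library of the tested arm chose its genes. It was -0.34 ± 0.27 (SD, n = 8) in IgG UUO and -0.76 ± 0.49 (n = 7) in ABTAA UUO kidneys (exact permutation p = 0.0572; within the forms 0.0249), and -0.63 ± 0.31 (n = 8) in *Veptp* WT UUO and -1.11 ± 0.58 (n = 8) in *Veptp* iECKO UUO kidneys (exact permutation p = 0.0591; within the forms 0.0302). The p of the index passed 0.05 without C6, D6, O_9, O_11, or O_12 in the ABTAA arm (0.0276 to 0.0490) and without C9, H_1, H_2, or H_7 in the *Veptp* arm (0.0145 to 0.0457). Within the forms the index differed by -0.66 with ABTAA and -0.82 in *Veptp* iECKO without an underscore, and by -0.09 and -0.14 with one. The paper states that ABTAA and *Veptp* iECKO both gave a generally reduced response, most of it short of statistical significance.

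**Figure D2:**
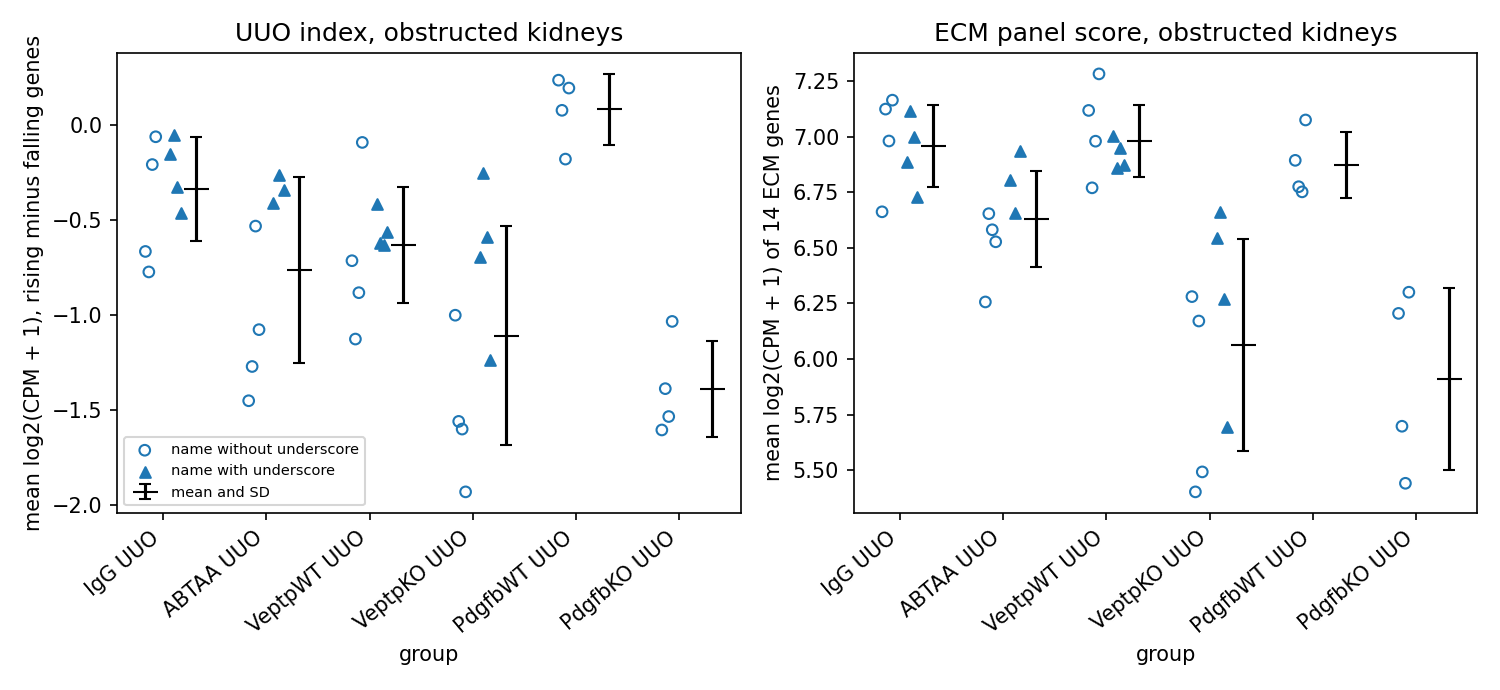
UUO index (left) and ECM panel score (right) of each obstructed kidney, both in units of mean log2(CPM + 1); VeptpKO stands for *Veptp* iECKO and PdgfbKO for libraries labelled *Pdgfb* iKO, open circles are library names without and triangles names with an underscore, and bars show mean and SD. The ECM means are 6.96 (IgG) and 6.63 (ABTAA), 6.98 (VeptpWT) and 6.06 (VeptpKO), 6.87 (PdgfbWT) and 5.91 (PdgfbKO).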

Notably, *Pdgfb*^iKO^ demonstrated significant protection against most ECM modification and tubular injury genes. 

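Between UUO kidneys labelled *Pdgfb* iKO and *Pdgfb* WT UUO kidneys, 2034 genes were DEGs, 1315 higher and 719 lower in *Pdgfb* iKO. Without TMM normalization there were 3045, of which 667 were higher and 2378 lower, and the median of all genes moved from -0.02 to -0.28. All 14 ECM modification genes were lower, with log2 fold changes from -1.18 to -0.42, and 13 were DEGs, the exception being *Cnn2* (-0.42, SE 0.21, adjusted p = 0.182). *Col1a1* was lower by -1.10 (SE 0.28, adjusted p = 0.0071; 0.0514 without library A12) and *Acta2* by -0.94 (SE 0.28, adjusted p = 0.0198; 0.0518 without D12, 0.0923 without E11, and 0.105 without A12). Without E11 or A12 the DEGs among the ECM genes numbered 7 and 6. Thinned to the shallowest library 5 of the ECM genes were DEGs, in 1 fit over all 12 groups 3, and by DESeq2 9. All 8 tubular injury genes were lower as well, and 2 were DEGs, *Piezo1* (-0.95, SE 0.18, adjusted p = 0.000401) and *Rela* (-0.55, SE 0.18, adjusted p = 0.0309; 0.0544 to 0.122 without B11, D11, D12, E11, or F12). When adjusted over the list alone 6 passed. *Havcr1* differed by -0.71 (SE 0.34, adjusted p = 0.149), *Lcn2* by -0.88 (SE 0.33, adjusted p = 0.0620), *Krt8* by -0.44 (SE 0.19, adjusted p = 0.112), and *Ets2* by -0.39 (SE 0.16, adjusted p = 0.0969). Left out singly, E4, F4, A5, or B10 gave *Lcn2* an adjusted p of 0.0229 to 0.0329, and E11 gave *Krt8* one of 0.0128. By edgeR's exact test, the test of the paper's methods, 6 of the 8 were DEGs, and by the exact test without TMM normalization 8. Per library the ECM score differed by -0.96, the tubular injury score by -0.62, and the UUO index by -1.47, each with every *Pdgfb* iKO library below every *Pdgfb* WT library (exact permutation p = 0.0286, the smallest that 4 against 4 can give; adjusted p = 0.0572 over the 12 score comparisons). Without D12 the exact permutation p of the ECM score was 0.0571. The tubular injury panel holds *Pdgfb*, the gene to be deleted in these mice, and no score was computed without it. The DEGs with the lowest adjusted p were *Ces1d*, higher by 2.85 (SE 0.19), and *Calb1*, higher by 3.15 (SE 0.21), both at an adjusted p of 3.98e-10; reads of *Ces1d* could be split with its *Ces1* paralogs. *Pdgfb* was not lower in CL kidneys labelled *Pdgfb* iKO, which bears on each of these directions. Of these DEGs, 1463 were also DEGs of the response to UUO in IgG-treated mice, which shares no library with this comparison, 1462 of them in the opposite direction, where 835 would be opposite if the directions were unrelated. Of the 2034 DEGs 6 lay beyond both CL groups.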

Only a few of the endothelial genes (*Pecam1*, *Emcn*, *Cdh5*, *Tek*, *Tie1*, *Ptprb*, *Angpt2*, *Plvap*, *Kdr*, and *Flt1*) were significantly regulated (Figure 7A), despite the pronounced capillary rarefaction and loss of fenestrations documented in experimental data (Figures 1 and 2). 

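Of the 10 endothelial genes, 3 were DEGs between UUO and CL kidneys of IgG-treated mice, *Pecam1* (log2 fold change 0.71, SE 0.24, adjusted p = 0.0215), *Cdh5* (0.60, SE 0.24, adjusted p = 0.0480), and *Flt1* (-0.52, SE 0.18, adjusted p = 0.0210). *Cdh5* was the single one in ABTAA-treated mice (0.65, SE 0.23, adjusted p = 0.0361). In IgG-treated mice its call held without P_3, N_11, H6, P_8, or G5 and was lost without any other of the 30 libraries of the arm (adjusted p up to 0.0973). In ABTAA-treated mice it was lost without E6, F6, N_9, N_11, H5, G6, C7, O_9, or O_12 (0.0532 to 0.0936). Without P_2 or P_4 the adjusted p of *Pecam1* was 0.0514 and 0.0504, and without P_3 that of *Flt1* was 0.0747. None of these 3 was a DEG among libraries of either form of name alone. None of the 10 was a DEG in *Veptp* WT mice, where 1 stood at an unadjusted p under 0.05. Among libraries with an underscore 0 of the 10 were DEGs in *Veptp* WT mice, and 4 with the shared number as a block. In *Veptp* iECKO mice *Emcn* was a DEG (-1.05, SE 0.32, adjusted p = 0.0349). It did not pass without G_2, G_3, D8, H_1, H_2, H_7, or H_8 (0.0516 to 0.154), or with the genotypes of 4 CL (0.246) or 4 UUO libraries (0.0749) exchanged. Among libraries with an underscore 5 of the 10 were DEGs in *Veptp* iECKO mice, and 4 with the block. In *Pdgfb* WT mice *Cdh5* (0.90, SE 0.24, adjusted p = 0.0036) and *Ptprb* (0.63, SE 0.19, adjusted p = 0.0099) were DEGs. In libraries labelled *Pdgfb* iKO these were *Angpt2* (-1.61, SE 0.46, adjusted p = 0.0355; 0.0505 to 0.268 without D10, E10, A11, E11, or A12) and *Flt1* (-0.78, SE 0.18, adjusted p = 0.0111). Between UUO kidneys none was a DEG with ABTAA or in *Veptp* iECKO, where 0 and 3 of the 10 stood at an unadjusted p under 0.05; DESeq2, which tested all 10 in both arms, and edgeR's exact test, which tested 8 and 9, called none between them either. Of the libraries labelled *Pdgfb* iKO, UUO kidneys had 10 of the 10 genes lower than *Pdgfb* WT UUO kidneys, and 3 were DEGs, *Pecam1* (-0.90, SE 0.25, adjusted p = 0.0132), *Cdh5* (-0.86, SE 0.23, adjusted p = 0.0101), and *Flt1* (-0.64, SE 0.17, adjusted p = 0.0090). Without A12 the adjusted p of *Pecam1* was 0.0945 and that of *Cdh5* 0.0645, and without E11 that of *Flt1* was 0.0512. Adjusted over the list alone 5 passed, and *Angpt2* (-0.92, SE 0.44, adjusted p = 0.149) was a DEG by the exact test.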

The Discussion section addresses potential reasons for these observations. UUO-induced endothelial activation markers (*Klf4*, *Icam1*, and *Vcam1*) were present in several injured kidneys but were partly blunted in ABTAA-treated, *Veptp*^iECKO^, and *Pdgfb*^iKO^ mice without reaching statistical significance in most cases (Figure 7A and Supplemental Data File 2). 

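*Icam1* rose with UUO by a log2 fold change of 2.41 (SE 0.27, adjusted p = 1.50e-08) in IgG-treated and 2.56 (SE 0.29, adjusted p = 2.54e-08) in ABTAA-treated mice, and *Vcam1* by 5.16 (SE 0.30) and 5.10 (SE 0.31). *Klf4* had too few counts to be tested in the ABTAA arm, with 3.95 ± 2.32 CPM (SD, n = 8) in IgG CL, 13.7 ± 7.41 CPM (n = 8) in IgG UUO, 5.13 ± 4.60 CPM (n = 7) in ABTAA CL, and 12.4 ± 2.99 CPM (n = 7) in ABTAA UUO kidneys. It rose in *Veptp* WT mice by 1.97 (SE 0.45, adjusted p = 0.0018), and its rise in *Veptp* iECKO mice, 0.94 (SE 0.46, adjusted p = 0.242), passed the threshold without library B8 (adjusted p = 0.0344). In the *Pdgfb* arm *Klf4* rose by 1.86 (SE 0.27, adjusted p = 6.40e-06) in *Pdgfb* WT and by 0.32 (SE 0.30, adjusted p = 0.613) in libraries labelled *Pdgfb* iKO. Between UUO kidneys, *Icam1* differed with ABTAA by -0.19 (SE 0.24) and *Vcam1* by -0.34 (SE 0.23), and in *Veptp* iECKO *Icam1* by -0.11 (SE 0.37), *Vcam1* by -0.02 (SE 0.51), and *Klf4* by 0.10 (SE 0.38). None of these 5 differences was a DEG (unadjusted p = 0.434, 0.158, 0.776, 0.964, and 0.790), that of *Klf4* changed sign without H_3 (-0.06) or D8 (-0.01), and those of *Icam1* in both arms and of *Vcam1* in *Veptp* iECKO changed sign among libraries with an underscore (0.04, 5.1e-04, and 0.05). In UUO libraries labelled *Pdgfb* iKO all 3 were lower than in *Pdgfb* WT, *Klf4* by -0.79 (SE 0.23, adjusted p = 0.0190), *Icam1* by -0.80 (SE 0.18, adjusted p = 0.0025), and *Vcam1* by -0.87 (SE 0.25, adjusted p = 0.0151). Without D12, E11, or A12 the adjusted p of *Klf4* was 0.0649, 0.0642, and 0.0937, and without D12 or E11 that of *Vcam1* was 0.0617 and 0.0553; DESeq2 called neither. The test of the difference between the genotypes' responses gave -1.54 (SE 0.42, adjusted p = 0.0233; 0.0537 without D10 and 0.0557 without A12) for *Klf4*.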

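The macrophage markers *Adgre1*, *Cd68*, *Mrc1*, and *Ccr2* were all 4 DEGs with higher counts in UUO than in CL kidneys of IgG-treated, ABTAA-treated, *Veptp* WT, and *Pdgfb* WT mice. In *Veptp* iECKO mice 3 were, *Adgre1* standing at a log2 fold change of 1.12 (SE 0.36, adjusted p = 0.0547), which passed without B8, G_3, E9, or H_8 (0.0111 to 0.0382), and 2 in libraries labelled *Pdgfb* iKO. *Adgre1* rose by 1.58 (SE 0.33, adjusted p = 0.000277) in IgG-treated and 2.00 (SE 0.36, adjusted p = 6.63e-05) in ABTAA-treated mice, and *Cd68* by 1.98 (SE 0.33, adjusted p = 9.33e-06) and 2.63 (SE 0.38, adjusted p = 1.31e-06). In IgG-treated mice *Mrc1* rose by 2.38 (SE 0.38, adjusted p = 4.71e-06) and *Ccr2* by 3.24 (SE 0.34, adjusted p = 3.19e-09). UUO kidneys labelled *Pdgfb* iKO had lower counts than *Pdgfb* WT for *Mrc1* (-1.87, SE 0.32, adjusted p = 0.000163), *Ccr2* (-1.07, SE 0.25, adjusted p = 0.0033), and *Adgre1* (-0.96, SE 0.29, adjusted p = 0.0211; 0.0579 to 0.0752 without D12, E11, or A12), and *Cd68* differed by -0.35 (SE 0.35, adjusted p = 0.538). The markers *Cd33*, *Cd3e*, and *Ms4a1* did not pass the filter on low counts in any arm. Summed over the libraries of a group, *Cd33* had 5 to 72 counts, *Cd3e* 0 to 36, and *Ms4a1* 0 to 10, and without the filter on low counts *Cd33* was a DEG for UUO in *Veptp* iECKO mice (2.68, adjusted p = 0.0204) while no other of these markers and comparisons of UUO with CL kidneys gave a DEG (lowest adjusted p = 0.0505). Among libraries with an underscore *Cd33* passed the filter in the *Veptp* arm and was a DEG for UUO in *Veptp* WT (1.91, adjusted p = 0.0188) and *Veptp* iECKO mice (2.68, adjusted p = 0.0075); with the shared number as a block it was one in *Veptp* iECKO (3.09, adjusted p = 0.0054) and not in *Veptp* WT mice (1.48, adjusted p = 0.149).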

Overall, the inflammatory response was relatively low (see Discussion), although an increase in UUO-induced macrophage markers (*Adgre1*, *Cd68*, *Mrc1*, and *Ccr2*) was observed in *Veptp*^iECKO^ and *Pdgfb*^iKO^ mice, unlike markers for neutrophils (*Cd33*), T cells (*Cd3e*), or B cells (*Ms4a1* and *Cd19*) (Figure 7A). A searchable database for all genes is available: https://heomics.shinyapps.io/Jeansson_lab_kidney_UUO/

We subsequently conducted a more in-depth analysis of differentially expressed genes (DEGs) in ABTAA-treated animals compared with controls treated with IgG (Figure 7, B and C). 

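Between UUO kidneys of ABTAA- and IgG-treated mice, 0 of the 9579 genes tested were DEGs by edgeR's quasi-likelihood test, while 344 (3.59%) stood at an unadjusted p under 0.05. DESeq2 and edgeR's exact test also gave 0. Without the filter on low counts there were 6, all higher with ABTAA (*Calb1*, *S100g*, *Egf*, *Klk1*, *Pvalb*, and *Slc6a19*), and among libraries with an underscore 4, also higher (*Car3*, *Thrsp*, *Hp*, and *Cfd*), against 0 among those without one. Without library C7 there was 1, *Ttll1*, which was lower. For this comparison these genes lie outside the rule by which genes were named, and they were picked after their values were seen. Between CL kidneys there were 0 as well by these tests, with 311 at an unadjusted p under 0.05.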

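Between UUO and CL kidneys of IgG-treated mice, 1759 genes were DEGs with lower and 1531 with higher counts in UUO, 3290 of the 9579 tested. With each library left out in turn the number lay between 2959 (without P_6) and 3422 (without N_9). The alternative that moved it most was thinning every library to the total of the shallowest, which left 861. Without TMM normalization there were 3513, and the split moved to 2390 higher and 1123 lower, as the median of all genes shifted from 0.01 to 0.21. Libraries without an underscore in their names alone gave 2074 and those with one 2936. Complete separation, with every UUO library beyond every CL library, was seen for 410 of the higher and 504 of the lower DEGs, which chance gives a gene with a probability of 0.000155 for 8 against 8. Among these the largest rises besides *Havcr1* included *Il1f6* (log2 fold change 8.51, SE 0.58, adjusted p = 1.95e-10) and *Saa1* (7.00, SE 0.70, adjusted p = 1.49e-08), whose reads could be split with its paralog *Saa2*. The largest falls included *Gm47708* (-3.68, SE 0.56, adjusted p = 2.07e-06), *Gpx6* (-3.62, SE 0.43, adjusted p = 3.92e-08), *Gm42697* (-3.40, SE 0.45, adjusted p = 2.52e-07), and *Tmem207* (-3.32, SE 0.39, adjusted p = 1.90e-08); *Gm47708* and *Gm42697* are predicted genes, whose values are uncertain.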

In IgG-treated mice, UUO-induced kidney injury resulted in downregulation of 1,482 genes and upregulation of 1,216 genes compared with contralateral kidneys. In contrast, ABTAA treatment exhibited a blunted response, with 1,055 downregulated and 984 upregulated DEGs (Figure 7, B and C, and Supplemental Data Files 2 and 3). 

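Between UUO and CL kidneys of ABTAA-treated mice, 2420 genes were DEGs, 1201 lower and 1219 higher in UUO, and with each library left out in turn 2068 (without O_11) to 2592 (without G5). Without TMM normalization the split was 825 lower and 1559 higher. Among the largest changes with complete separation (381 of the higher and 278 of the lower DEGs, chance probability 0.000583 for 7 against 7), *Il1f6* rose by a log2 fold change of 7.87 (SE 0.60), *Lgi2* by 6.11 (SE 0.68), and *Saa1* by 5.53 (SE 0.65), and *Gm42697* changed by -3.02 (SE 0.44), *Cyp2d12* by -2.65 (SE 0.40), and *Tmem207* by -2.21 (SE 0.35). *Cyp2d12* belongs to a gene family among whose members reads could be split. With 7 UUO and 7 CL libraries taken from the IgG-treated mice in all 64 ways, the IgG number lay between 2792 and 3207 (median 2983.5), above the ABTAA number each time. The IgG number was 1.36 times the ABTAA number, 2.06 times (861 and 418) after thinning, 2.01 times (2074 and 1031) without an underscore in the library name, and 1.21 times (2936 and 2426) with one, where 4 and 4 IgG libraries stood against 3 and 3 with ABTAA. At 3 and 3 IgG libraries with an underscore, in all 16 ways, the IgG number was 2117 to 2488, and in 11 of the 16 it was not above the ABTAA number of the same fit. Of the DEGs 1005 higher and 1068 lower ones were common to both treatments, 214 and 133 were DEGs with ABTAA alone, and the other higher and 691 lower ones were DEGs with IgG alone. Of those with IgG alone, 497 higher and 671 lower genes changed in the same direction with ABTAA, with median log2 fold changes of 0.69 with IgG and 0.34 with ABTAA for the higher and -0.69 and -0.37 for the lower genes. A gene in 1 list alone is not shown to differ between the treatments: in the test of the difference between the responses, 0 genes were DEGs by edgeR's quasi-likelihood test and by DESeq2, and 323 stood at an unadjusted p under 0.05. With the treatment labels permuted within UUO and within CL libraries, 12 of 100 relabellings, the real one among them, gave as large a difference between the numbers of DEGs, and 3 of 100 within the forms of library name. From the lower numbers of DEGs the paper concludes that the response was blunted with ABTAA.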

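Gene Ontology terms were not recomputed here; 6 gene sets listed by symbol stood in for them. These were 77 nuclear and 13 mitochondrially encoded genes of oxidative phosphorylation (OXPHOS), 34 of fatty acid oxidation, 22 transporters of the proximal tubule, 42 tested of 86 listed genes for collagens, integrins, and laminins, and 76 tested of 79 listed ribosomal protein genes. Each set was tested as a whole on TMM-normalized log-CPM with limma's camera, and its members were counted among the DEGs of each class with Fisher's exact test, against the genes tested in the arm. P-values were adjusted over 30 set tests and 36 overlap tests.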

To elucidate the differences in transcriptional programs, we performed Gene Ontology (GO) enrichment analysis for unique and common UUO-induced DEGs from both ABTAA- and IgG-treated groups using Metascape (70). The downregulated unique DEGs in the IgG group and the common DEGs between IgG and ABTAA displayed significant alterations in pathways related to metabolic processes and oxidative phosphorylation, likely reflecting tubular injury due to the high metabolic activity and high mitochondrial density of tubular epithelial cells (71). In comparison, the DEGs specific to ABTAA treatment showed a diminished or absent response in terms of metabolic processes and oxidative phosphorylation (Figure 7B and Supplemental Data File 4).

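Among the 691 genes lower in UUO with IgG alone, 46 of the 77 nuclear OXPHOS genes were found where 5.55 were to be looked for by chance (Fisher's exact test, adjusted p = 9.91e-32), and 4 of the 13 mitochondrially encoded ones (0.94 by chance, adjusted p = 0.0340). Among the 1068 lower genes common to both treatments were 21 nuclear OXPHOS genes (8.59 by chance, adjusted p = 0.000506), 28 of the 34 fatty acid oxidation genes (3.79, adjusted p = 1.90e-20), 14 of the 22 proximal tubule transporters (2.45, adjusted p = 5.14e-08), and 7 mitochondrially encoded OXPHOS genes (1.45, adjusted p = 0.0012). With DEGs called by edgeR's exact test, the IgG-only class held 49 of the nuclear OXPHOS genes, and in the paper's own list of those genes there were 51. As a set, nuclear OXPHOS genes fell with IgG by a median log-CPM difference of -0.87, lower for 77 of 77 genes (camera adjusted p = 1.14e-16). Mitochondrially encoded OXPHOS genes changed by -0.91, fatty acid oxidation genes by -0.91, and proximal tubule transporters by -1.13. In camera all 6 sets passed for IgG, and so they did with limma's fry. With the correlation between genes estimated, the alternative that moved the sets most, 3 passed (fatty acid oxidation, proximal tubule transporters, and collagens, integrins, and laminins). Nuclear OXPHOS genes did not pass there (camera adjusted p = 0.248), with an estimated correlation of 0.65. Fisher's exact test takes genes as independent, so that its p-values for such a set can be too low. From the enrichment of metabolic terms the paper proposes that the fall reflects injury of tubular cells, which are rich in mitochondria.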

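Among the 133 genes lower in UUO with ABTAA alone there were 0 nuclear OXPHOS genes, where 1.07 were to be looked for by chance (Fisher's exact test, adjusted p = 0.873), and 0 fatty acid oxidation genes (0.47 by chance, adjusted p = 1.00), so that a class of this size could hardly show a depletion. As a set, nuclear OXPHOS genes fell with UUO in ABTAA-treated mice too, by a median of -0.54, lower for 77 of 77 genes (camera adjusted p = 2.06e-10; fry 0.0388; estimated correlation 0.382). Mitochondrially encoded OXPHOS genes changed by -0.76, fatty acid oxidation genes by -0.75, and proximal tubule transporters by -0.77. The direct comparison of UUO kidneys put nuclear OXPHOS genes higher with ABTAA than with IgG by a median of 0.24, for 77 of 77 genes, which passed in camera (adjusted p = 9.85e-10) and not in fry (0.353) or with the estimated correlation (0.391). Fatty acid oxidation genes were higher by 0.24 (fry adjusted p = 0.0210), proximal tubule transporters by 0.18 (fry 0.0649), and mitochondrially encoded OXPHOS genes differed by -0.05, with camera and fry opposite in sign (adjusted p = 0.828 and 0.986). Of the 6 sets 5 passed in camera, 1 in fry, and 0 with the estimated correlation. The nuclear OXPHOS difference was 0.33 among libraries without an underscore and 0.02, higher for 40 of 77 genes, among those with one, and it did not pass in fry in either (adjusted p = 0.163 and 0.958). Per library, the mean of the nuclear OXPHOS genes in UUO kidneys was 8.32 ± 0.58 (SD, n = 7) with ABTAA and 8.05 ± 0.42 (n = 8) with IgG, in log2(CPM + 1), a difference within the spread of the libraries (exact permutation test, p = 0.315).

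**Figure D3:**
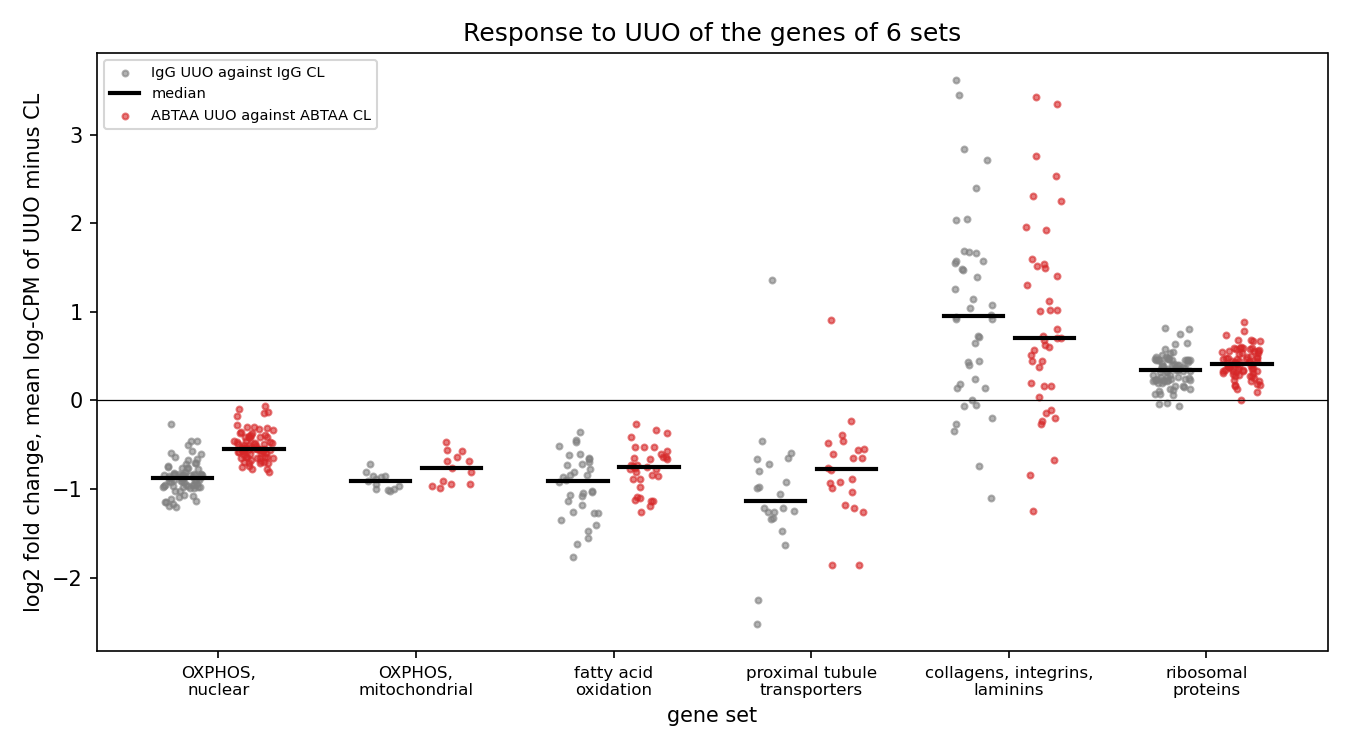
Response to UUO of each gene of the 6 sets, as the mean log-CPM of UUO minus CL kidneys (a log2 scale), for IgG-treated (gray) and ABTAA-treated mice (red); bars are set medians. The nuclear OXPHOS medians are -0.87 with IgG and -0.54 with ABTAA, and those of collagens, integrins, and laminins 0.96 and 0.71.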

In contrast, many of the UUO-induced common upregulated DEGs (from both IgG and ABTAA) were associated with response to wounding, ECM, cell adhesion, and collagen and integrin binding (Figure 7C and Supplemental Data File 4). These pathways were in many cases also significant in IgG-treated animals. 

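Among the 1005 genes higher in UUO and common to both treatments, 26 of the 42 genes for collagens, integrins, and laminins were found, where 4.41 were to be looked for by chance (Fisher's exact test, adjusted p = 9.86e-15). Ribosomal protein genes followed with 16 of 76 (7.97 by chance, adjusted p = 0.0227), and as a set they rose by a median of 0.34 with IgG and 0.42 with ABTAA (camera adjusted p = 1.51e-05 and 1.75e-09), which held in fry (0.0472 and 0.0210) and not with the estimated correlation. As a set, collagens, integrins, and laminins rose with UUO by a median of 0.96 with IgG (35 of 42 genes higher, camera adjusted p = 1.83e-12) and 0.71 with ABTAA (34 of 42 higher, camera adjusted p = 5.44e-13), and both calls held in fry and with the estimated correlation. Within the forms of library name the medians were 0.99 and 0.98 with IgG and 0.60 and 0.86 with ABTAA, without and with an underscore.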

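The genes higher in UUO with IgG alone held 2 of the 42 genes for collagens, integrins, and laminins, where 2.31 were to be looked for by chance (Fisher's exact test, adjusted p = 1.00). Ribosomal protein genes numbered 2 of 76 there (4.17 by chance, adjusted p = 0.696).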

Interestingly, ABTAA treatment appeared to partly blunt these effects (Figure 7C and Supplemental Data File 4).

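Among the 214 genes higher in UUO with ABTAA alone were 0 genes for collagens, integrins, and laminins (0.94 by chance, Fisher's exact test, adjusted p = 1.00) and 8 ribosomal protein genes (1.70 by chance, adjusted p = 0.0012). Between UUO kidneys, collagens, integrins, and laminins were lower with ABTAA than with IgG by a median of -0.15, for 31 of 42 genes (camera adjusted p = 0.000178), which did not pass in fry (adjusted p = 0.106) or with the estimated correlation. The difference was -0.20 among libraries without an underscore and -0.03 among those with one. In the test of the difference between the responses the median was -0.09 (camera adjusted p = 0.0184, and no pass in fry).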

## Discussion

Our study presents evidence that vascular protection through TIE2 activation via ABTAA is a promising novel therapeutic strategy for CKD. ABTAA’s unique ability to bind and cluster ANGPT2 into a potent TIE2 activator helps to prevent endothelial dysfunction, tubular injury, and tubulointerstitial fibrosis in experimental CKD. Findings from genetically modified mice supported this conclusion; TIE2 activation resulting from endothelial *Veptp*-knockout provided a similar benefit, while endothelial *Tie2*-knockout mice exhibited worse kidney damage. Our experiments underscore the critical role of vascular protection in maintaining tubular health, as failure in this process leads to increased profibrotic PDGFB expression and subsequent tubulointerstitial fibrosis.

Previous studies have shown that ABTAA normalizes blood vessels in tumors (40), mitigates sepsis and sepsis-induced injury (39), and promotes choriocapillary regeneration in macular degeneration (41). Notably, ABTAA offered greater protection in sepsis compared with ANGPT2 inhibition alone (39), highlighting its dual beneficial effects: (a) the removal of ANGPT2’s antagonistic activity on TIE2 and (b) the enhanced TIE2 signaling through the conversion of ANGPT2 into a higher-order oligomer that effectively activates TIE2 (39). Our current study illustrates that several modifiers of TIE2 signaling, aside from ANGPT2, are dysregulated in experimental CKD. We observed UUO-induced VEPTP expression in the kidney, consistent with previous reports in models of diabetic nephropathy, ischemia/reperfusion injury, and HIF2α overexpression (34, 35). Additionally, *Angpt1* decreased within 6 h after UUO, shown previously to be expressed by both tubular epithelial cells and perivascular mesenchymal cells (72–74). Although *Angpt1* expression is highest in mesenchymal cells, their relatively low number compared with the epithelial cells suggests that both sources contribute to biologically relevant levels of ANGPT1 in the kidney. RNA-ISH performed 3 days after UUO in this study indicated reduced *Angpt1* expression primarily in tubular epithelial cells. Recent single-cell RNA-Seq data after ischemia/reperfusion injury and UUO have confirmed the reduction of *Angpt1* transcripts in injured or repairing proximal tubular cells, as well as the loss of *Angpt1* in activated mesenchymal cells (myofibroblasts) (73).

From a therapeutic perspective, ABTAA offers several advantages compared with other TIE2-activating strategies. ABTAA activates TIE2 only in the presence of ANGPT2, as demonstrated by Han et al. (39). This was also confirmed in the current study; systemic administration of ABTAA selectively restored TIE2 phosphorylation in injured kidneys with elevated ANGPT2 levels, without activating TIE2 in healthy, vascular-rich lung tissue. This finding supports the injury-targeting mechanism of ABTAA and reduces concern for vascular enlargement and venous malformation, previously demonstrated to result from sustained TIE2 overactivation and *Veptp* deletion (35, 75–77). Importantly, VEPTP does not solely dephosphorylate TIE2, and VEPTP targeting may therefore also affect the phosphorylation of other proteins (33, 78). While ABTAA treatment initiated after UUO injury effectively prevents fibrosis, the PTC density was not preserved. Although the vessels may remain functionally improved with late-onset ABTAA treatment, these findings suggest that once capillary integrity and density are compromised, restoration may be challenging, particularly in the rapidly progressing UUO model. Other studies suggest that capillary injury precedes fibrosis in various preclinical models, including UUO, ischemia/reperfusion, and Alport syndrome (17, 73). This is supported by our current study, where experiments from 6 to 24 h after UUO revealed effects on vascular and tubular injury markers prior to detectable mesenchymal cell activation.

Our results demonstrate that kidney injury leads to increased tubular PDGFB expression in CKD, a finding also identified in recent single-cell RNA-Seq studies of experimental CKD (47, 69, 73). Importantly, this study shows that vascular TIE2 activation can attenuate increased PDGFB levels. Additionally, we found that knocking out *Pdgfb* reduces tubulointerstitial fibrosis, confirming the significance of this pathway in mesenchymal cell activation and fibrosis, as previously reported (49–56, 79). However, while PDGFB is known to regulate fibrosis, it is noteworthy that *Pdgfb*-knockout does not protect against loss of capillary density. Therefore, targeting PDGFB may not be a viable therapeutic approach, especially given that *Pdgfb*-knockout leads to a progressive loss of capillary pericyte coverage (48). The roles of EndoMT and EMT in renal fibrosis have been widely debated (63, 80, 81). Given TIE2’s importance as an endothelial signaling factor, we investigated whether loss of *Tie2* could promote EndoMT in our experimental CKD model. For this purpose, we utilized a *Cdh5*-TdTomato lineage tracer alongside a *Pdgfra*-H2BGFP reporter to identify putative endothelial cells transitioning toward a mesenchymal phenotype. This approach revealed a UUO-induced increase in mesenchymal cells but provided no evidence of EndoMT or EMT contributing to this process.

Several molecular mechanisms have been proposed to explain the beneficial effects of TIE2 activation in providing vascular protection. TIE2 activation triggers a cascade of downstream signaling events that lead to nuclear exclusion of FOXO1, which in turn increases nitric oxide synthase and local NO production, a pathway previously shown to be renoprotective in CKD models (34, 82, 83). Inflammation and macrophage infiltration are integral to the progression of renal injury in UUO (84) and CKD in general (85). TIE2-activating compounds, including ABTAA and ANGPT2 inhibitors, are known to exhibit antiinflammatory effects (27, 39). In our current study, the ethical requirement for administrating UUO mice with an analgesic/antiinflammatory drug potentially dampened the inflammatory response, which may explain the minimal injury-induced inflammation observed. Our study confirmed the occurrence of capillary rarefaction, and it showed that PTC perfusion and fenestrations were affected by disease progression, in line with findings from Babickova et al. (16). The energy demands of tubular epithelial cells, particularly proximal tubular epithelial cells, are high, and these cells rely heavily on the functionality of nearby PTCs for their aerobic metabolism. 

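Beside the metabolic sets, 12 genes of the distal nephron fell with UUO by a median log-CPM difference of -1.54 with IgG and -1.24 with ABTAA, lower for 12 of 12 genes in both. These calls held in camera (adjusted p = 1.72e-06 for both) and in fry, and not with the estimated correlation (0.200 for both). The 5 tested genes of podocytes, which are not tubular cells, had medians of -0.0047 and 0.07 (camera adjusted p = 0.901 for both, with its direction upward in both). Between UUO kidneys the distal nephron genes were higher with ABTAA by 0.31 (camera adjusted p = 0.0117, fry 0.712), with 0.46 among libraries without an underscore and -0.08 among those with one.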

The UUO-induced downregulation of DEGs linked to metabolic processes and oxidative phosphorylation observed in this study likely reflects injury to tubular epithelial cells, as they represent the majority of cells in the kidney.

While our study was limited to a single experimental model of CKD, the regulation of TIE2 signaling appears to be consistent across various studies and experimental models. ANGPT1, ANGPT1 mimetics, modified ANGPT1, genetic overexpression of *Angpt1*, *Veptp*-knockout, and ANGPT2 inhibition have all demonstrated protective effects in preclinical models of kidney injury, including UUO, ischemia/reperfusion, and conditions induced by diabetes (including *db*/*db*, streptozotocin-induced, and *Akita* mice), cyclosporine, and sepsis (23, 25–27, 35–38). Our bulk RNA-Seq data for individual genes showed trends matching other experimental findings within our study regarding ECM regulation and tubular injury, but statistically significant differences were not reached for most transcripts. 

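Across genes, the log2 fold changes between treated and control UUO kidneys in pairs of arms had a Spearman's rho of 0.23 for ABTAA and *Veptp* iECKO (9575 genes), 0.41 for ABTAA and libraries labelled *Pdgfb* iKO (9558 genes), and 0.46 for *Veptp* iECKO and *Pdgfb* iKO (10817 genes). The arms shared no control libraries, and genes are not independent replicates, so each rho was set against 100 relabellings of the treated and control libraries within the arms. With the real labels counted, 5, 1, and 1 of 101 labellings gave as large a rho. With the genotypes of the UUO libraries H_3, H_4, H_7, and H_8 exchanged, rho was 0.15 for ABTAA and *Veptp* iECKO and 0.19 for *Veptp* iECKO and *Pdgfb* iKO, with 16 and 9 of 101 labellings as large. Without the genes that were DEGs between UUO and CL kidneys of IgG-treated mice rho was 0.04, 0.14, and 0.32, with 31, 3, and 1 of 101 labellings as large. Among libraries without an underscore rho was 0.28, 0.40, and 0.47, and among those with one, set against the *Pdgfb* arm where it entered, 0.01, 0.07, and 0.25. The same sign was seen for 58.1%, 64.2%, and 65.7% of the genes.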

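The endothelial score of UUO kidneys was 4.85 ± 0.35 (SD, n = 8) with IgG and 4.85 ± 0.24 (n = 7) with ABTAA, against 4.84 ± 0.31 (n = 8) and 4.82 ± 0.31 (n = 7) in their CL kidneys (exact permutation test of the UUO kidneys, p = 0.990). In *Veptp* iECKO it was 4.33 ± 0.60 (n = 8) and in *Veptp* WT 4.94 ± 0.30 (n = 8; exact permutation p = 0.0211, within the forms of library name 0.0261; adjusted p = 0.0572 over the 12 score comparisons), and with the genotypes of 4 UUO libraries exchanged the difference was -0.20 (exact permutation p = 0.501). In libraries labelled *Pdgfb* iKO it was 4.34 ± 0.29 (n = 4) and in *Pdgfb* WT 4.99 ± 0.20 (n = 4, exact permutation p = 0.0571). Without F12 the exact permutation p was 0.0286. The endothelial panel holds *Ptprb*, the gene to be deleted in *Veptp* iECKO mice, and no score was computed without it. *Plvap*, the gene of a protein of fenestral diaphragms, changed with UUO by -0.12 (SE 0.36, adjusted p = 0.830) in IgG-treated, 0.43 (SE 0.37, adjusted p = 0.447) in ABTAA-treated, 0.09 (SE 0.37, adjusted p = 0.907) in *Veptp* WT, -0.48 (SE 0.40, adjusted p = 0.580) in *Veptp* iECKO, and 0.42 (SE 0.29, adjusted p = 0.270) in *Pdgfb* WT mice and by -0.10 (SE 0.34, adjusted p = 0.915) in libraries labelled *Pdgfb* iKO. Without TMM normalization the *Pdgfb* WT value was 0.78 with an adjusted p of 0.0303. The sign was not settled in IgG-treated mice, where it was 0.66 among libraries with an underscore, nor in *Veptp* WT (-0.36 with an underscore) and *Veptp* iECKO mice (1.72 without one). Without B4 the IgG value was 0.11, without A8 or G9 the *Veptp* WT value -0.07 and -0.02, without G_3 the *Veptp* iECKO value 0.18, and without B10 or E11 the value of libraries labelled *Pdgfb* iKO 0.16 and 0.15. Between UUO kidneys *Plvap* differed by 0.11 (SE 0.37) with ABTAA (-0.11 without C7) and -0.58 (SE 0.37) in *Veptp* iECKO, neither of which was a DEG.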

Neither capillary rarefaction nor loss of markers of fenestration was observed in our RNA-Seq data. While posttranscriptional mechanisms and protein half-life can contribute to discrepancies between mRNA and protein data, the likely explanation in this case is that the experiment was underpowered (*n* = 7–8/group). 

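The reach of the test was measured on counts simulated from the means, library sizes, and spread of these libraries. In them 50 genes were changed by each of 4 known log2 fold changes. These genes were drawn at random from all tested genes, and UUO was not compared with CL kidneys. The shares below therefore do not give the reach for the endothelial genes. Of these 10, 5 had a mean count of at least 20 in the ABTAA arm. In the comparison of ABTAA UUO with IgG UUO kidneys, 12.0% of the genes changed by 0.5 were called, 86.0% of those changed by 1, 92.0% by 1.5, and 98.0% by 2. In the comparison of *Veptp* iECKO with *Veptp* WT UUO kidneys the shares were 10.0%, 32.0%, 80.0%, and 86.0%, and in that of *Pdgfb* iKO with *Pdgfb* WT, with 4 libraries each, 6.0%, 64.0%, 96.0%, and 100.0%. Unchanged genes called numbered 7, 5, and 6 in the 3 comparisons.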

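The biological coefficient of variation common to all genes, as edgeR estimates it within a group, was 0.257 in IgG CL, 0.215 in IgG UUO, 0.245 in ABTAA CL, and 0.242 in ABTAA UUO kidneys. In the *Veptp* arm it lay between 0.371 (*Veptp* iECKO CL) and 0.389 (*Veptp* WT CL), and in the *Pdgfb* arm between 0.127 (*Pdgfb* WT UUO) and 0.189 (*Pdgfb* WT CL). Among libraries of 1 group whose names had the same form, it was 0.155 to 0.208 in the ABTAA arm and 0.162 to 0.271 in the *Veptp* arm. *Veptp* iECKO CL libraries without an underscore numbered 2 and were left out of this.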

Variability was high in the groups due to treatment effects or gene knockout, compounded by the kidney injury model. It is also possible that the use of whole kidney tissue in RNA-Seq did not accurately reflect changes seen in the cortex.

In conclusion, our data demonstrate that CKD progression is regulated by TIE2 signaling and endothelial dysfunction. We further show that ABTAA acts locally in conjunction with increased ANGPT2 levels to protect the renal endothelium, which in turn preserves tubular health, downregulates tubular PDGFB expression, and limits tubulointerstitial fibrosis. These findings provide mechanistic insights into kidney disease progression and offer a strong rational for further testing of ABTAA as a treatment of kidney disease in clinical trials.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes. Sex as a biological variable was not the subject of the study, and some groups have an imbalanced sex distribution; therefore, we report the sex in each graph (females, magenta; males, cyan) but do not draw any conclusions about sex differences in the study.

### Study design.

The major objective of this study was to characterize TIE2 signaling in progression of CKD and to investigate the therapeutic value of TIE2 activation. Mice were subjected to UUO as an experimental model of CKD. Kidney injury was evaluated up to 10 days after injury. Treatment with ABTAA was used as a pharmacological approach to activate TIE2 and reduce kidney injury after UUO. Similarly, Cre-dependent endothelium-specific knockout of *Veptp* was used to genetically increase TIE2 activation. Conditional endothelial knockout of *Tie2* served as a TIE2-incompetent signaling model. The causal effect of PDGFB on tubulointerstitial fibrosis was investigated with conditional global knockout of *Pdgfb*.

### Animals.

Floxed *Veptp* (34) and *Tie2* (86, 87) mice were crossed with tamoxifen-inducible *Cdh5*-Cre^ERT2^ mice (88) to generate endothelium-specific knockout of the genes (*Veptp*^iECKO^ and *Tie2*^iECKO^, respectively). *Tie2* mice were also crossed with a reporter mouse, Ai14-TdTomato [Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^; The Jackson Laboratory; 007914] (89), resulting in a lineage tag of endothelial cells. Littermate controls were tamoxifen-induced *Tie2* wt/wt *Cdh5*-Cre^ERT2^ mice for the *Tie2*-knockouts and noninduced *Veptp* wt/lox *Cdh5*-Cre^ERT2^ for *Veptp-*knockouts. Floxed *Pdgfb* mice (Pdgfb^tm2Cbet^) (90) were crossed with tamoxifen-inducible *Actb*-Cre^ERT2^ mice [Tg(CAG-cre/Esr1*)5Amc; The Jackson Laboratory; 004682] (91) to generate whole-body knockout of *Pdgfb* (*Pdgfb*^iKO^). Littermate controls were Cre^–^ *Pdgfb* wt/lox or lox/lox mice. Recombination was induced with 3 doses of tamoxifen (2 mg) in peanut oil by oral gavage at 4 weeks of age (*Tie2*^iECKO^ and *Veptp*^iECKO^) or 1 week prior to experiments (*Pdgfb*^iKO^). For some experiments, additional crossings were done to obtain a reporter for myofibroblasts with *Pdgfra*-H2BGFP [Pdgfra^tm11(EGFP)Sor^] (64). Mice were on a mixed background. Mice were genotyped with the primers described in Supplemental Table 1. ABTAA has been described previously (39, 40) and was a gift from Gou Young Koh (IBS Center for Vascular Research, Daejeon, South Korea). C57BL6/J mice from in-house breeding or WT mice from the above-mentioned breeding were used for treatment with ABTAA and for early gene regulation analysis. Mice were injected i.p. with ABTAA (25 mg/kg body weight in PBS) at indicated time points in Figure 1A and Figure 6A. Control mice were injected with the same dose of human IgG Fc (AG714; Millipore) in PBS. Adult mice (8–16 weeks) were used for all experiments. Animals were housed on a 12 h light–dark cycle with ad libitum access to water and standard chow. CKD was induced by UUO as previously described (5). UUO surgery was performed under anesthesia, and animals received analgesia (Carprofen 5 mg/kg s.c.; Norocarp; N-vet AB) administered before surgery and daily 2 days after surgery. Sham mice were subjected to all procedures except ligation of the ureter. Sham mice were used as baseline controls for left/right kidney perfusion in contrast-enhanced ultrasound imaging (Figure 1H). Both female and male mice were used in all experiments as the UUO model has previously not shown any gender differences (92). The UUO model was chosen due to its reproducibility and inclusion of key features of human CKD, including PTC loss, tubulointerstitial fibrosis, and increased ANGPT2 expression. The contralateral kidney served as an internal control, allowing for reduction in animal numbers.

The total number of mice, gender distribution, and weight distribution can be found in Supplemental Table 2. All experiments used at least 2 independent litters, and a single animal was 1 experimental unit. The sample size and end points were selected based on our previous studies with the experimental model (5). No criteria for including or excluding animals were set, and no data were excluded or defined as outliers. No randomization of treatment was used. Blinding was performed at different stages of the experiments. Animal care staff were unaware of treatment groups. Persons performing experimental measurements were blinded until grouped data analysis.

### Renal perfusion measured with contrast imaging ultrasound.

Renal perfusion was measured in isoflurane-anesthetized mice on a heated platform utilizing a Vevo 2100 ultrasound system with a MS250 transducer and contrast imaging functionality software (Visual Sonics; Fujifilm). Mice were kept at a body temperature of 36°C–37°C, continuously measured with an anal probe. Mice were imaged from the back, and the ultrasound transducer was fixed in place with a mechanical positioning system. Regular B-mode images were used to optimally position the mice to enable imaging of both kidneys at the same time. Mice were tail vein injected with 100 μL microbubble-based contrast agent (Vevo MicroMarker; VS-11913; Fujifilm Visual Sonics) from vials resuspended with 2 mL saline. Nonlinear contrast images were acquired with general imaging in the Vascular Package (Fujifilm Visual Sonics ) at 21 GHz. Images were analyzed for contrast intensity with Vevo Lab 3.2.6 (Fujifilm Visual Sonics) after manually marking the region of interest of cortex of both contralateral control (CL**)** and UUO kidneys (Supplemental Figure 7). Perfusion was normalized to CL kidneys for each mouse. Five sham-operated WT mice were used in ultrasound graphs and presented as the left kidney normalized to the right kidney for comparison.

### Immunohistochemistry.

Mice were euthanized with cervical dislocation; kidneys were dissected and renal capsules removed. Pieces of CL and UUO kidney were fixed for 4 h at room temperature with 4% buffered formaldehyde (Histolab Products AB) and washed with PBS followed by vibratome sectioning of 100 μm thick sections. After blocking and permeabilization (X0909; Dako; with 0.25% Triton X-100 for 2 h), sections were incubated with primary antibodies overnight at 4°C on a shaker. Antibodies are described in Supplemental Table 3. Appropriate secondary antibodies were added after washing with PBS containing 0.05% Tween 20 and incubated for 2 h at room temperature. Nuclei were stained with Hoechst 33342 (Thermo Fisher Scientific).

### RNA-ISH.

The RNAscope Multiplex Fluorescent Reagent Kit (v.2) (ACDBio) and TSA Plus reagents (PerkinElmer) were used according to the manufacturers’ protocol for fresh frozen or fixed frozen sections with minor modifications. In brief, frozen tissue sections were cut at 14 μm thickness. Fresh frozen sections were first fixed with 4% buffered formaldehyde (Histolab Products AB) for 20 minutes at 4°C, washed twice with 1× PBS, and dehydrated through an ethanol series. Fixed frozen sections were ready directly for dehydration. After dehydration, HRP was quenched with Bloxall blocking solution (Sp-6000; Vector Technologies) for 10 min at room temperature followed by Pretreat III solution (ACDBio) for 30 min at room temperature. RNAscope probes (ACDBio) were hybridized on the sections for 2 h at 40°C, after which fluorescence signals were developed and amplified according to the manufacturer’s protocol. Sections were mounted with ProLong Gold mounting medium (Thermo Fischer Scientific) and images obtained using a confocal microscope (SP8; Leica Microsystems). RNAscope probes used were as follows: *Pecam1* (catalog 316721), *Pdgfb* (catalog 424651), *Angpt1* (catalog 449271), *Pdgfrb* (catalog 411381), *Pdgfra* (catalog 480661), and *Atp1a1* (catalog 569611).

### Proliferation assay (EdU).

For EdU experiments, 0.25 mg EdU was injected i.p. at indicated time points, as shown in Supplemental Figure 5. Visualization of EdU^+^ cells was done with a Click-it plus EdU Imaging kit (C10640; Thermo Fisher Scientific) on 100 μm vibratome sections following the manufacturer’s instructions.

### Quantitative real-time PCR.

RNAeasy Micro or Mini kit (Qiagen) was used to extract mRNA according to the manufacturer’s protocol, followed by cDNA synthesis of 1 μg mRNA using iScript reverse transcription Supermix (170-8841; Bio-Rad). Real-time PCR was performed using cDNA with TaqMan Gene Expression Master Mix (4369016; Thermo Fisher Scientific) together with probes on a CFX-96 real-time PCR system (Bio-Rad). For primers, iTaq Universal SybrGreen Supermix was used (172-5130; Bio-Rad). Probes and primers are listed in Supplemental Table 4. Expression results were normalized to endogenous control *Hprt* or *Gapdh*, and relative quantification was done using the Livak method (2^–ΔΔCT^) (93). FACS-sorted cells were subjected to a preamplification step of 12 cycles with SsoAdvanced PreAmp Supermix (172-5160; Bio-Rad) according to the manufacturer’s instructions.

### FACS of endothelial cells.

Endothelial cells were isolated from CL and UUO kidneys of WT and *Tie2*^iECKO^ mice utilizing the *Cdh5*-TdTomato lineage labeling. At dissection, kidneys were cut into small pieces and digested into a single-cell suspension in gentleMACS C tubes (Miltenyi Biotec) with DMEM containing 0.13 U/mL Liberase TL (5401020001; Roche, Merck) and 1 μL/mL DNase I (18068-15; Invitrogen) with rotation (200 rpm) in a gentleMACS dissociator (Miltenyi Biotec) for 20 minutes at 38°C. The suspension was passed through a 100 μm cell strainer, and cells were washed 2 times by centrifugation at 300*g* for 5 min in DMEM containing 5 mM EDTA and 1% FBS. To reduce epithelial cell content from the cell suspension, we utilized CD10-conjugated Dynabeads as previously described (47). Beads were prepared by adding 20 μL/mL rabbit monoclonal CD10 antibody to the Protein G Dynabeads (10004D; Thermo Fisher Scientific) for 10 minutes at room temperature. After washing, CD10-Dynabeads were incubated with cell suspension for 10 minutes at room temperature, and cell solution remaining after magnet removal of CD10-Dynabead–bound cells was used for *Cdh5*-TdTomato isolation by the BD FACSMelody cell sorter (BD Biosciences). Cells were sorted directly into RLT lysis buffer (Qiagen), and RNA was purified as above.

### Protein analysis.

Snap-frozen kidney tissues were homogenized in RIPA buffer (89900; Pierce) containing protease and phosphatase inhibitors (4693116001 and 4906845001; Merck). After centrifugation, the supernatant was collected and measured for protein concentration using a bicinchoninic acid (BCA) assay (Pierce), aliquoted, and stored at –80°C. Protein lysates were used to measure protein concentrations by ELISA for TIE2 (MTE200; R&D Systems), ANGPT2 (MANG20; R&D Systems), and PDGFB (ab224879; Abcam) according to the manufacturers’ instructions.

For Western blotting, proteins were separated under reducing conditions on 4%–12% Criterion XT Bis-Tris gels (3450123; Bio-Rad) and then transferred using Criterion wet transfer to 0.2 μm PVDF membranes (1620239; Bio-Rad). Blots were blocked with EveryBlot blocking buffer (Bio-Rad) and incubated overnight at 4°C with primary antibody (Supplemental Table 3). After washing and incubation with the appropriate HRP-conjugated secondary antibody, proteins were visualized using SuperSignal West Femto detection reagent (34096X4; Thermo Fisher Scientific). Membranes were cut to probe for different sized proteins. Band density was quantified with ImageJ (NIH).

For TIE2 immunoprecipitation, snap-frozen kidney tissues were homogenized in ice-cold IP lysis buffer (Pierce 87787) with 2× protease and 1× phosphatase inhibitors, as listed above, and 1 mM Na_3_VO_4_ and incubated for 2 h at 4°C in rotation. After centrifugation and BCA assay for protein concentration analysis, 2.5 mg of total kidney lysate or 1.5 mg lung lysate per sample was incubated with rabbit anti-TIE2 antibody (19157-1-AP; Thermo Fischer Scientific) overnight rotating at 4°C. The following day, lysates were incubated with Protein-A agarose beads (9863; Cell Signaling) for 2 h rotating at 4°C and subsequently washed 4 times with lysis buffer and denatured in 2× NuPage LDS sample buffer with denaturing agent (NP0007; Life Technologies) at 97°C for 5 min. Proteins were separated under reducing conditions on 4%–12% Bis-Tris gels (NuPage; Invitrogen) and transferred to 0.4 μm PVDF membranes. Membranes were blocked with 3% BSA and TBS + 0.1% Tween 20 (TBST) and incubated for 2 or 3 nights at 4°C with primary antibody (4G10; 05-321; Merck). After washing with TBST and incubation with appropriate HRP-conjugated secondary Ab (in BSA-TBST), membranes were developed with ECL Prime Western Blotting Detection Reagent (10308449; Cytiva Amersham). The membranes were stripped and reprobed with goat anti-mouse TIE2 Ab (AF762; R&D Systems). All antibodies are listed in Supplemental Table 3.

Blood samples for plasma ANGPT2 measurements were collected by heart puncture in isoflurane-anesthetized mice and collected in tubes with K2 EDTA (Microvette 20.1339.100; Sarstedt). Samples were centrifuged at 2,500*g* for 10 minutes, and plasma was collected and stored at –80°C until analysis. ANGPT2 in plasma was measured by ELISA (MANG20; R&D Systems) in duplicates according to the manufacturer’s instructions.

### Transmission electron microscopy.

For electron microscopy, kidneys were cut in 1 mm cubes, immersion fixed in 2.5% glutaraldehyde (Ted Pella) and 1% paraformaldehyde (Merck) in 0.1 M phosphate buffer, pH 7.4, and stored at 4°C until further processing. Samples were rinsed in 0.1 M phosphate buffer for 10 min followed by 1 h incubation in 1% osmium tetroxide (TAAB Laboratories Equipment) in 0.1 M phosphate buffer. After rinsing in phosphate buffer, samples were dehydrated in alcohol followed by 5 min of incubation in propylene oxide (TAAB Laboratories Equipment). Samples were then incubated for 1 h in Epon Resin (TAAB Laboratories Equipment) and propylene oxide (1:1), followed by overnight incubation in 100% resin. Subsequently, samples were embedded in capsules with fresh resin for 1–2 h and then heat cured at 60°C for 48 h. The specimens were cut into semithin sections, stained with toluidine blue, and examined by light microscopy. Ultrathin sections (60–70 nm) were cut in an EM UC7 Ultramicrotome (Leica) and placed on grids. Sections were contrasted with 5% uranyl acetate and Reynold’s lead citrate and visualized in a Tecnai G2 Spirit BioTwin electron microscope (Thermo Fisher Scientific/FEI) at 80 kV with an Orius SC200 CCD camera and Gatan Digital Micrograph software (both from Gatan Inc.). Micrographs were taken of peritubular capillaries, and fenestrations were quantified as explained below.

### Fluorescence microangiography.

Fluorescence microangiography was used to visualize perfused vessels as described previously (94). In brief, 500 μL FluoSpheres sulfate (0.02 μm; F8845; Thermo Fisher Scientific) was mixed with 4.5 mL low melting point agarose and kept at 41°C. All solutions were preheated to 41°C. Heart perfusion was carried out in dormicum/hypoderm-sedated mice starting with 1 mL heparinized saline (100 IU/mL; H3149; Sigma-Aldrich), followed by 1 mL 3 M KCl, 5 mL PBS, and 5 mL FluoSpheres/agarose mix. After perfusion, kidneys were dissected and put on ice for 20 min followed by fixation in 4% paraformaldehyde for 2 h. Tissue was stored in PBS at 4°C until further processing. For quantification, 100 μm vibratome sections were imaged in a Leica SP8 confocal microscope. The area of FluoSpheres perfusion was correlated to total vasculature (*Cdh5*-TdTomato) in each image.

### Image quantification.

For immunofluorescence analysis, kidney cortex was imaged (5 images/mouse, CL and UUO) at original magnification ×400 using a Leica SP8 confocal microscope. Analysis was focused on the cortex, as the medulla disappears at later time points after UUO. For estimation of fibrosis, aSMA^+^ and vimentin^+^ staining was quantified in each image using Otzu thresholding in ImageJ. Large arteries and glomeruli were excluded. Fibrotic area was expressed as a percentage of the whole image area. Quantification of vascular area was done in the same way as above for endomucin and podocalyxin and correlated to the total number of nuclei per image. The number of nuclei was counted using Analyze Particles in ImageJ with selection of positive areas of 50–800 pixels.

Proliferating endothelial cells (Ki67^+^ or EdU^+^) were counted in *Cdh5*-TdTomato^+^ nuclei in 5 image fields/mouse and correlated to the total number of endothelial nuclei per image (*Cdh5*-TdTomato^+^).

From electron micrographs, capillary fenestrations of peritubular and glomerular capillaries were semiquantitatively graded and expressed as a score between 0 and 4, with 0, 0%–5%; 1, 6%–25%; 2, 26%–50%; 3, 51%–75%; and 4, 76%–100% of the capillary length having fenestrations (i.e., a score of 4 in healthy kidneys), as previously described (16). To evaluate podocyte injury, the number of foot processes per glomerular basement membrane length was measured in ImageJ, and the foot process width was calculated as described previously (95).

An increased number of vacuoles was discovered during electron microscopy analysis and was therefore quantified on semithin sections stained with toluidine blue as the number of affected tubular segments correlated to the total number of tubular segments per image taken at an original magnification of ×100. A tubular segment was defined as affected when vacuoles were present in the whole epithelial cell, from the luminal to the basolateral side (Figure 5A).

For densitometric analysis of TIE2 phosphorylation, Image Lab software (Bio-Rad) was used, and results expressed correlated to total TIE2 (pTIE2/total TIE2).

### Human data.

We utilized the Nephroseq platform (Nephroseq.org) to obtain human data for *CDH5* (endothelial marker), *ANGPT2*, *PDGFB*, and *ANGPT1* from 2 different microarray datasets: renal biopsies with histopathological confirmed CKD (96) and renal biopsies from transplant patients with/without renal dysfunction (97). Data from living or cadaveric donors were combined. Data are presented as Log2 expression, and statistical differences were from Nephroseq.

### Bulk RNA-Seq and data analysis.

RNA was prepared from kidney tissue as above from all groups; IgG (*n* = 8), ABTAA (*n* = 7), *Veptp*^WT^ (*n* = 7), *Veptp*^KO^ (*n* = 8), *Pdgfb*^WT^ (*n* = 4), and *Pdgfb*^KO^ (*n* = 4). Two *Veptp*^KO^ CL and two *Pdgfb*^WT^ CL samples were lost in plate preparation. Kidneys from 2 sham-operated *Pdgfb*^WT^ mice were used in the *Pdgfb*^WT^ CL group. Samples were run in quadruplets in a 384-well format. Library preparation and sequencing were performed as described previously (98). The uniquely indexed cDNA libraries from the 384-well plate were pooled and sequenced together on the lane of a HiSeq 3000 sequencer (Illumina). The 4 raw fastq sequences for each quadruple sample were merged and mapped with a standard STAR pipeline (version 2.7.3a). The duplicated reads were filtered out using UMI-tools (version 1.1.4). The gene expression count summary was calculated using the featureCounts function from the Subread package (version 1.4.6-p5) (99).

DEGs were calculated by group comparisons utilizing the R edgeR package (version 3.40.2) (100), which applied an exact test between the groups (101). The raw *P* values were corrected for multiple testing using the FDR method. FDR of 0.05 was set as threshold for significant differential expression. The raw count data were normalized using the cpm method. Gene expression heatmaps were visualized using row *z* score calculated from cpm utilizing Heatmapper (102). Metascape v3.5.20240901 (70) was used for GO enrichment of biological processes with DEGs from ABTAA- and IgG-treated groups. Statistical enrichment was calculated using the hypergeometric test with Benjamini-Hochberg correction to adjust for FDRs with a minimum overlap of 3 genes, a cutoff of *P* < 0.01, and a minimum enrichment of 1.5. For translatability, the analysis was done for the corresponding human gene annotation. The top 20 enrichment GO terms were visualized with heatmaps based on –log10(*P*).

### Statistics.

GraphPad Prism 10 (GraphPad Software Inc.) was used for graphical representation and statistical analysis of data. Data are expressed as geometric mean ± SD. Means between groups were compared using unpaired 2-tailed Student’s *t* test (2 groups) or 1-way ANOVA with Tukey’s multiple-comparison post hoc test (≥3 groups). Many groups of data had an uneven distribution; therefore, data were natural log-transformed before statistical analysis as previously suggested (103). A *P* value of less than 0.05 was considered significant. Please see *Bulk RNA-Seq and data analysis* for details regarding analysis of bulk RNA-Seq data.

### Study approval.

All procedures were approved in advance by the Uppsala Committee of Ethics of Animal Experiments (permit numbers C110/13, C100/15, 5.8.18-04862/2020, 5.8.18-04862/2023, and 5.8.18-20319/2024) and were conducted according to guidelines established by the Swedish Board of Agriculture. ARRIVE guidelines were used for reporting.

### Data availability.

RNA-Seq data can be accessed from the National Center for Biotechnology Information’s Gene Expression Omnibus database under accession number GSE306281. All data used to support the findings of this study, except the RNA-Seq data, are included in the paper, and the supplemental information is available from a searchable database at https://heomics.shinyapps.io/Jeansson_lab_kidney_UUO/ Values for all data points in graphs are reported in the Supporting Data Values file (Supplemental Data File 5).

## Author contributions

MJ conceived the study. RP, AMH, LH, SN, and MJ participated in data acquisition, analysis, and interpretation. SEQ and CB provided key reagents and intellectual input. RP and MJ wrote the manuscript; all authors contributed to critical reading and editing.

## Funding support

This work is the result of funding from the Swedish Research Council and NIH, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- Novo Nordisk Foundation Pioneer Innovator (grant NNF23OC0086927 to MJ).
- European Foundation for the Study of Diabetes (EFSD-BI-2023 to MJ).
- Swedish Kidney Foundation (F2021-0061, F2022-0046, and F2023-0064 to MJ).
- Knut and Alice Wallenberg Foundation (2024-0177 to MJ and 2015-0030 and 2020-0057 to CB).
- Swedish Research Council (2012-865 to MJ and 2015-00550 to CB).
- Åke Wiberg Foundation (738866289 to MJ).
- Magnus Bergwall Foundation (2013-24942 and 2014-00055 to MJ).
- IGP Young Investigator Award (to MJ).
- The use of Veptp-floxed mice was made possible through core services and support from the Northwestern University George M. O’Brien Kidney Research Core Center (NU GoKidney), a program funded by NIH/National Institute of Diabetes and Digestive and Kidney Diseases (P30 DK114857).

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental data set 5

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
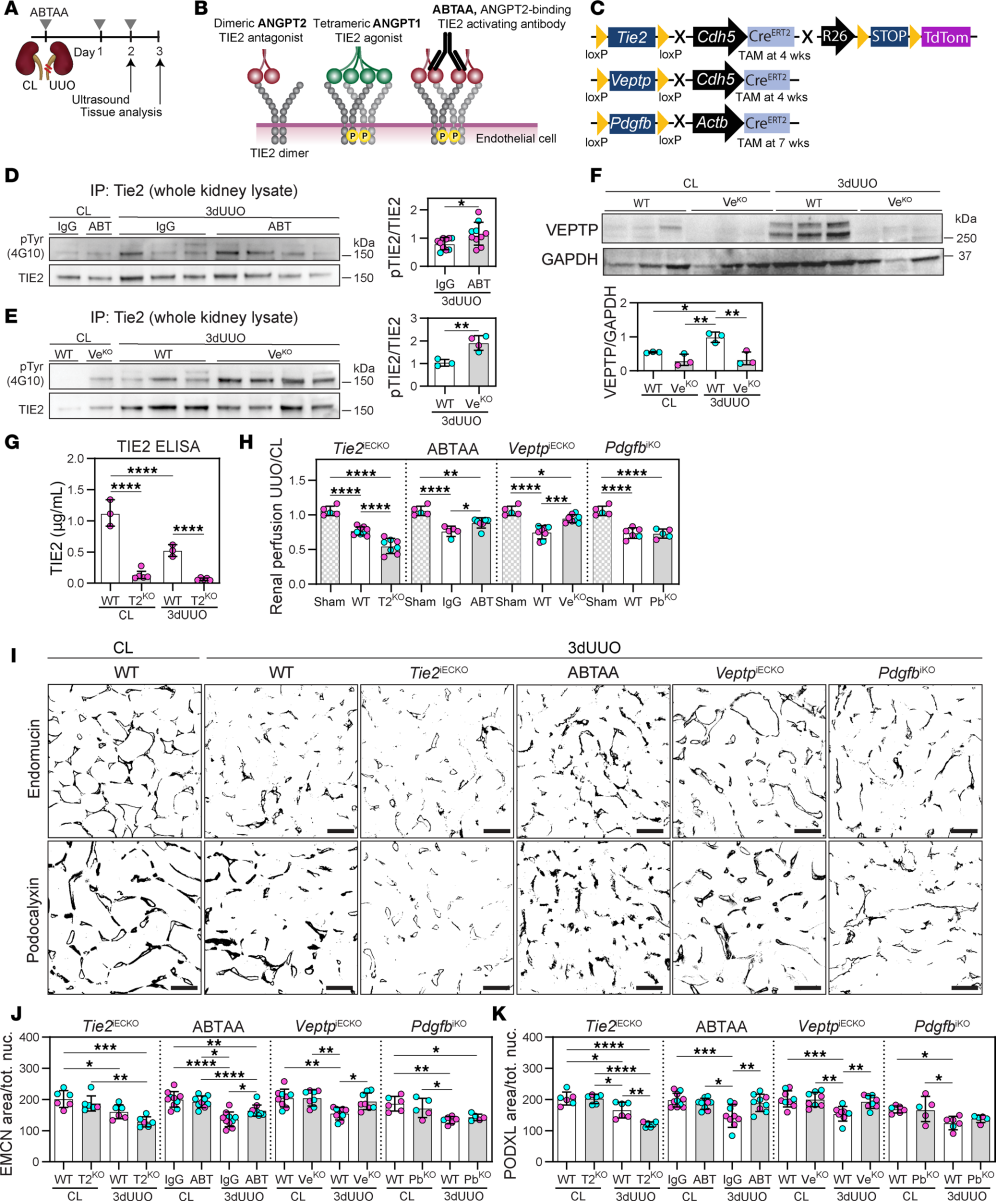
Pharmacological or genetic activation of TIE2 improves renal perfusion and prevents capillary rarefaction following experimental CKD. (**A**) Schematic diagram of the experimental setup with UUO, contralateral control kidney (CL), and ABTAA (or IgG) administration. (**B** and **C**) Schematic diagram of ABTAA function (**B**) and inducible conditional mouse lines used in the study (**C**). TAM, tamoxifen induction. (**D** and **E**) pTIE2/TIE2 in 3-day UUO kidneys in ABTAA (ABT) and *Veptp*^iECKO^ (Ve^KO^) mice, respectively. Data are based on *n* = 3–10 mice/group and 3 (**D**) and 1 (**E**) blots (see Supplemental Figure 2). (**F**) VEPTP in kidney lysates from CL and 3-day UUO kidneys in WT and *Veptp*^iECKO^ mice. Data are based on *n* = 3 mice/group and 1 blot (see Supplemental Figure 2). (**G**) TIE2 protein measured by ELISA in kidney homogenates from CL and 3-day UUO kidneys in *Tie2*^iECKO^ (T2^KO^) mice. Data are based on *n* = 3–5 mice/group. (**H**) Renal perfusion measured with ultrasound contrast imaging in 2-day UUO/CL kidneys from ABTAA-treated, *Veptp*^iECKO^, *Tie2*^iECKO^, and *Pdgfb*^iKO^ (Pb^KO^) mice and their respective controls. The same group of sham-operated mice was used to establish baseline perfusion levels for comparison with UUO-injured kidneys. Data are based on *n* = 5–8 mice/group. (**I**–**K**) Immunohistochemistry and quantification from renal cortex for endothelial markers (endomucin [EMCN] and podocalyxin [PODXL]) in 3-day UUO kidneys from ABTAA-treated, *Veptp*^iECKO^, *Tie2*^iECKO^, and *Pdgfb*^iKO^ mice and their controls. Data are based on *n* = 5–11 mice/group and >600 images/marker. Scale bars: 50 μm. Data represent mean ± SD, and each symbol represents 1 mouse (females, magenta; males, cyan). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, determined by 1-way ANOVA and Tukey’s post hoc test (**F**–**H**, **J**, and **K**) or unpaired 2-tailed Student’s *t* test (**D** and **E**).

**Figure 2:**
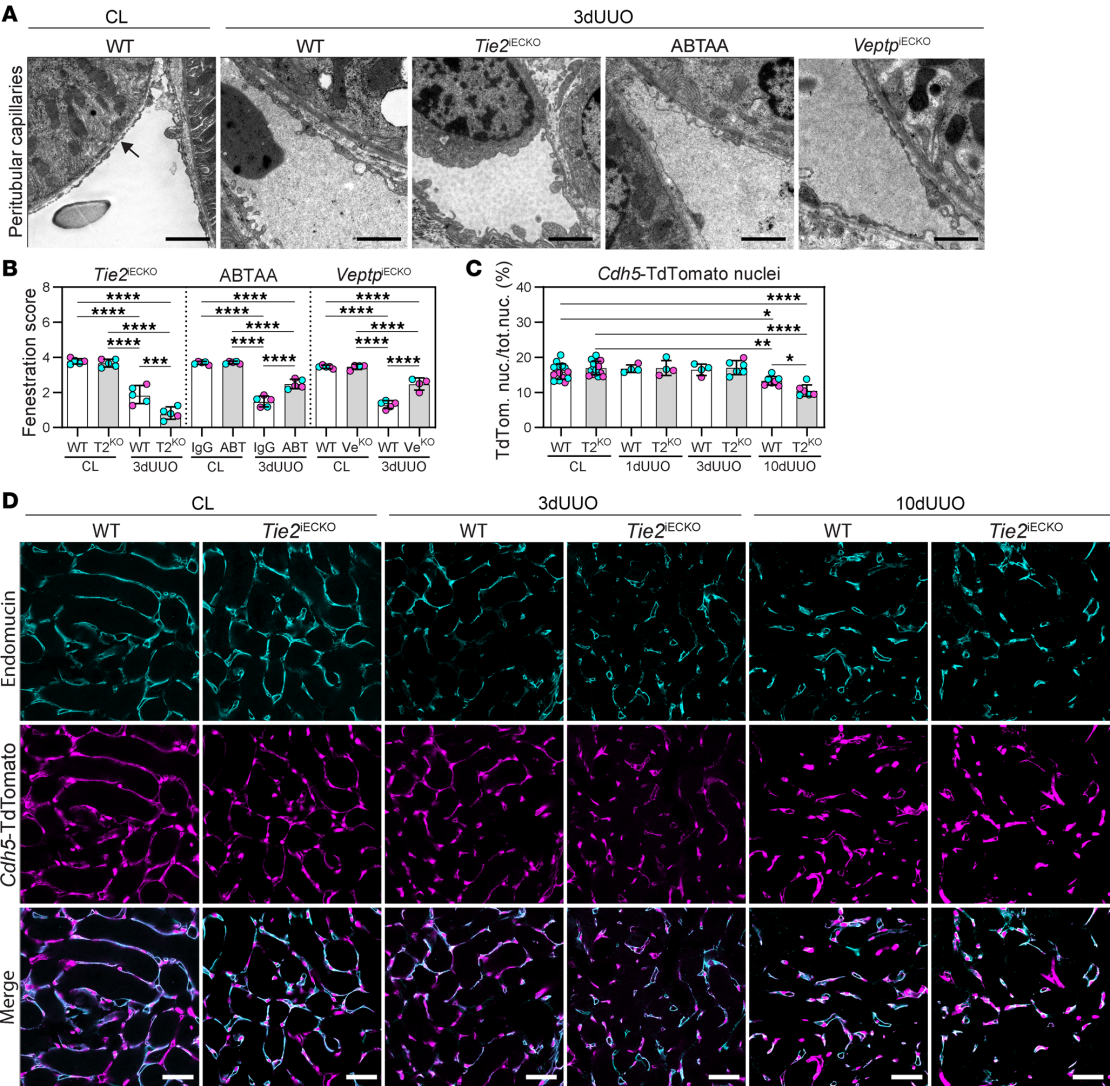
Pharmacological or genetic TIE2 activation prevents UUO-induced endothelial injury. (**A** and **B**) Semiquantitative grading of capillary length with fenestrations from micrographs of peritubular capillaries in 3-day UUO kidneys from ABTAA-treated (ABT), *Veptp*^iECKO^ (Ve^KO^), and *Tie2*^iECKO^ (T2^KO^) mice. Data are based on *n* = 4–5 mice/group and scoring of 892 micrographs. Scoring is based on percentage of endothelium with fenestrations as follows: 0, 0%–5%; 1, 6%–25%; 2, 26%–50%; 3, 51%–75%; and 4, 76%–100%. The fenestrated endothelium is indicated by an arrow. Scale bars: 2 μm. (**C**) Quantification of endothelial nuclei in *Tie2*^iECKO^ and WT mice from 1-, 3-, and 10-day UUO kidneys. Data are based on *n* = 4–7 mice/group, and 310 images were quantified. (**D**) Representative image with immunohistochemistry for endomucin (cyan) together with the endothelial *Cdh5*-Tdtomato lineage tracer (magenta). Scale bars: 50 μm. Data represent mean ± SD, and each symbol represents 1 mouse (females, magenta; males, cyan). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, determined by 1-way ANOVA and Tukey’s post hoc test (**B** and **C**).

**Figure 3:**
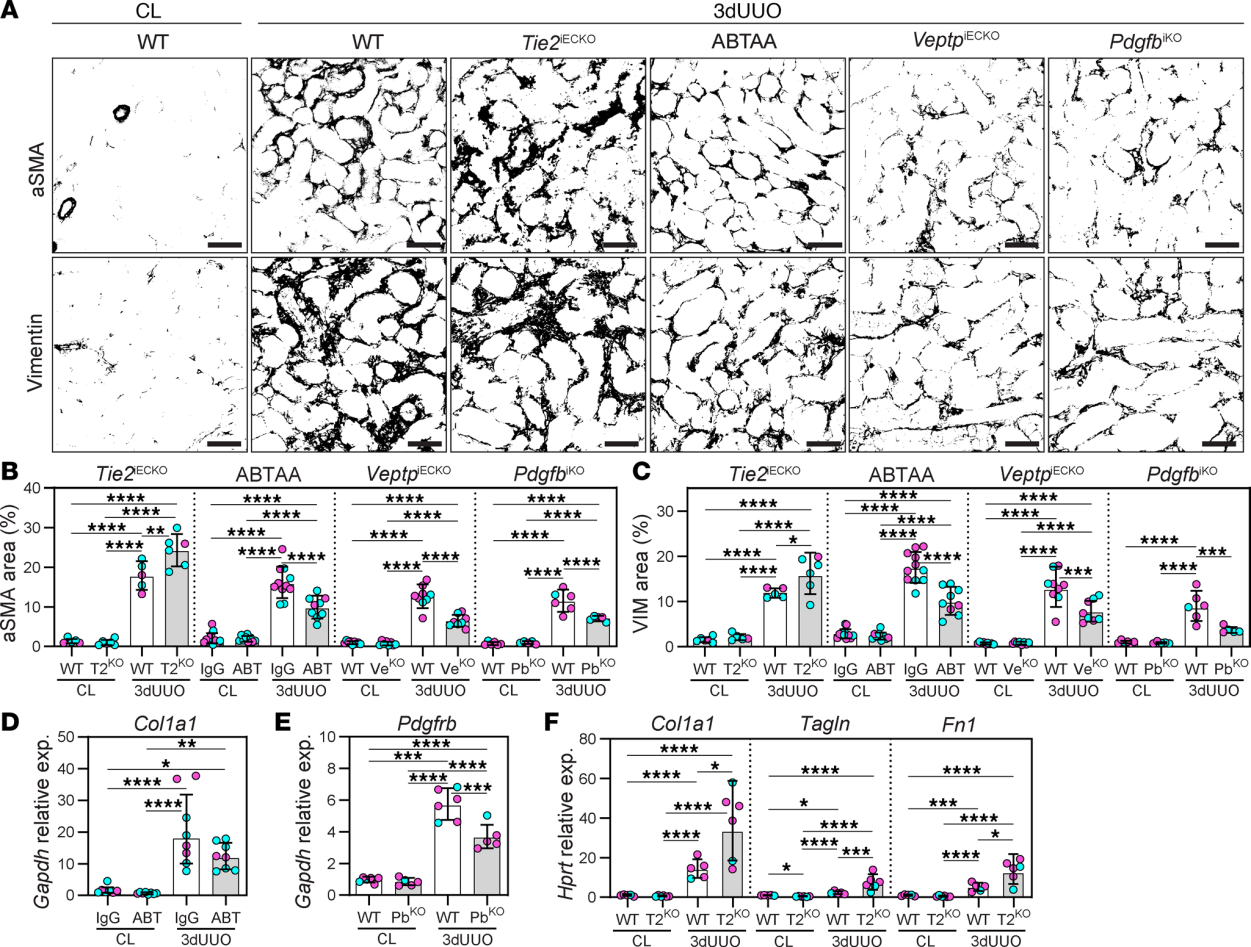
Pharmacological or genetic TIE2 activation prevents UUO-induced tubulointerstitial fibrosis. (**A**–**C**) Immunohistochemistry and quantifications from renal cortex for fibrosis markers (aSMA and vimentin [VIM]) in 3-day UUO kidneys from ABTAA-treated (ABT), *Veptp*^iECKO^ (Ve^KO^), *Tie2*^iECKO^ (T2^KO^), and *Pdgfb*^iKO^ (Pb^KO^) mice and their controls. Data are based on *n* = 5–11 mice/group and quantifications from >600 images/marker. Scale bars: 50 μm. (**D**) Renal *Col1a1* expression in ABTAA-treated mice. Data are based on *n* = 6 mice/group. (**E**) Renal *Pdgfrb* expression in *Pdgfb*^iKO^ mice. Data are based on *n* = 5–6 mice/group. (**F**) Gene expression of *Col1a1*, *Tagln*, and *Fn1* in 3-day UUO kidneys from *Tie2*^iECKO^ mice. Data are based in *n* = 5–6 mice/group. Data represent mean ± SD, and each symbol represents 1 mouse (females, magenta; males, cyan). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, determined by 1-way ANOVA and Tukey’s post hoc test (**B**–**F**).

**Figure 4:**
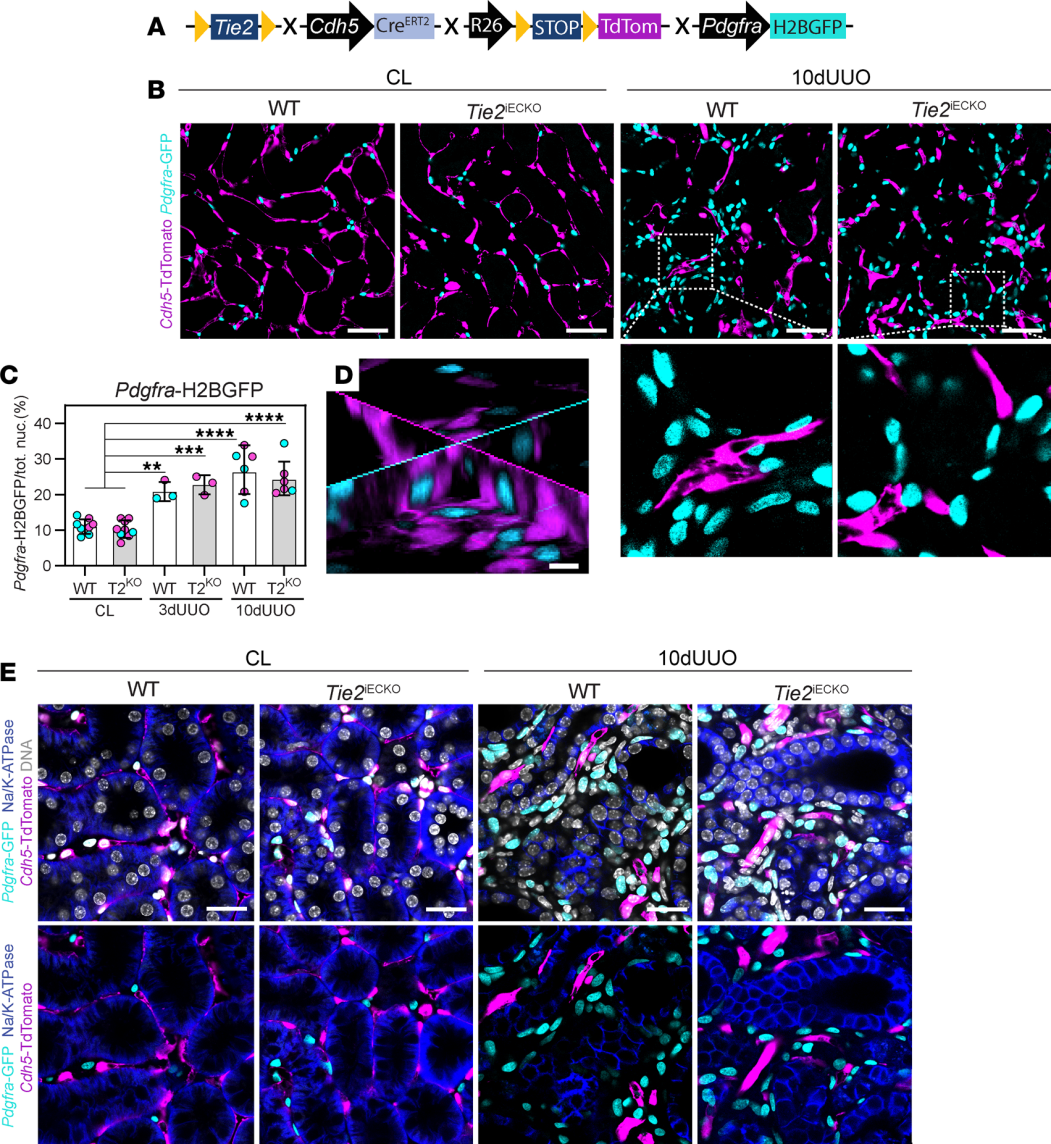
UUO-induced tubulointerstitial fibrosis is not the result of EndoMT. (**A**) Breeding strategy for *Tie2*^iECKO^ mice with endothelial lineage tracer and myofibroblast reporter. (**B** and **C**) Imaging and quantification of *Pdgfra*-H2BGFP^+^ nuclei (cyan) in renal cortex of 3- and 10-day UUO kidneys in WT and *Tie2*^iECKO^ (T2^KO^) mice. Data are based on *n* = 3–6 mice/group and quantifications from >180 images. Scale bars: 50 μm. (**D**) Representative confocal image stack (30 μm) from renal cortex showing *Cdh5*-TdTomato (magenta) and *Pdgfra*-H2BGFP (cyan) in renal cortex 10 days after UUO in a *Tie2*^iECKO^ mouse. Scale bar: 10 μm. (**E**) Confocal images from renal cortex showing tubular epithelial marker NaK/ATPase (blue), *Pdgfra*-GFP (cyan), and *Cdh5*-TdTomato (magenta) 10 days after UUO in WT and Tie2^iECKO^ mice. Representative images of *n* = 3 mice per group. Scale bars: 25 μm. Data in graphs represent mean ± SD, and each symbol represents 1 mouse (females, magenta; males, cyan). **P < 0.01, ***P < 0.001, and ****P < 0.0001, determined by 1-way ANOVA and Tukey’s post hoc test (**C**).

**Figure 5:**
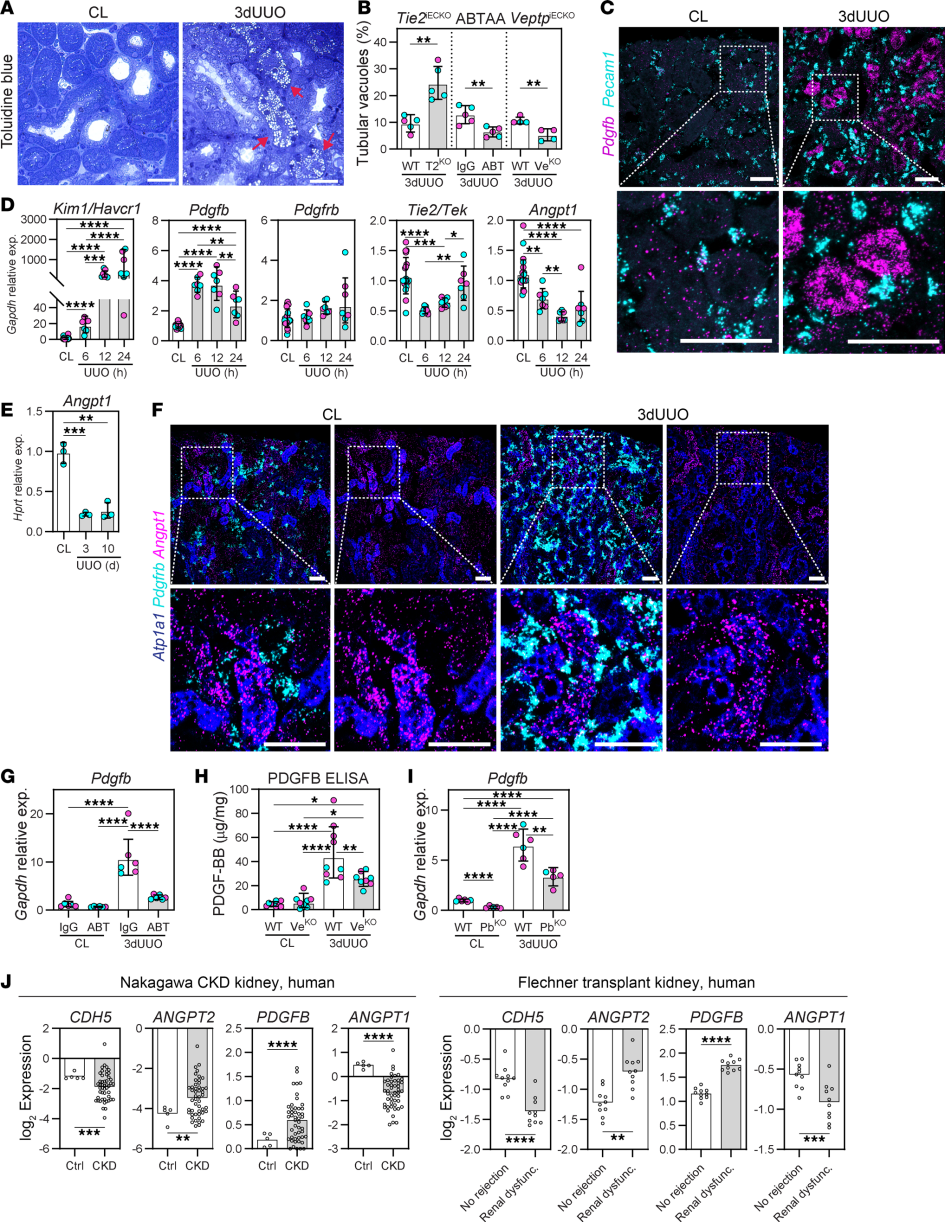
Pharmacological or genetic TIE2 activation prevents UUO-induced tubular injury and PDGFB expression. (**A**) Tubular segments with pathological vacuoles (red arrow) in kidney sections stained with toluidine blue. (**B**) Quantification of tubular segments with vacuoles from ABTAA-treated (ABT), *Veptp*^iECKO^ (Ve^KO^), and *Tie2*^iECKO^ (T2^KO^) mice. Data are based on *n* = 4–5 mice/group and >10,000 tubular cross sections. (**C**) RNA-ISH for *Pecam1* (cyan) and *Pdgfb* (magenta) in 3-day UUO kidneys. Representative image of *n* = 4 mice. Scale bars: 50 μm. (**D** and **E**) Gene expression of *Kim1*, *Pdgfb*, *Pdgfrb*, *Tie2*, and *Angpt1* in UUO kidneys from indicated time points. Data are based on *n* = 3–7 mice/group. (**F**) RNA-ISH for *Angpt1* (magenta), mesenchymal marker *Pdgfrb* (cyan), and tubular marker *Atp1a1* (blue) in 3-day UUO kidneys. Representative image of *n* = 3 mice. Scale bars: 50 μm. (**G**–**I**) Expression of Pdgfb/PDGFB in 3-day UUO kidneys from ABTAA-treated, *Veptp*^iECKO^, and *Pdgfb*^iKO^ (Pb^KO^) mice. Data are based on *n* = 5–9 mice/group. (**J**) Patient data retrieved from Nephroseq for renal *CDH5* (endothelial marker), *ANGPT2*, *PDGFB*, and *ANGPT1* expression in CKD and renal dysfunction compared with normal human kidney. Data in graphs (**B**, **D**, **E**, and **G**–**I**) represent mean ± SD, and each symbol represents 1 mouse (females, magenta; males, cyan). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, determined by 1-way ANOVA. Human data (**J**) represent Log2 expression and statistical differences from Nephroseq (see Methods).

**Figure 6:**
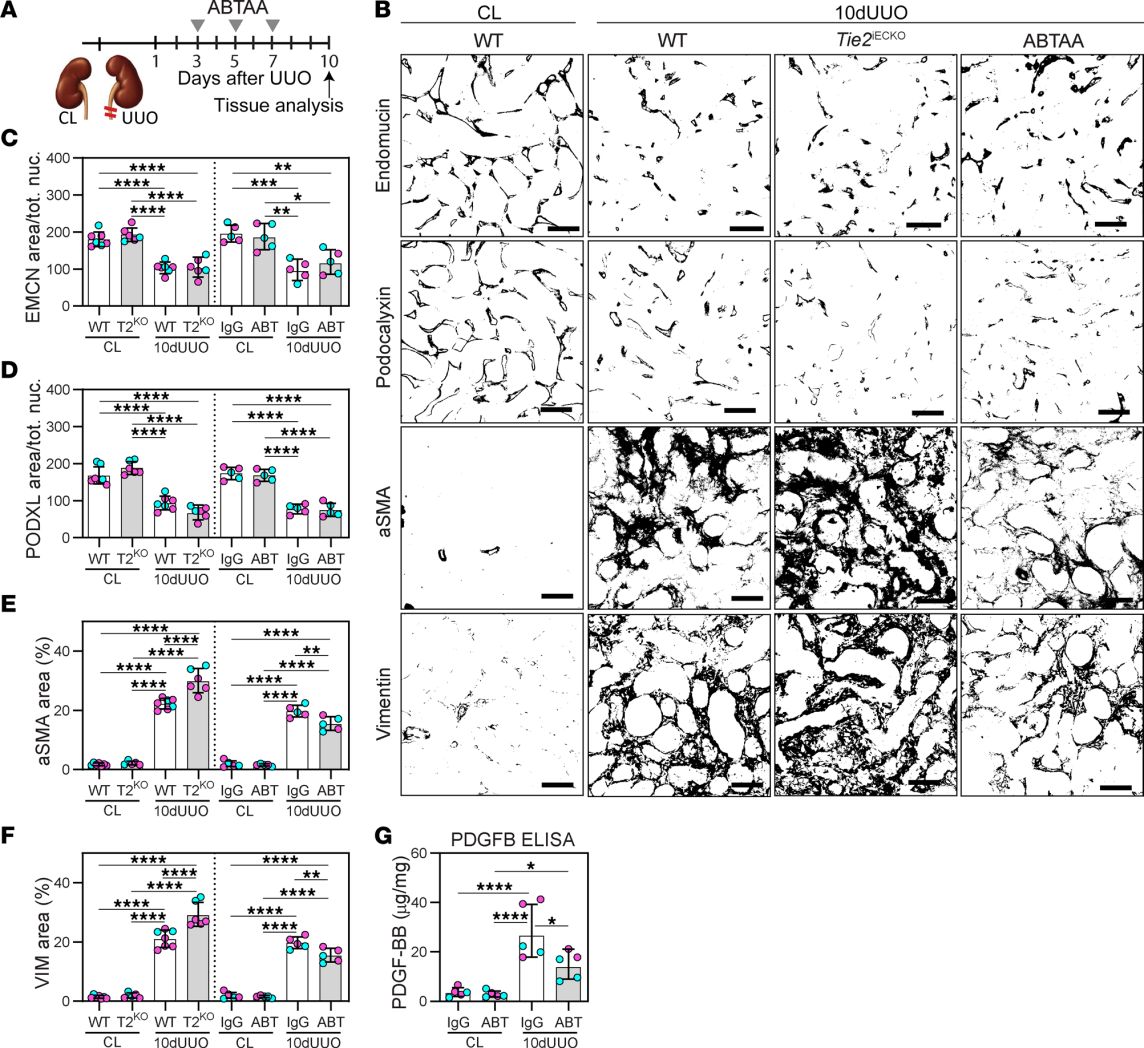
Post-injury treatment with ABTAA slows progression of fibrosis. (**A**) Schematic diagram of administration of ABTAA for evaluation in 10-day UUO kidneys. (**B**–**F**) Immunohistochemistry of renal cortex for capillary density (endomucin [EMCN] and podocalyxin [PODXL]) and tubulointerstitial fibrosis (aSMA and vimentin) in 10-day UUO kidneys from ABTAA-treated mice (ABT) and *Tie2*^iECKO^ (T2^KO^) mice. Data are based on *n* = 6–7 mice/group and quantification of >220 images/marker. Scale bars: 50 μm. (**E**) Protein concentration for PDGFB in 10-day UUO kidneys from ABTAA-treated mice. Data are based on *n* = 5 mice/group. Data in graphs represent mean ± SD, and each symbol represents 1 mouse (females, magenta; males, cyan). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, determined by 1-way ANOVA and Tukey’s post hoc test.

**Figure 7:**
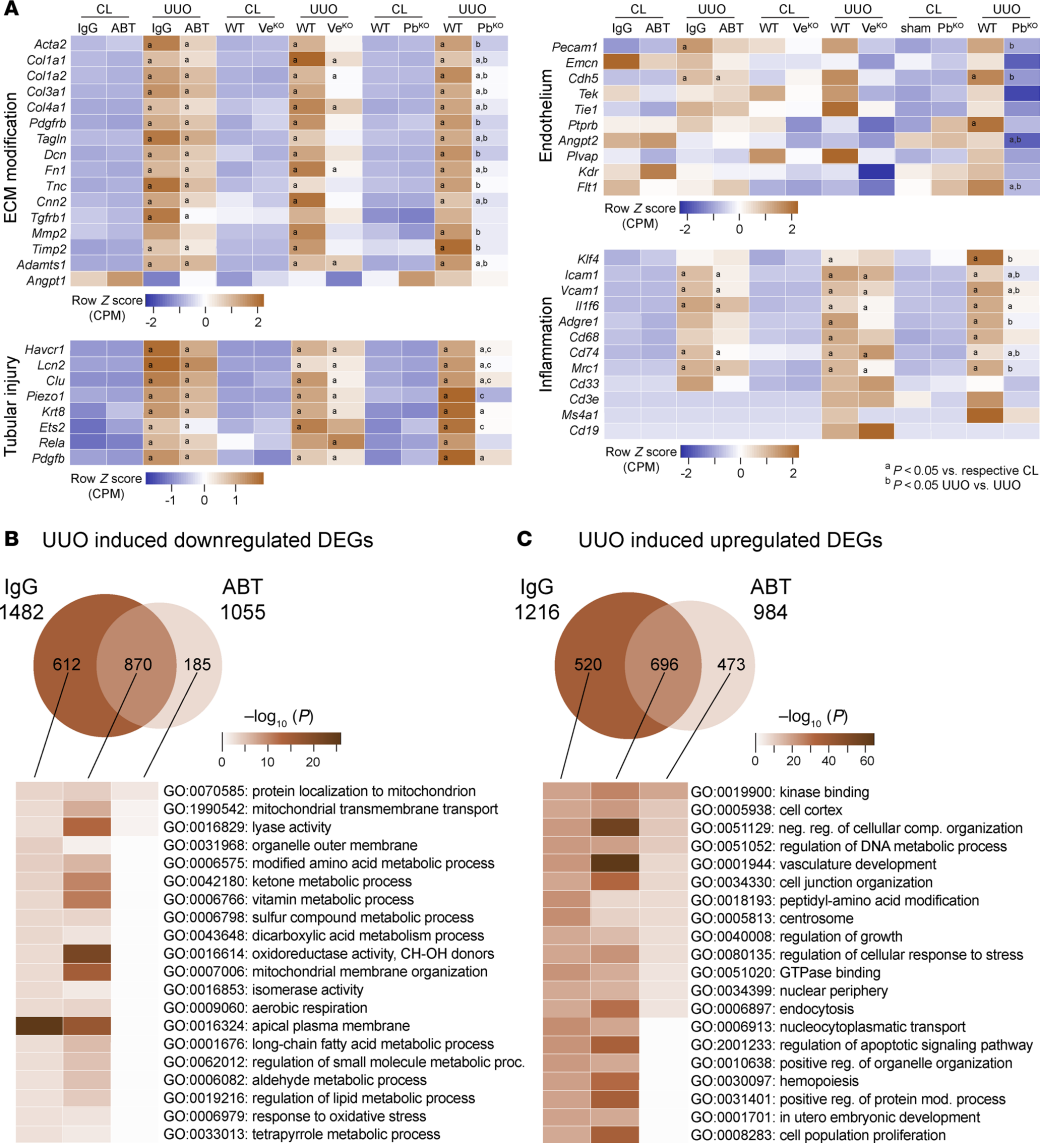
Pharmacological or genetic TIE2 activation, or inhibition of PDGFB signaling, protects the kidney transcriptome following UUO injury. Bulk RNA-Seq of 3-day UUO kidneys. (**A**) Heatmaps of genes relevant for ECM modifications, tubular injury, endothelium, and inflammation in ABTAA/IgG-treated (*n* = 7–8), *Veptp*^iECKO^/*Veptp*^WT^ (*n* = 6–8), and *Pdgfb*^iKO^/*Pdgfb*^WT^ (*n* = 4) mice. ^a^*P* < 0.05 versus respective CL; ^b,c^*P* < 0.05 UUO versus UUO. (**B** and **C**) Venn diagrams of downregulated and upregulated DEGs and Metascape analysis of linked GO for DEGs.

# Supplementary material for: TIE2 activation by antibody-clustered endogenous angiopoietin-2 prevents capillary loss and fibrosis in experimental kidney disease
**Source:** J Clin Invest. 2025 Sep 15;135(21):e190286. doi: 10.1172/JCI190286
**Supplement:** Supplemental data

Supplemental material for:

## **TIE2 activation by antibody-clustered endogenous angiopoietin-2 prevents capillary loss and fibrosis in experimental kidney disease**

**Authors:** Riikka Pietilä<sup>1</sup>, Amanda Marks<sup>1</sup>, Liqun He<sup>1</sup>, Sami Nanavazadeh<sup>1</sup>, Susan E Quaggin<sup>2</sup>, Christer Betsholtz<sup>1,3</sup>, and Marie Jeansson<sup>1,3</sup> \*

### **Table of Contents**

|                            |   |
|----------------------------|---|
| SUPPLEMENTAL FIGURES ..... | 2 |
| SUPPLEMENTAL TABLES .....  | 9 |

## SUPPLEMENTAL FIGURES

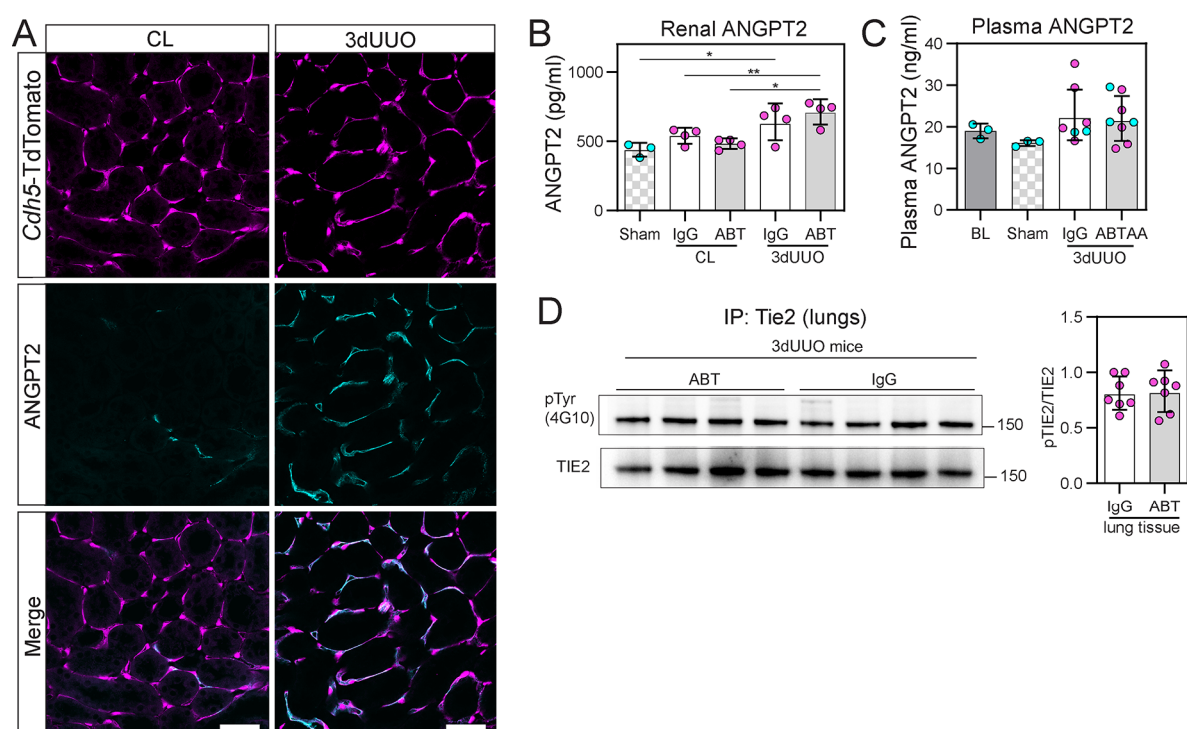

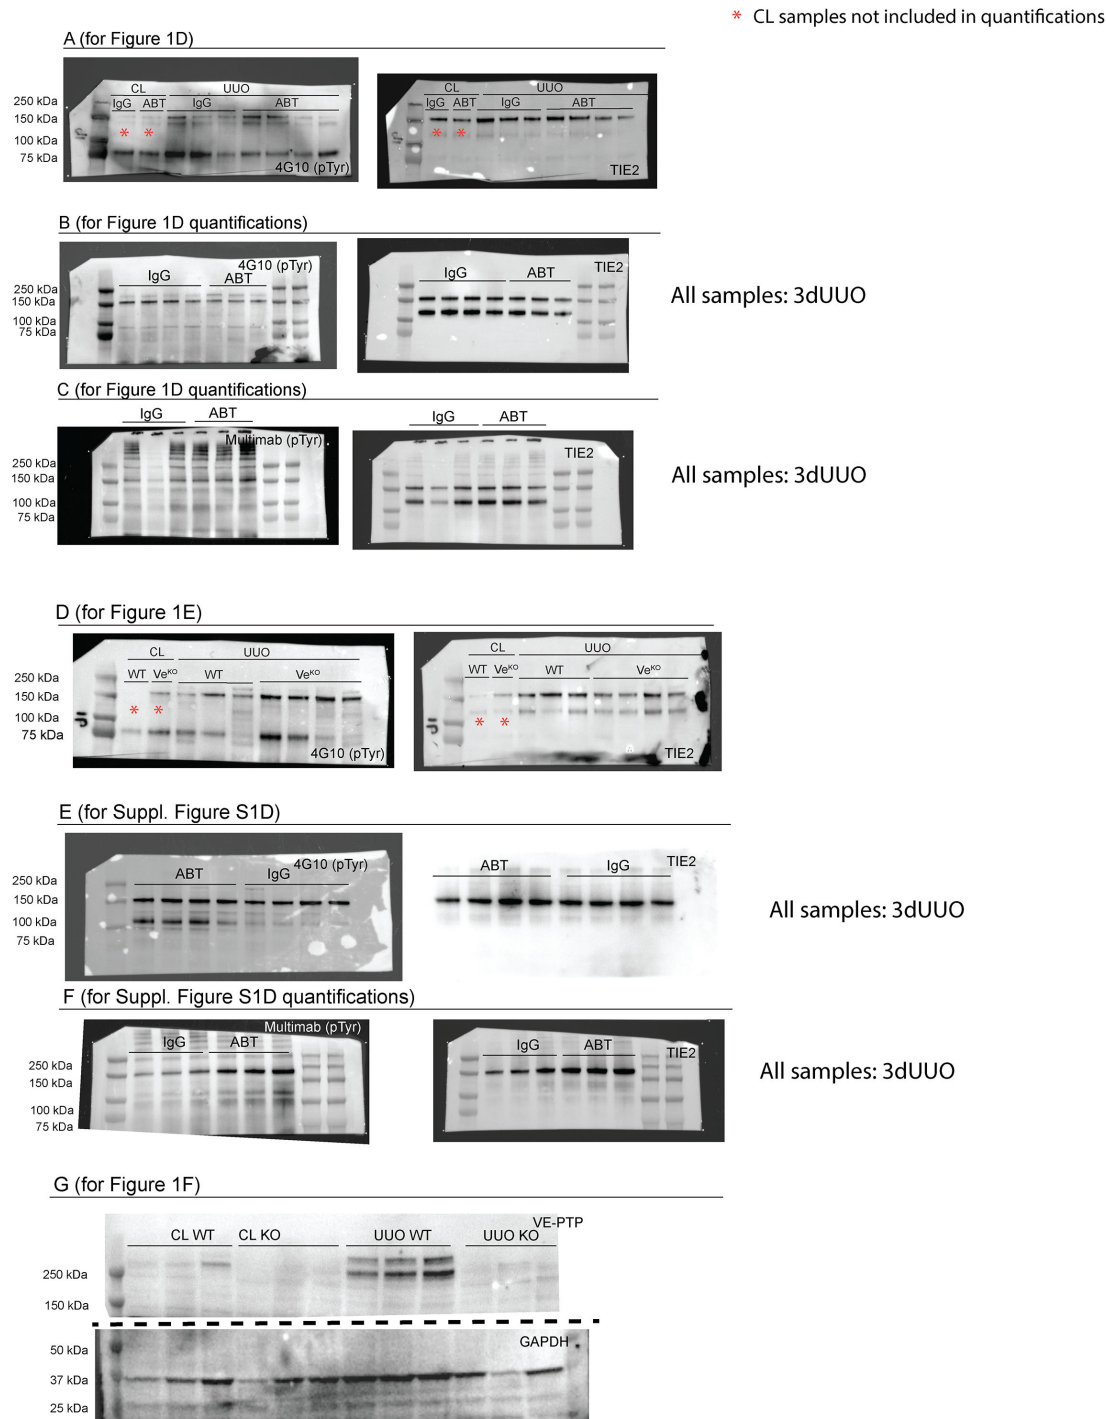

**Supplemental Figure S2. Uncropped Western blot images.** (A-C) Blot images from TIE2 IP of IgG and ABTA treated kidneys 3 days after UUO. Blots show pTyr and TIE2 and were used for quantifications presented in Figure 1D. (D) Blot image from TIE2 IP of *Vep<sup>iecko</sup>* and WT kidneys 3 days after UUO. Blot shows pTyr and TIE2 and was used for quantifications presented in Figure 1E. (E and F) Blot image from TIE2 IP of lung from IgG and ABTA treated mice 3 days after UUO. Blots show pTyr and TIE2 and were used for quantifications in Figure 1D. (G) VEPTP blot image from *Vep<sup>iecko</sup>* and WT kidneys used for quantification in Figure 1F. For visualization purposes, images of the immunostained membranes (A-G) are merged with corresponding calorimetric image of the molecular weight ladder Precision Plus Protein Dual Color Standards (1610394) seen on the left side, and prestained protein ladder (Ab1106128) on the right for (F).

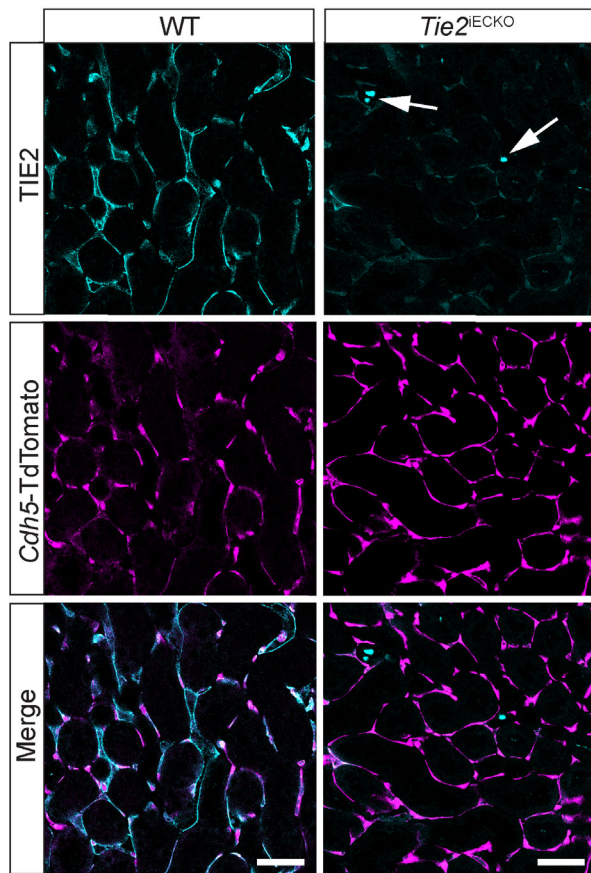

**Supplemental Figure S3. Validation of *Tie2*<sup>iECKO</sup> mice.** Confocal imaging of renal cortex shows staining for TIE2 (cyan) and *Cdh5*-TdTomato reporter (magenta) in WT and *Tie2*<sup>iECKO</sup> mice. Arrows indicate non-endothelial TIE2. Representative images of n=3/group. Scale bars, 50  $\mu$ m.

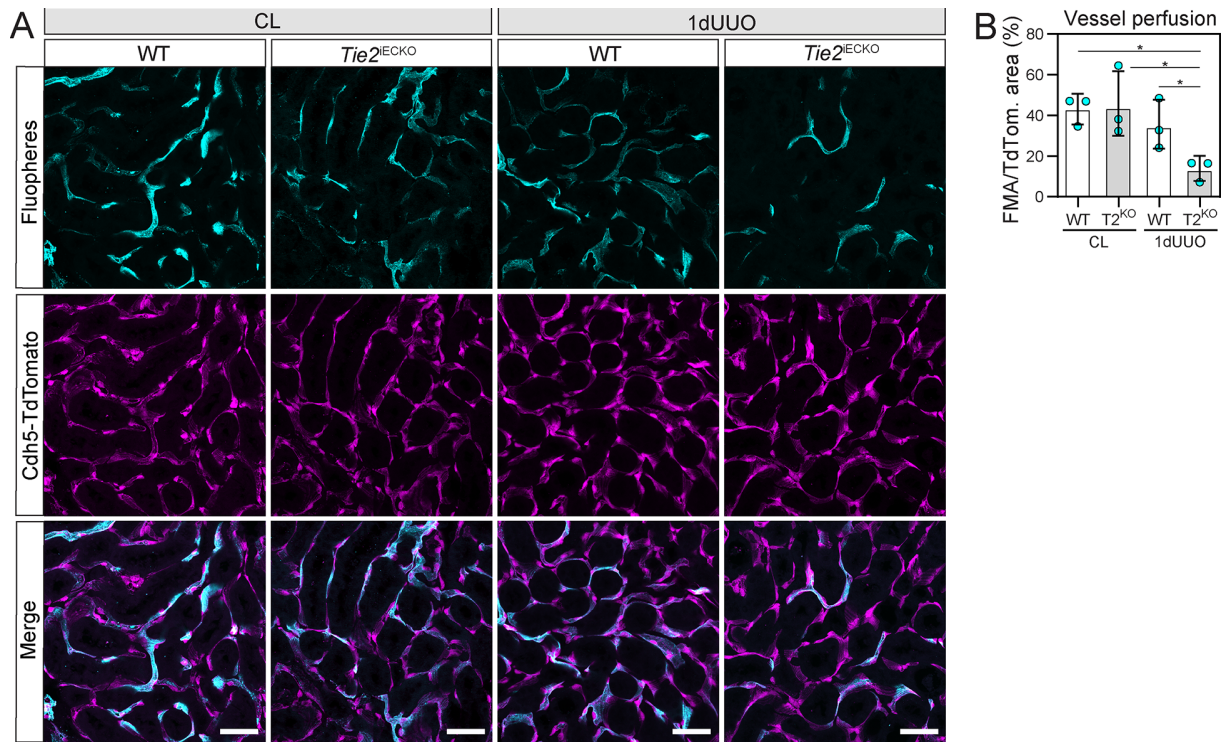

**Supplemental Figure S4. Perfusion of peritubular capillaries after UUO. (A, B)** Area quantifications and confocal images from renal cortex in 1-day UUO kidneys with fluorescence microangiopathy (FMA, cyan). Perfused vessels were correlated to the total vessel area (*Cdh5*-TdTomato, magenta). Data is based on n=3 mice/group and 60 images. Scale bars, 50  $\mu$ m. Data represent mean $\pm$ SD and, each symbol represents 1 mouse (females: magenta, males: cyan). \*P<0.05 with 1-way ANOVA and Tukey's post hoc test.

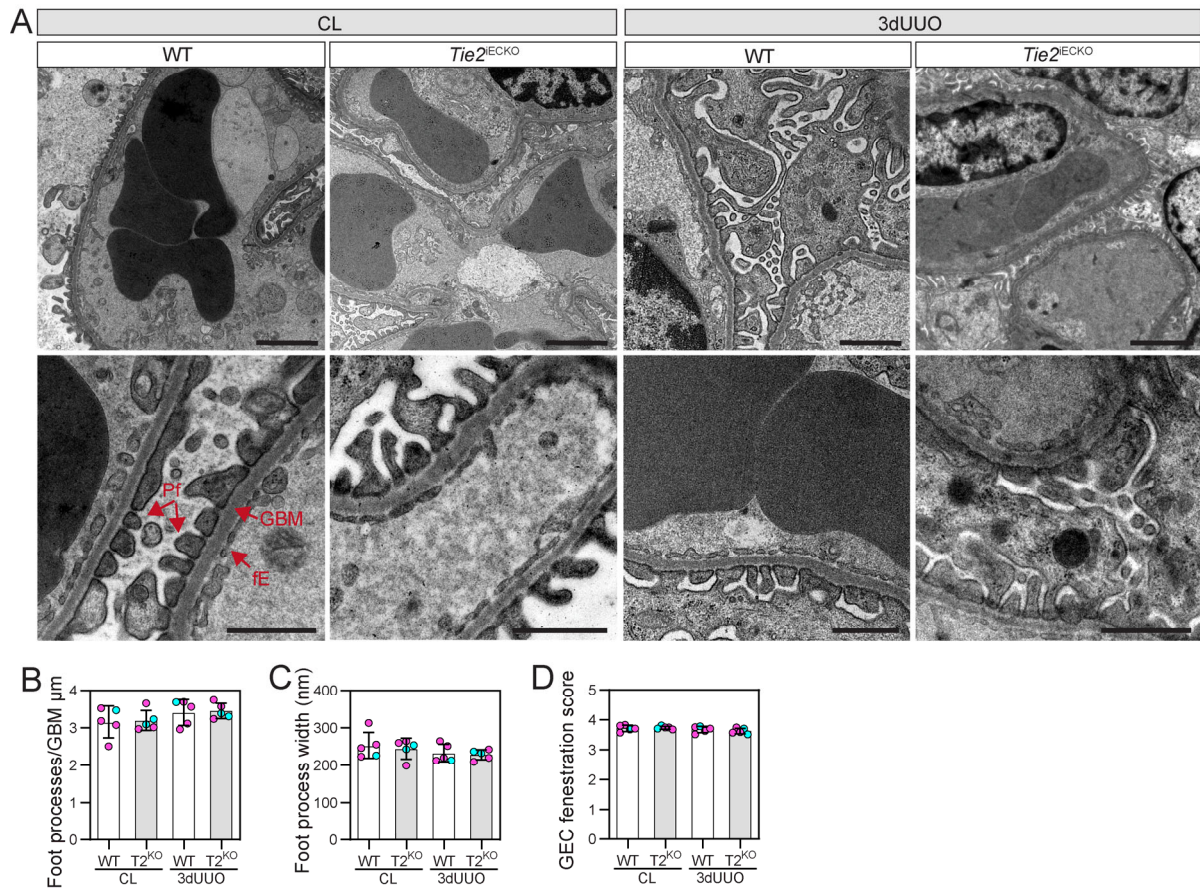

**Supplemental Figure S5. Electron micrographs of glomeruli after UUO.** (A) Electron micrographs of glomeruli 3 days after UUO in WT and *Tie2<sup>iECKO</sup>* mice. Arrows indicate podocyte foot processes (Pf), fenestrated endothelium (fE), and glomerular basement membrane (GBM). Scale bar; upper panel, 10  $\mu\text{m}$ , lower panel, 1  $\mu\text{m}$ . (B, C) Evaluation of podocyte injury by measurement of the number of foot processes per GBM  $\mu\text{m}$  length and calculation of foot process width 3 days after UUO. Data is based on  $n=5$  mice/group and  $>300$  micrographs. (D) Evaluation of glomerular endothelial cell (GEC) fenestration score 3 days after UUO. Scoring based on percentage of endothelium with fenestrations; 0: 0-5%, 1: 6-25%, 2: 26-50%, 3: 51-75%, and 4: 76-100%. Data based on  $n=5$  mice/group and  $>250$  micrographs. Data represent mean $\pm$ SD and each symbol represents 1 mouse (females: magenta, males: cyan). Statistical analysis with 1-way ANOVA and Tukey's post hoc test (ns).

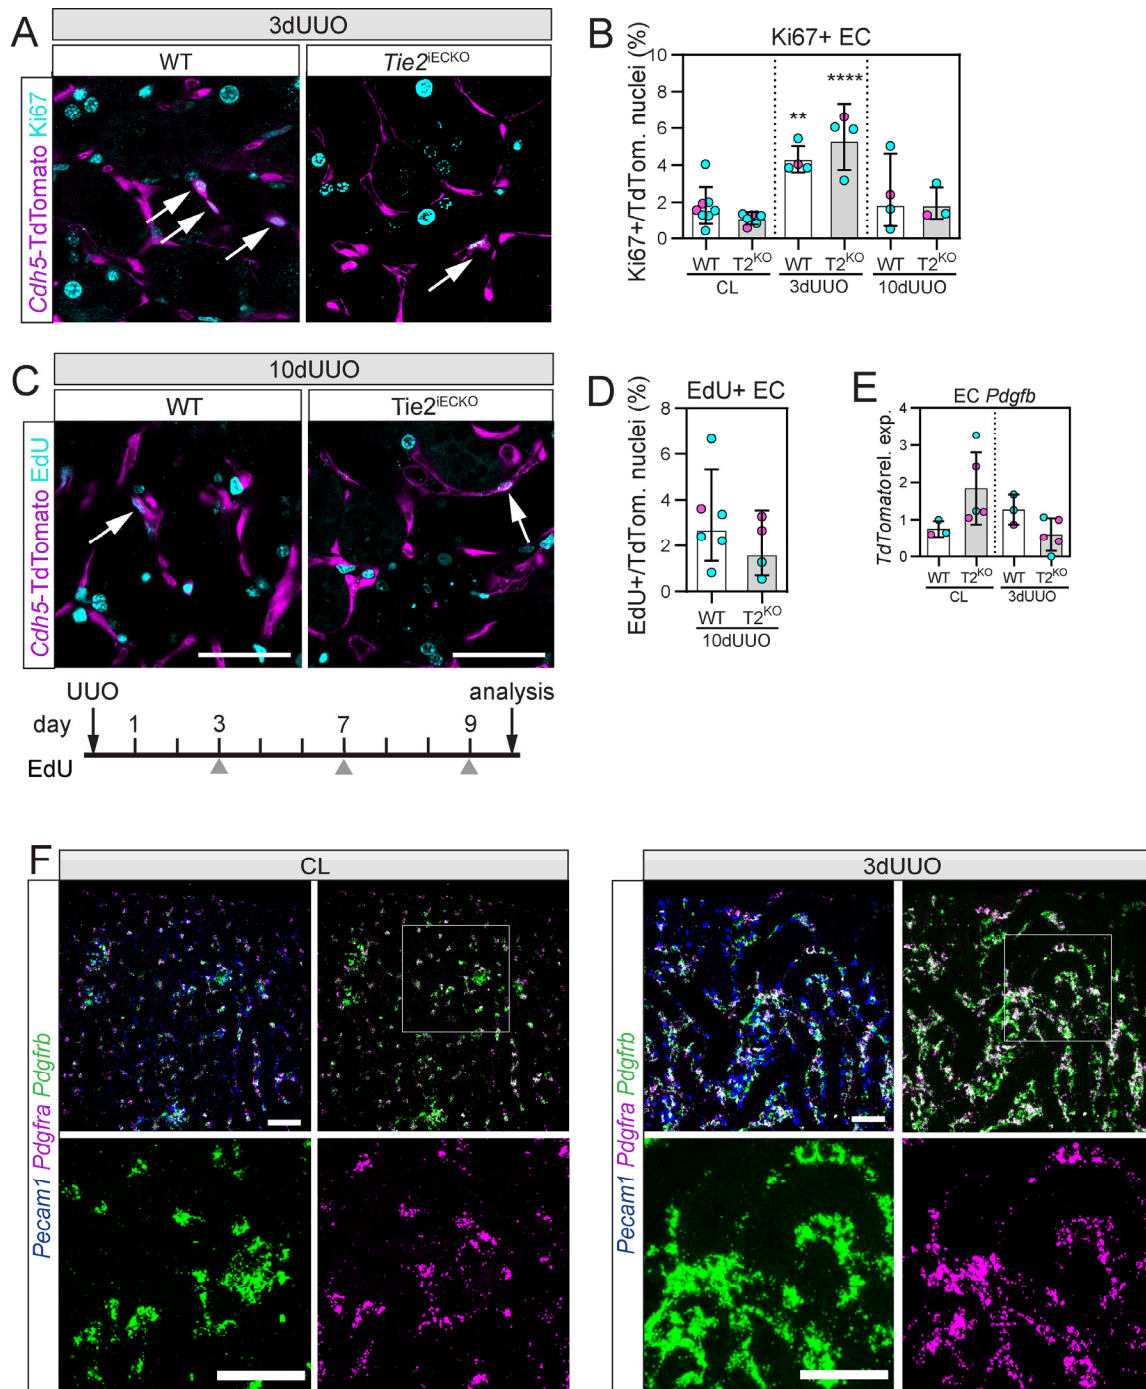

**Supplemental Figure S6. Endothelial proliferation after UUO.** (A and B) Staining and quantification of proliferating cells with Ki67 (cyan) together with *Cdh5*-TdTomato reporter (magenta) in renal cortex of 3-day UUO kidneys from WT and *Tie2*<sup>ieCKO</sup> mice. Data is based on n=3-4 mice/group and 150 images. (C and D) Staining and quantification of proliferating cells with EdU injected at indicated timepoints in renal cortex of 10-day UUO kidneys from WT and *Tie2*<sup>ieCKO</sup> mice. Data is based on n=4-6 mice/group and 50 images. (E) Expression for *Pdgfb* in isolated endothelial cells (*Cdh5*-TdTomato+) in 3-day UUO kidneys from WT and *Tie2*<sup>ieCKO</sup> mice. Cells were sorted directly into lysis buffer. Data is based on n=3-5 mice/group. (F) RNA-ISH for *Pecam1* (blue), *Pdgfra* (magenta), and *Pdgfrb* (green) in 3-day UUO kidneys. Representative image of n=3 mice. Scale bars, 50  $\mu$ m. Data in graphs represent mean $\pm$ SD and each symbol represents 1 mouse (females: magenta, males: cyan). \*\*P<0.01, \*\*\*\*P<0.0001 with 1-way ANOVA (B and E) and Tukey's post hoc test (D).

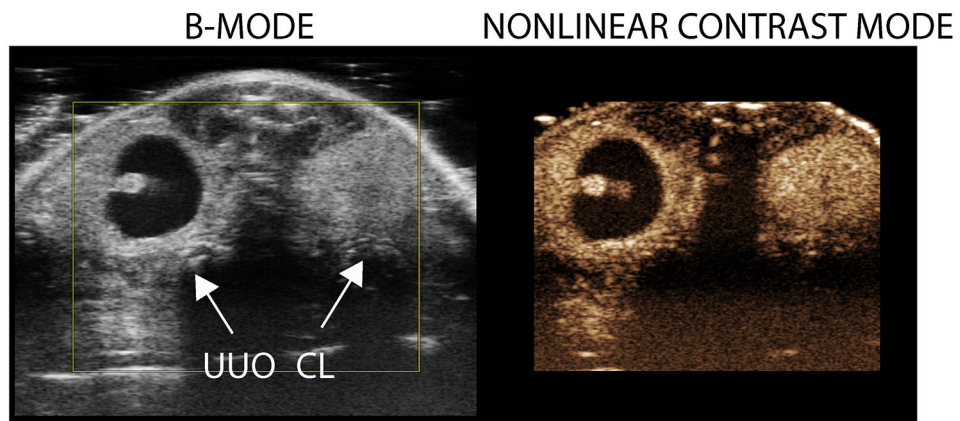

**Supplemental Figure S7. Contrast imaging ultrasound.** Images from ultrasound of CL and UUO kidneys in B-mode and nonlinear contrast mode.

## SUPPLEMENTAL TABLES

Table S1: Genotyping primers

| Gene              | Forward 5'-              | Reverse 5'-              | Size (bp)         |
|-------------------|--------------------------|--------------------------|-------------------|
| <i>Tie2</i> wt    | TCCTTGCCGCCAACTTGTAAC    | AGCAAGCTGACTCCACAGAGAAC  | 175               |
| <i>Tie2</i> flox  | CACTTTCTACTCTGTTGAC      | CCTTACATGTTTTACTAG       | 338               |
| Cre               | ATGTCCAATTTACTGACCG      | CGCCGCATAACCAAGTGAA      | 673               |
| TdTomato          | CTGTTTCCTGTACGGCATGG     | GGCATTAAAGCAGCGTATCC     | 196               |
| <i>Veptp</i> flox | GCGTCTATCCAGTGGAGGACTTTC | CCAGGTGCCGTTTCATTCAGC    | wt 489<br>lox 546 |
| <i>Pdgfb</i> flox | TTTGAAGCGTGCAGAATGCC     | GGAACGGATTTTGGAGGTAGTGTC | wt 265<br>lox 350 |

Table S2: Gender distribution for animal experiments.

| Experiment                                        | Total | Female Control | Female KO or ABTAA | Male Control | Male KO or ABTAA |
|---------------------------------------------------|-------|----------------|--------------------|--------------|------------------|
| <b>ABTAA, body weight*</b>                        |       | 20.9 ± 2.2     | 20.5 ± 2.0         | 25.2 ± 4.6   | 27.9 ± 4.1       |
| 3dUUO, <i>N</i>                                   | 44    | 13             | 10                 | 5            | 16               |
| 10dUUO, <i>N</i>                                  | 11    | 3              | 3                  | 3            | 2                |
|                                                   |       |                |                    |              |                  |
| <b><i>Veptp</i><sup>ieCKO</sup>, body weight*</b> |       | 17.9 ± 1.7     | 18.6 ± 1.2         | 24.1 ± 3.4   | 25.9 ± 1.9       |
| 3dUUO, <i>N</i>                                   | 36    | 13             | 8                  | 9            | 6                |
|                                                   |       |                |                    |              |                  |
| <b><i>Tie2</i><sup>ieCKO</sup>, body weight*</b>  |       | 20.3 ± 2.8     | 20.2 ± 2.9         | 27.41 ± 4.2  | 25.9 ± 4.0       |
| 1dUUO, <i>N</i>                                   | 35    | 6              | 5                  | 13           | 11               |
| 3dUUO, <i>N</i>                                   | 72    | 21             | 19                 | 15           | 17               |
| 10dUUO, <i>N</i>                                  | 25    | 7              | 9                  | 7            | 2                |
|                                                   |       |                |                    |              |                  |
| <b><i>Pdgfb</i><sup>ikO</sup>; body weight*</b>   |       | 22.7 ± 0.4     | 19.5 ± 4.2         | 28.7         | 27.6 ± 1.8       |
| 3dUUO, <i>N</i>                                   | 12    | 6              | 2                  | 1            | 3                |
|                                                   |       |                |                    |              |                  |
| <b>Timeline, body weight*</b>                     |       | 18.7 ± 1.2     |                    | 25.3 ± 1.1   |                  |
| 6-24 hours, <i>N</i>                              | 21    | 9              |                    | 12           |                  |
|                                                   |       |                |                    |              |                  |
|                                                   |       |                |                    |              |                  |
| <b>Total</b>                                      | 256   | 78             | 56                 | 65           | 57               |

\* Mean ± SD body weight (g)

Table S3: Antibodies

| Target                             | Catno                  | Lot           | Company                  | Conc.                   |
|------------------------------------|------------------------|---------------|--------------------------|-------------------------|
| aSMA/ACTA2-Cy3                     | C6198                  | 0000122898    | Sigma                    | IHC 1:200               |
| aSMA/ACTA2-Alexa 647               | sc32251                | J1518         | Santa Cruz               | IHC 1:200               |
| Endomucin                          | Ab106100               | GR3212325-1   | Abcam                    | IHC 1:200               |
| Vimentin                           | Ab92547                | GR3186827-22  | Abcam                    | IHC 1:200,<br>WB 1:1000 |
| Podocalyxin                        | AF1556                 | JPC0117081    | R&D Systems              | IHC 1:200               |
| ANGPT2 (ABA)                       | from G.Y.K.*           |               |                          | IHC 1:200               |
| VEPTP                              | from D.V. <sup>#</sup> |               |                          | WB 1:1000               |
| TIE2                               | AF762                  | EFK021902A    | R&D Systems              | IHC 1:200,<br>WB 1:1000 |
| TIE2                               | 19157-1-AP             | 00134014      | Thermo Fisher Scientific | IP                      |
| Phospho-tyrosine G410              | 05-321                 | 2202535       | Merck                    | WB 1:1000               |
| Ki67                               | Ab15580                | GR3196371-1   | Abcam                    | IHC 1:200               |
| Donkey anti rabbit IgG – Alexa 680 | A10043                 | 2165747       | Thermo Fisher Scientific | IHC 1:200               |
| Donkey anti rabbit IgG- Alexa 555  | A31572                 | 1837922       | Thermo Fisher Scientific | IHC 1:200               |
| Donkey anti goat IgG-Alexa 633     | A21082                 | 2309146       | Thermo Fisher Scientific | IHC 1:200               |
| Donkey anti rat IgG-Alexa 488      | A21208                 | 1100239       | Thermo Fisher Scientific | IHC 1:200               |
| Donkey anti rat IgG- Alexa 633     | A21094                 | 2002975       | Thermo Fisher Scientific | IHC 1:200               |
| GAPDH-HRP                          | Ab9482                 |               | Abcam                    | WB 1:5000               |
| ACTB-HRP                           | MA5-15739              | XC341986      | Thermo Fisher Scientific | WB 1:20<br>000          |
| Rabbit IgG-HRP                     | sc-2357                | I2022         | Santa Cruz               | WB 1:10<br>000          |
| Rabbit IgG-HRP                     | A16096                 | 94-22-070122  | Invitrogen               | WB 1:5000               |
| Goat IgG-HRP                       | A16005                 | 80-180-030322 | Invitrogen               | WB 1:10<br>000          |
| Goat IgG-HRP                       | AP180P                 | 3816313       | Millipore                | WB 1:5000               |
| Mouse IgG-HRP                      | W402B                  | 0000569731    | Promega                  | WB 1:2500               |

Kind gift from \*Gou Young Koh (G.Y.K) and <sup>#</sup>Dietmar Vestweber (D.V)

Table S4: Probes for real time PCR

| <b>Gene</b>        | <b>Probe</b>  | <b>Company</b>           |
|--------------------|---------------|--------------------------|
| <i>Hprt</i>        | Mm03024075_m1 | Thermo Fisher Scientific |
| <i>Gapdh</i>       | Mm99999915_g1 | Thermo Fisher Scientific |
| <i>Col1a1</i>      | Mm00801666_g1 | Thermo Fisher Scientific |
| <i>Tagln</i>       | Mm00441661_g1 | Thermo Fisher Scientific |
| <i>Fnl</i>         | Mm01256744_m1 | Thermo Fisher Scientific |
| <i>Angptl</i>      | Mm00456503_m1 | Thermo Fisher Scientific |
| <i>Pdgfb</i>       | Mm00440677_m1 | Thermo Fisher Scientific |
| <i>Pdgfrb</i>      | Mm00435546_m1 | Thermo Fisher Scientific |
| <i>Tek/Tie2</i>    | Mm01256897_m1 | Thermo Fisher Scientific |
| <i>Havcr1</i>      | Mm00506686_m1 | Thermo Fisher Scientific |
| <i>Adgre1/F480</i> | Mm00802529_m1 | Thermo Fisher Scientific |

# Supplementary material for: TIE2 activation by antibody-clustered endogenous angiopoietin-2 prevents capillary loss and fibrosis in experimental kidney disease
**Source:** J Clin Invest. 2025 Sep 15;135(21):e190286. doi: 10.1172/JCI190286
**Supplement:** Unedited blot and gel images

#### A (for Figure 1D)

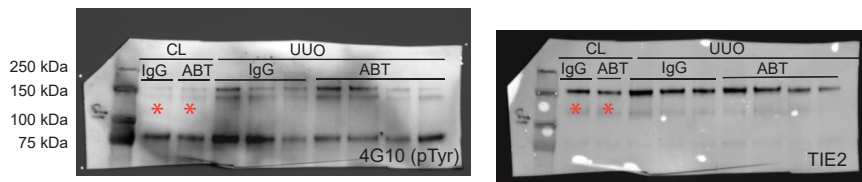

#### B (for Figure 1D quantifications)

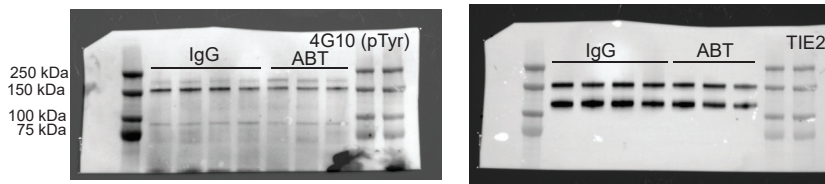

All samples: 3dUUO

#### C (for Figure 1D quantifications)

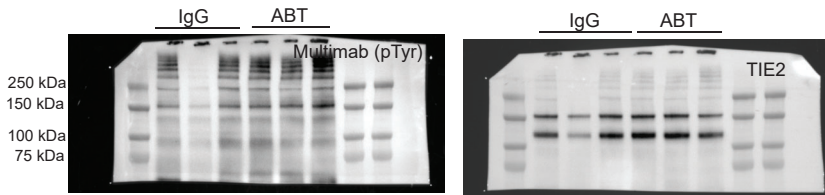

All samples: 3dUUO

#### D (for Figure 1E)

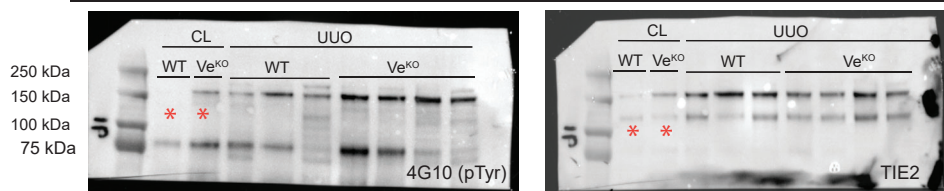

#### E (for Suppl. Figure S1D)

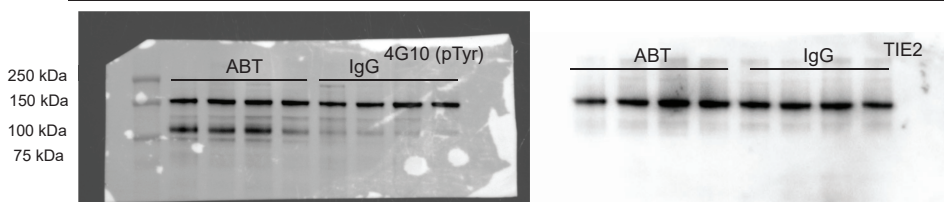

All samples: 3dUUO

#### F (for Suppl. Figure S1D quantifications)

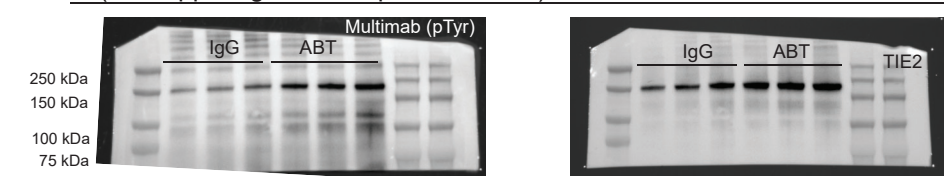

All samples: 3dUUO

#### G (for Figure 1F)

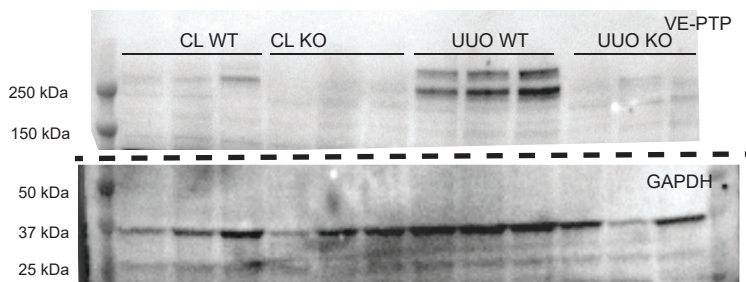

Uncropped western blot images. (A) Tie2 IP from IgG and ABTAA treated mice kidneys. (B,C) Tie2 IP from IgG and ABTAA treated mice kidneys (two independent experiments). (D) Tie2 IP from VE-PTP WT and KO mice kidneys. (E) Tie2 IP from IgG and ABTAA treated mice lungs. (F) Tie2 IP from IgG and ABTAA treated mice lungs (independent experiment). (G) Western blot from VE-PTP WT and KO mice whole kidney lysates. For visualization purposes, images of immunostained membranes are merged with colorimetric image of same membrane where molecular weight ladder (Precision Plus Protein™ Dual Color Standards, cat no #1610394) can be seen.

How the deposited data were processed for this re-analysis (not part of the article)

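Whole-kidney RNA was sequenced from mice 3 days after UUO, with 1 library per kidney and 75 libraries in 12 groups. The authors deposited 1 table of counts per gene and library. To make these counts the authors ran each sample in 4 wells of a plate, pooled and sequenced the indexed libraries on 1 lane, merged the reads of the 4 wells, mapped them with STAR, removed duplicate reads by their unique molecular identifiers with UMI-tools, and counted them on genes with featureCounts. The deposited counts are whole numbers without normalization, and their totals differ between libraries by up to 13.6-fold. The genome build and the annotation are not given in the sources used here, so gene symbols were used as the table gives them. All 75 columns of the table were matched to a sample by its title, and each sample's condition was taken from its labels and checked against the paper's numbers of mice.

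Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9. Each of the 3 arms was fitted on its own over its 4 groups, with TMM normalization, edgeR's filter on low counts by group at its default settings, a quasi-likelihood fit (glmQLFit without legacy dispersions), and glmQLFTest. The paper's methods name edgeR's exact test, which was run as an alternative. For each arm 5 comparisons were made, UUO with CL kidneys in controls and in treated mice, treated with control mice in UUO and in CL kidneys, and the difference between the responses to UUO. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in the arm, with 0.05 as the threshold and no minimum fold change. The standard error of a log2 fold change was its size divided by the square root of the test's F value. The procedure was tested on simulated data, with counts drawn from the means, library sizes, and spread of the libraries and 200 genes changed by known amounts.

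Panel scores and the UUO index were computed per library from TMM-normalized values with a pseudocount of 1 CPM and compared between UUO kidneys by exact 2-sided permutation tests, adjusted over 12 comparisons. The index used the genes that were DEGs in the control mice of both other arms, 923 that rose and 839 that fell for the ABTAA arm, 1130 and 1461 for the *Veptp* arm, and 795 and 791 for the *Pdgfb* arm. Gene sets were tested with camera at its preset correlation, with fry, and with camera at an estimated correlation, and by Fisher's exact test. Effects in pairs of arms were compared by Spearman's rho across genes, against 100 relabellings of the libraries. Numbers of DEGs, or of genes at an unadjusted p under 0.05 where no gene was a DEG, were set against other splits of the same libraries, all 35 for groups of 4 and 100 drawn at random otherwise, the real split included, and, chosen after seeing the data, splits and relabellings within the forms of library name. Depth limits what single genes can show: the shallowest library holds 172827 counts and the deepest 2341800.

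The groups, comparisons, tests, gene sets, alternatives, and the rule for naming genes were chosen before the data were examined, apart from those said to be chosen later. The rule named every gene the paper's text or Fig. 7A names for these libraries, the deleted genes, the 5 largest rises and 5 largest falls with complete separation for UUO in IgG- and ABTAA-treated mice, up to 5 DEGs with the lowest adjusted p in the other comparisons, 5 markers of sex, and up to 5 genes that differed most between the forms of library name. Values of some of these genes in Supplemental Data File 2 had been seen by then. Of that file the first 1999 genes for IgG-treated and the first 1462 for ABTAA-treated mice were held, and its remaining parts were not used; of Supplemental Data File 1, held in part, the column headings alone were used, to check the groups. Gene Ontology terms were not recomputed, and no human samples were part of this work. The result of 1 gene is not reported here.

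The alternatives were no TMM normalization, DESeq2, no filter on low counts beyond 1 count in the arm, a filter at a mean count of 20, edgeR's exact test with and without TMM normalization, the compared groups alone, all 12 groups in 1 fit, legacy dispersions, thinning of every library to the total of the shallowest of its arm, *Xist* as a covariate, the form of library name as a covariate, each form alone, and each library left out in turn. For scores, pseudocounts of 0.5 and 5 CPM, index genes changed by a log2 fold change of at least 1, and permutation within the forms were added. The labels do not say which CL kidney belongs to which UUO kidney. In ABTAA-treated mice 3 UUO and 3 CL libraries share a number in their names, and the deviations of such libraries from their group means correlated at 0.392 (9), 0.216 (11), and 0.162 (12), against -0.126 between different numbers. As each of these is over 0.1, the numbers were taken to pair the libraries, from the library names alone, and an alternative fit had the number as a block. In the *Veptp* arm 8 CL (G_1 to G_8) and 8 UUO libraries (H_1 to H_8) share numbers, which was checked after seeing the data. Their deviations correlated at 0.262 (1), 0.434 (2), 0.508 (3), 0.233 (4), 0.112 (5), 0.301 (6), 0.219 (7), and 0.374 (8), against -0.043 between different numbers, over 11523 genes without 10 genes that mark sex, so that these numbers too were taken to pair the libraries, from the library names alone. The numbers 3, 4, 7, and 8 carry opposite genotypes in the 2 kidneys, and all libraries were kept as labelled.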

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

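The tests of *Xist* and Y chromosome transcripts, of a label exchange and a wrong label of library B8, of the number of outlying libraries, of the directions in other arms of genes that differed between *Pdgfb* UUO kidneys, and of a share along the response of other arms were chosen after the result was seen.

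Across 6 measures (UUO index, 3 panel scores, *Ptprb*, and *Pdgfb*) and 12 groups, the library farthest from the others was compared with its group. In 4 of 72 combinations (5.56%) the gap to the nearest library was larger, as a part of the group's range, than chance gives in about 1 of 20, where 3.60 were to be looked for, so that chance may account for their number (4 libraries).

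Library N_11 (ABTAA CL) had a UUO index of -3.45, below the nearest at -3.02, with a gap of 0.664 of the range. Its 736570 counts were the median of its group. With all libraries of the arm thinned to 172827 counts it was still the lowest (-3.61, the nearest at -3.27). The gap was then 0.461, no longer larger than chance gives, so that depth is not excluded. Library F9 (*Veptp* WT CL) had a tubular injury score of 4.67, where the others had 5.07 to 5.37, a gap of 0.573. After thinning F9 was not the lowest, and the gap of the lowest library, G_7, was 0.316, so that depth may account for it; its 263848 counts were the fewest of its group. In library E10 (labelled *Pdgfb* iKO CL) *Pdgfb* stood at 24.9 CPM, where the others had 16.6 to 17.5, a gap of 0.894. This rested on 11 counts, with an exact Poisson 95% interval of 5.49 to 19.7, and the mean of the other 3 libraries corresponds to 7.92 counts, so that counting error may account for it. No biological explanation was tested for these 3 libraries.

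Library B8 (*Veptp* iECKO CL) had a tubular injury score of 6.68, where the others had 4.81 to 5.26, a gap of 0.756 of the range, and 0.478 after thinning, which is no longer larger than chance gives. Its 194 CPM of *Havcr1* (54 counts; CPM here without TMM normalization) lay above the other CL libraries of the arm without an underscore (at most 28.1 CPM) and below the 8 UUO libraries without one (at least 253 CPM). An exchange of its label with a UUO kidney of the arm is argued against, as none of these had a tubular injury score below 6.70 and the CL kidneys other than B8 reached 5.37 at most, so that no partner was out of place. Whether its label alone is wrong and B8 is a UUO kidney with a weak response cannot be told apart from the explanations below: *Havcr1* and the tubular injury score lay below the UUO kidneys, while the ECM score (6.20) and the UUO index (-1.9277) lay within the range of *Veptp* iECKO UUO kidneys (5.40 to 6.66 and -1.9297 to -0.2495). Tissue of an obstructed kidney in this library cannot be told apart from these either, because 2 measures of its share disagree: of the genes that rose with UUO, B8 stood at a median of 37.3% of the way from CL to UUO (381 genes, quartiles 14.1% and 63.0%), and of those that fell at 60.1% (458 genes, quartiles 12.5% and 97.3%), while of the summed change it stood at 53.0% for the first and 26.1% for the second. An injury of this contralateral kidney itself stays open, untested. B8 also held both *Xist* (52 counts) and Y chromosome transcripts (37 counts), which an injury alone would not give. As 22 of the 45 libraries without an underscore held both, this does not tell whether tissue of an obstructed kidney was among it. Without B8 the DEGs between UUO and CL kidneys of *Veptp* iECKO mice numbered 1232 instead of 947.

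The response to UUO differed between libraries labelled *Pdgfb* iKO and *Pdgfb* WT for 935 genes, 728 with a more positive and 207 with a more negative log2 fold change in *Pdgfb* iKO, by the test of the difference itself (edgeR's quasi-likelihood test). Of 100 labellings of the libraries, 1 gave as many, the real one, and the largest other number was 879. With *Xist* as a covariate 1106 genes were DEGs, among them 907 of the 935 (97.0%). Sex of the mice is not excluded by this, as all 4 UUO libraries labelled *Pdgfb* iKO held both *Xist* and Y chromosome transcripts. *Xist* alone may then not measure a share of male RNA. Contralateral tissue in the UUO libraries labelled *Pdgfb* iKO may account for the pattern: of the 2034 genes that differed between UUO kidneys, 6 lay beyond both CL groups (*Psmb4*, *Gng5*, *Bri3*, *Rps27l*, and *Gstp2* higher and *Tug1* lower, named after their values were seen). Of those that were also DEGs of the response in control mice of the other arms, which share no library with them, 1462 of 1463 went against the response of IgG-treated and 1021 of 1021 against that of *Veptp* WT mice, where 835 and 528 would if directions were unrelated. Fitted over 1896 genes, the share of CL-like expression was 65.5% in F10, 56.2% in E11, 64.6% in A12, and 43.0% in F12. These shares come from the difference itself. With the response of IgG-treated and *Veptp* WT mice in place of that of *Pdgfb* WT mice, the shares were 67.8%, 59.8%, 68.0%, and 47.3% (918 genes), and after removing them 6 of 1907 genes that differed before were DEGs by edgeR's quasi-likelihood test, the one tool run; each share was still fitted to its library. After removing the first shares the panel medians were -0.17 for ECM (11 of 14 lower), 0.20 for tubular injury (2 of 8 lower), and -0.45 for endothelial genes (10 of 10 lower). A weaker response of every gene alike in mice without *Pdgfb* would give the same values, so that both stay open.

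*Xist* and Y chromosome transcripts both reached 10 counts in 22 of 45 libraries without an underscore (18 had *Xist* alone and 5 Y transcripts alone) and in 2 of 30 with one (10 and 18). The paper does not report on sex markers. Transcripts spread evenly over a pool are argued against by 16 libraries without an underscore that had *Xist* and at most 1 count of a Y gene. Reads of X-linked copies counted on Y genes are argued against by 8 libraries with an underscore that had *Xist* and no Y count. Tissue or RNA of male and female mice in 1 library may account for the pattern: a score of autosomal genes that followed the Y genes in libraries with an underscore (566 higher and 608 lower of 10377 tested) rose with the share of Y transcripts over the 22 libraries (Pearson's r = 0.562, permutation p = 0.00617; Spearman's rho = 0.638, permutation p = 0.00171; r = 0.652 without the 2 farthest). Its median was 0.82 in the 5 libraries with Y transcripts alone, 0.12 in the 22 with both, and -0.41 in the 18 with *Xist* alone. Where the mixing took place was not tested, and the labels do not give the sex of the mice.

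Between the forms of library name, which the paper does not mention, 3874 genes of the ABTAA arm (1898 higher without an underscore and 1976 lower) and 7438 of the *Veptp* arm (3385 and 4053) were DEGs with group as a covariate. The genes with the lowest adjusted p were *Slc22a12* (-2.73), *Gm10053* (2.44), *Gm26917* (2.06), *Ptms* (1.82), and *Rabac1* (1.52) in the ABTAA arm and *Lars2* (5.29), *Gm21738* (8.16), *Gm15564* (5.91), *Gm10800* (8.37), and *Rplp1* (3.25) in the *Veptp* arm, as log2 fold changes of names without over names with an underscore; the predicted genes among them are uncertain. Library size as the whole cause is argued against by 697 of 4984 genes (14.0%) that were DEGs after thinning in the ABTAA arm, and 2209 of 6510 in the *Veptp* arm. Of the DEGs before thinning that could still be tested, 676 of 2341 (28.9%) and 2177 of 4606 (47.3%) stayed DEGs. A part played by library size is therefore not excluded. *Gm42418* and *AY036118* taking part of the counts are argued against by 98.3% of the DEGs of the ABTAA arm and 99.1% of those of the *Veptp* arm that were DEGs without them. A difference in library preparation or sequencing, and differences between the mice of the forms such as sex or strain, were not tested and stay open. The response to UUO differed between the forms for 0 genes of the ABTAA arm and 44 of the *Veptp* arm by edgeR's quasi-likelihood test, the one tool run (894 and 1119 genes at an unadjusted p under 0.05).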

How the results depend on the processing

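The tests with *Gm42418* and *AY036118* left out, those of 7 against 7 and 3 against 3 IgG libraries, and those with exchanged genotypes or a block in the *Veptp* arm were chosen after seeing the data. Apart from single libraries left out, 180 counts of DEGs stayed within 1.5 times their value and 48 did not. Of the values of single genes 1362 kept direction and side of the threshold, 77 lost and 56 gained the threshold, and 26 reversed, and of the scores 65 kept both, 6 lost and 4 gained the threshold, and 4 reversed. Counts of panel genes stayed within 1.5 times in 989 cases and moved in 117. Legacy dispersions, no TMM normalization, and the removal of *Gm42418* and *AY036118* moved no count of DEGs by over 1.5 times, nor did the 7-against-7 comparison (2792 to 3207). The cause was not tested except where a construction is named.

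Thinning each library to the shallowest of its arm leaves fewer counts, so that fewer genes could be tested (4984 in the ABTAA, 6510 in the *Veptp*, and 7771 in the *Pdgfb* arm). It gave 861 DEGs for UUO in IgG-treated, 418 in ABTAA-treated, 189 in *Veptp* WT, 29 in *Veptp* iECKO, and 1517 in *Pdgfb* WT mice and 98 in libraries labelled *Pdgfb* iKO, 647 between *Pdgfb* iKO and *Pdgfb* WT UUO kidneys with 5 of the ECM genes, and 178 for the difference between their responses. The ECM score difference with ABTAA was then -0.44 (exact permutation p = 0.0895), the tubular injury score in *Veptp* iECKO reversed to 0.027 (exact permutation p = 0.895), and the endothelial score of *Pdgfb* iKO differed by -0.86 (exact permutation p = 0.0286, the smallest possible). *Icam1* with ABTAA reversed to 0.15 and *Vcam1* in *Veptp* iECKO to 0.085.

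Without TMM normalization 8 of the 8 tubular injury genes were DEGs between *Pdgfb* iKO and *Pdgfb* WT UUO kidneys, the endothelial score differed by -0.92 (exact permutation p = 0.0286), and *Plvap* in IgG-treated mice reversed to 0.086. The splits of DEGs without it, higher and lower, were 1367 and 550 in *Veptp* WT, 607 and 244 in *Veptp* iECKO, 4336 and 1166 in *Pdgfb* WT, and 560 and 156 in libraries labelled *Pdgfb* iKO, and 315 and 628 for the difference between the responses. With TMM normalization they were 1195 and 999, 533 and 414, 1957 and 2119, 430 and 262, and 728 and 207. The median of all genes moved from -0.01 to 0.13, from 0.01 to 0.12, and from 0.04 to 0.40 in *Veptp* WT, *Veptp* iECKO, and *Pdgfb* WT mice. The exact test without TMM normalization gave 518 DEGs in *Veptp* iECKO mice, 12 between *Veptp* iECKO and *Veptp* WT UUO kidneys, 3631 between *Pdgfb* iKO and *Pdgfb* WT UUO kidneys with 8 tubular injury genes, and 0.10 for *Plvap* in IgG-treated mice.

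With TMM normalization the exact test gave 4 DEGs between *Veptp* iECKO and *Veptp* WT UUO kidneys (*Fbln2*, *Col12a1*, and *Loxl2* lower and *Cyp2a4* higher) and 6 tubular injury genes in *Pdgfb* iKO, and DESeq2 gave 1 between *Veptp* iECKO and *Veptp* WT UUO kidneys (*Cyp2a4*). With the compared groups alone there were 467 DEGs in *Veptp* iECKO mice and 6 tubular injury genes in *Pdgfb* iKO. With all 12 groups in 1 fit there were 1789 DEGs in *Veptp* iECKO, 2500 in *Pdgfb* WT, and 129 in libraries labelled *Pdgfb* iKO, 321 between *Pdgfb* iKO and *Pdgfb* WT UUO kidneys with 3 ECM and 1 tubular injury genes, and 22 for the difference between their responses. It gave 2 between *Veptp* iECKO and *Veptp* WT CL kidneys (*Smpdl3b* lower and *Serpina6* higher) and 4 for the difference between their responses (*Fn1*, *Clu*, and *Serpina6* more negative and *Smpdl3b* more positive). With *Xist* as a covariate *Veptp* iECKO mice had 1457. Without the filter on low counts there were 6 DEGs between ABTAA and IgG UUO kidneys, 1 between their CL kidneys (*Cfd*, higher), 16 between *Pdgfb* iKO and *Pdgfb* WT CL kidneys, and 6 tubular injury genes in *Pdgfb* iKO. At a mean count of at least 20, which leaves fewer genes, ABTAA-treated mice had 1605. At a pseudocount of 5 the endothelial score difference with ABTAA reversed to 0.011 (exact permutation p = 0.936). The genes named here were chosen after their values were seen, and reads of *Cyp2a4* could be split with its paralogs.

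Libraries of 1 form of name are fewer by construction. Without an underscore there were 2074 DEGs in IgG-treated, 1031 in ABTAA-treated, and 1089 in *Veptp* WT mice, and 0 in *Veptp* iECKO mice, where 2 CL libraries were left (539 genes at an unadjusted p under 0.05 by edgeR's quasi-likelihood test, the one tool run on them). There was 1 between *Veptp* iECKO and *Veptp* WT UUO kidneys (*Hp*, lower) and 2 for the difference between their responses (*Fn1* and *Il1f6*, more negative). The endothelial score difference was 0.047 with ABTAA (exact permutation p = 0.686), a reversal, and -0.58 in *Veptp* iECKO (exact permutation p = 0.286), and *Plvap* in *Veptp* iECKO mice reversed to 1.72. With an underscore *Veptp* iECKO mice had 2680 DEGs, and there were 4 between ABTAA and IgG UUO kidneys, 1 between *Veptp* iECKO and *Veptp* WT UUO kidneys (*Ccl5*, higher), and 1 for the difference between their responses (*Smpdl3b*, more positive). The ECM score with ABTAA differed by -0.13 (exact permutation p = 0.314), its tubular injury score reversed to 0.014 (exact permutation p = 0.943), and the endothelial score of *Veptp* iECKO differed by -0.65 (exact permutation p = 0.0571). *Pdgfb* (0.14), *Havcr1* (0.041), and *Icam1* (0.041) reversed between ABTAA and IgG UUO kidneys, *Icam1* (5.1e-04) and *Vcam1* (0.053) between *Veptp* iECKO and *Veptp* WT UUO kidneys, and *Plvap* in IgG-treated (0.66) and *Veptp* WT mice (-0.36). With the form as a covariate, there were 4044 DEGs in *Veptp* WT and 2560 in *Veptp* iECKO mice, 2 between their UUO kidneys (*Cyp2a4* higher and *Loxl2* lower), 2 between their CL kidneys (*Cyp4a12b* and *Smpdl3b*, lower), and 1 for the difference between the responses (*Smpdl3b*). Permuted within the forms, the UUO index differed by -0.43 with ABTAA (exact permutation p = 0.0249) and -0.48 in *Veptp* iECKO (exact permutation p = 0.0302). These genes too were chosen after their values were seen, and *Cyp4a12b* has paralogs among which reads could be split.

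Of the 6 sets, camera with the estimated correlation called 3 for UUO with IgG and 3 with ABTAA, where preset camera and fry called 6 each. Between UUO kidneys preset camera called 5, fry 1, and the estimated correlation 0; between CL kidneys these were 2, 0, and 0, and for the difference between the responses 4, 0, and 0. Of single set results 89 kept the threshold side and 31 lost it. The rho of effects of ABTAA and *Veptp* iECKO without the DEGs of IgG-treated mice was 0.041 (permutation p = 0.307).

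With single libraries left out, the number of DEGs lay between 2959 and 3422 for UUO in IgG-treated, 2068 and 2592 in ABTAA-treated, 1784 and 2294 in *Veptp* WT, 679 and 1232 in *Veptp* iECKO, and 3564 and 4270 in *Pdgfb* WT mice, and between 339 and 841 in libraries labelled *Pdgfb* iKO, where it moved by over 1.5 times from 692 without D10 (427), E10 (445), A11 (457), E11 (408), or F12 (339). It was 0 to 1 between ABTAA and IgG UUO kidneys (1 without C7), 1472 to 2266 between *Pdgfb* iKO and *Pdgfb* WT UUO kidneys, and 650 to 1092 for the difference between their responses. For the other contrasts between treated and control mice it was 0 each time by edgeR's quasi-likelihood test, with 311 and 323 genes at an unadjusted p under 0.05 for CL kidneys and responses in the ABTAA arm, 424, 229, and 324 for UUO kidneys, CL kidneys, and responses in the *Veptp* arm, and 378 for CL kidneys in the *Pdgfb* arm, when all libraries were used; DESeq2 gave 0 for all of these but the *Veptp* arm's UUO kidneys (1). The UUO index differed with ABTAA by -0.51 to -0.31, in *Veptp* iECKO by -0.60 to -0.36, and in *Pdgfb* iKO by -1.59 to -1.40; without C6, D6, O_9, O_11, or O_12 (exact permutation p from 0.0276 to 0.0490) and C9, H_1, H_2, or H_7 (0.0145 to 0.0457) the first and second passed 0.05. The ECM score differed by -0.38 to -0.26, -0.999 to -0.82, and -1.09 to -0.81 in the same order, with an exact permutation p of 0.0571 in *Pdgfb* iKO without D12.

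The tubular injury score differed by -0.31 to -0.17, -0.28 to -0.15, and -0.67 to -0.58, with an exact permutation p under 0.05 without O_11 (0.0137) in the ABTAA arm and without C9 (0.0483) or H_1 (0.0410) in the *Veptp* arm. The endothelial score differed by -0.063 to 0.10, -0.73 to -0.47, and -0.78 to -0.56; with ABTAA it was positive without P_5 (0.10), P_6 (0.026), P_7 (0.019), G5 (0.036), H5 (0.053), or G6 (0.0061), and in *Pdgfb* iKO its exact permutation p was 0.0286 without F12. Of the panel genes between *Pdgfb* iKO and *Pdgfb* WT UUO kidneys, 6 to 13 of the ECM genes were DEGs (6 without A12 and 7 without E11) and 1 to 3 of the tubular injury genes (1 without B11, D11, D12, or F12). *Pdgfb* differed between ABTAA and IgG UUO kidneys by -0.17 to 0.040, reversed without P_6, P_7, H6, D7, G6, or C7, and between *Veptp* iECKO and *Veptp* WT UUO kidneys by -0.19 to 0.037, reversed without G8 or H_7. In the latter *Icam1* differed by -0.29 to 0.0435, reversed without H_5, G8, or E9, *Vcam1* by -0.16 to 0.12, reversed without H_3, H_4, H_5, H_6, C8, G8, or E9, and *Klf4* by -0.060 to 0.24, reversed without H_3 or D8. *Plvap* changed by -0.29 to 0.11 in IgG-treated, -0.070 to 0.26 in *Veptp* WT, and -0.66 to 0.18 in *Veptp* iECKO mice, by -0.54 to 0.16 in libraries labelled *Pdgfb* iKO, and by -0.11 to 0.22 between ABTAA and IgG UUO kidneys, reversed without B4, A8 or G9, G_3, B10 or E11, and P_8 or C7 in that order.

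In the 3 UUO and 3 CL libraries of ABTAA-treated mice that share numbers, 2842 genes were DEGs with the number as a replicate block and 2205 without it. The block turned *Cdh5* into a DEG (adjusted p = 0.0878 without the block) and called 8 instead of 7 tubular injury genes and 2 instead of 1 endothelial genes; of the other genes followed under it, no call changed. *Angpt1* was a DEG in these libraries with and without the block (adjusted p = 0.0060 and 0.0279). Depth limits the low genes: at 1 CPM the shallowest library holds 0.173 counts. Thinning to the shallowest library of each arm is the setting that lowered the numbers of DEGs most in IgG-treated, ABTAA-treated, *Veptp* WT, and *Pdgfb* WT mice.

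In the *Veptp* arm the genotypes of the CL libraries G_3, G_4, G_7, and G_8, or of the UUO libraries H_3, H_4, H_7, and H_8, were exchanged, so that both libraries of a number had 1 genotype. With the CL genotypes exchanged there were 1926 DEGs in *Veptp* WT and 1049 in *Veptp* iECKO mice, and with the UUO genotypes exchanged 1816 and 1072. Both gave 0 DEGs by edgeR's quasi-likelihood test, the one tool run, between the genotypes' UUO kidneys (419 and 176 genes at an unadjusted p under 0.05), CL kidneys (219 and 236), and responses (131 and 145). With the UUO genotypes exchanged the ECM score differed by -0.44 (exact permutation p = 0.136), the endothelial score by -0.20 (exact permutation p = 0.501), the UUO index by -0.28 (exact permutation p = 0.287), and the tubular injury score by -0.07 (exact permutation p = 0.625), and the rho of effects was 0.145 with ABTAA (permutation p = 0.158) and 0.185 with *Pdgfb* iKO (permutation p = 0.0891). *Pdgfb* (0.15), *Havcr1* (0.035), *Vcam1* (0.053), and *Klf4* (-0.27) then reversed between UUO kidneys. With the CL genotypes exchanged *Plvap* in *Veptp* WT mice reversed to -0.14. In *Veptp* iECKO mice *Emcn* lost the threshold with the CL (adjusted p = 0.246) and the UUO genotypes exchanged (0.0749), and *Adgre1* passed it (0.0062 and 0.0161). Gene sets were not tested with exchanged genotypes.

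Among the 16 *Veptp* libraries with an underscore, the number as a replicate block gave 2919 DEGs in *Veptp* WT and 3343 in *Veptp* iECKO mice with the labels as given, against 3226 and 2680 without the block. Between CL kidneys there were 8 (0 without the block, with 745 and 945 genes at an unadjusted p under 0.05), between UUO kidneys 0 (607 at an unadjusted p under 0.05 by edgeR's quasi-likelihood test, the one tool run), and 1 for the difference between the responses (*Serpina6*, more negative). In that fit a comparison of genotypes rests on the numbers that carry 2 genotypes. Between UUO kidneys *Pdgfb* (0.31), *Col1a1* (0.34), *Col3a1* (0.72), and *Plvap* (0.039) reversed, and *Plvap* in *Veptp* WT mice (-0.60); *Adgre1* passed the threshold in *Veptp* iECKO mice (adjusted p = 0.0072). With the CL genotypes exchanged there were 3878 DEGs in *Veptp* WT and 4201 in *Veptp* iECKO mice with the block and 2654 and 2951 without it, 1 between UUO kidneys without it (*Ccl5*, higher), and 0 for the difference between the responses both ways (588 and 268 genes at an unadjusted p under 0.05). In *Veptp* iECKO mice *Klf4* and *Adgre1* then passed the threshold both ways, with the block at an adjusted p of 0.000514 and 0.000867, *Emcn* did not pass without the block (0.127), and *Klf4* in *Veptp* WT mice did not (0.0671). *Plvap* in *Veptp* WT mice reversed (-0.59 with and -0.67 without the block), as did *Icam1* (5.4e-04) and *Vcam1* (0.053) between UUO kidneys without it. *Cd33* in *Veptp* WT mice, a DEG among these libraries without the block, was not one with it and the labels as given (adjusted p = 0.149), and was one with the CL genotypes exchanged (0.0147 with and 0.0260 without the block). With the block and the labels as given, 10 ECM and 4 endothelial genes were DEGs in *Veptp* WT (13 and 0 without the block) and 13 and 4 in *Veptp* iECKO mice (9 and 5 without it).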

Differences from the paper's values

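Apart from the shared number as a block, which was chosen after seeing the data, the alternatives in this part were tests set before the result was seen. The paper's value for genes higher in UUO with ABTAA alone is 473 in Supplemental Data File 3, and here it was 214. Of the alternatives set before the data were examined, the exact test was compared and gave 125, which differs as well. In that list 288 of the 473 genes are also in the paper's list of all genes higher with ABTAA, and the other 185 are the same as its genes lower with ABTAA alone. Of the 288, 232 were DEGs higher with ABTAA here and 93 with IgG. The paper's numbers of DEGs for UUO (1216 higher and 1482 lower with IgG, 984 and 1055 with ABTAA) lay within 1.5 times the numbers here (1531 and 1759, 1219 and 1201), and the exact test, which the paper's methods name, gave 1281 and 1423, 988 and 1055.

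The paper states protection in *Pdgfb* iKO for most ECM modification and tubular injury genes, and here all 22 were lower and 13 of 14 and 2 of 8 were DEGs. The tubular injury genes in Fig. 7A carry the mark for a lower value in *Pdgfb* iKO than in *Pdgfb* WT UUO kidneys on most of their list, while the DEGs here were *Piezo1* and *Rela*. The exact test called 6, as did no filter on low counts and the compared groups alone, legacy dispersions called 3, and no TMM normalization called 8 with either test; thinned libraries called 2, *Havcr1* (adjusted p = 0.0215) and *Lcn2* (0.0471). Of the marked endothelial genes, *Pecam1*, *Cdh5*, and *Flt1* were DEGs here and *Angpt2* was not (adjusted p = 0.149), while the exact test with (0.0404) and without TMM normalization (0.0037) and the quasi-likelihood test without it (0.0427) called it (0.0037 to 0.456 over the alternatives). *Cnn2* is marked among the ECM genes, and the adjusted p here was 0.182, with calls by no TMM normalization (0.0208) and the exact test without it (0.0090), in a range of 0.0090 to 0.677 over the alternatives; the other 13 were DEGs.

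*Cd74* is marked as lower in *Pdgfb* iKO UUO kidneys, and here it differed by -0.44 (SE 0.22, adjusted p = 0.172), with calls by no TMM normalization (0.0159), no filter on low counts (0.0317), the compared groups alone (0.0381), and the exact test with (0.0321) and without TMM normalization (0.000203), in a range up to 0.738 over the alternatives, while *Klf4*, *Icam1*, *Vcam1*, *Adgre1*, and *Mrc1*, also marked, were DEGs. The paper states a rise of macrophage markers for *Veptp* iECKO and *Pdgfb* iKO mice, where 3 and 2 of the 4 were DEGs here, against all 4 in *Veptp* WT and *Pdgfb* WT mice, and in Fig. 7A *Adgre1* and *Cd68* carry no mark for UUO in IgG-treated mice. Here all 4 macrophage markers were DEGs in IgG-treated and ABTAA-treated mice too, with *Adgre1* higher by 1.58 and *Cd68* by 1.98 in IgG-treated mice. *Flt1*, not marked for UUO in IgG-treated mice, was a DEG here (-0.52, adjusted p = 0.0210), as were the marked *Pecam1* and *Cdh5*; among other settings without that call were the exact test (0.0666) and no TMM normalization (0.227). The paper states no rise of *Cd33*, which did not pass the filter on low counts here; it was a DEG for UUO in *Veptp* iECKO mice without that filter (adjusted p = 0.0204) and among libraries with an underscore (0.0075), and in *Veptp* WT mice among the latter (0.0188; 0.149 with the shared number as a block).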

Other observations

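The tests of the form of library name for the numbers of DEGs and for the scores, of shared numbers in the *Veptp* arm, of libraries closest to each other, and of OXPHOS genes per library, and all splits and relabellings within the forms, were chosen after the result was seen, as were the comparisons of 7 against 7 and of 3 against 3 IgG libraries. Each form alone, the form as a covariate, and the permutation of scores within the forms were alternatives set before. Their use to test the form as a cause came later.

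Numbers of DEGs were set against other splits of the same libraries; where no gene was a DEG, the number at an unadjusted p under 0.05 was used. Chance can be excluded for UUO against CL kidneys in IgG-treated (1 of 100 splits gave as many, the real one) and ABTAA-treated mice (1 of 100, the largest other number being 439, and 1 of 100 among splits that put the 2 libraries of each shared number into different groups, the largest other number being 1367), in *Veptp* WT (2 of 100) and *Veptp* iECKO mice (1 of 100), and in *Pdgfb* WT and *Pdgfb* iKO libraries (1 of 35 each). The other split of *Veptp* WT libraries with as many, 3771, had 7 libraries without an underscore among the 8 of its first group and so followed the form of library name; within the forms 1089 and 3226 genes were DEGs, and 4044 with the form as a covariate. Chance can be excluded for *Pdgfb* iKO against *Pdgfb* WT UUO kidneys (1 of 35). With splits that keep the forms of library name in each group, 1 of 100 gave as many for UUO against CL kidneys of IgG-treated, *Veptp* WT, and *Veptp* iECKO mice each. With splits that part the 2 libraries of the numbers 5 and 6 in *Veptp* WT and of 1 and 2 in *Veptp* iECKO mice, as the real one does, 1 of 100 gave as many in each (largest other numbers 972 and 871). By genes at an unadjusted p under 0.05, chance cannot be excluded for ABTAA against IgG in UUO kidneys (48 of 100, and 24 of 100 within the forms), CL kidneys (66 and 40), and responses (59 and 25), for *Veptp* iECKO against *Veptp* WT (34, 81, and 49 of 100, and 7, 60, and 14 of 100 within the forms), or for *Pdgfb* iKO against *Pdgfb* WT CL kidneys (27 of 35).

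The larger number of DEGs for UUO in IgG-treated than in ABTAA-treated mice (3290 and 2420, a difference of 870) arose in 12 of 100 relabellings, where the median other difference was 338 and the largest 1183, and in 3 of 100 within the forms (326 and 1211), so that whether chance can be excluded rests on which version is taken. These numbers do not use the pairing of 3 UUO with 3 CL libraries in ABTAA-treated mice, where the block gave 2842 and no block 2205 DEGs. Fewer ABTAA libraries are argued against, as 0 of the 64 ways to take 7 against 7 IgG libraries gave 2420 or fewer. Depth is argued against by the ratio of the numbers, which was 2.06 after thinning. The form of library name and the treatment cannot be told apart here: at 4 and 4 libraries each the ratio was 2.01 without an underscore, and with the form as a covariate it was 1.24, but at 3 and 3 libraries with an underscore the IgG number was at or below the ABTAA number in 11 of 16 ways. For *Veptp* WT and *Veptp* iECKO mice the difference of 1247 arose in 10 of 100 relabellings and in 4 of 100 within the forms, so that this too rests on the version. These numbers do not use the shared numbers of the *Veptp* arm. Among its libraries with an underscore, the number as a block reversed the order, with 3343 DEGs in *Veptp* iECKO and fewer in *Veptp* WT mice. With the CL genotypes exchanged as well there were 4201 and 3878, so that the order too rests on the version. For *Pdgfb* WT and *Pdgfb* iKO libraries the difference of 3384 arose in 1 of 100, the real one. A blunted response in ABTAA-treated mice stays open beside chance and the form.

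The form of library name as the cause of the lower scores of treated UUO kidneys was tested by permuting within the forms. It is argued against for the ECM score (the larger exact permutation p of both arms was 0.0086) and the UUO index (0.0302). For the tubular injury score the forms were spread evenly, 4 and 4 libraries in each UUO group but ABTAA (4 and 3). Averaged over the forms with equal weight the score differed by -0.20 with ABTAA and -0.23 in *Veptp* iECKO, against -0.23 for both over all libraries. With so even a spread this average could hardly differ, so that it does not test the form. Within the forms the score differed by -0.41 and -0.37 without an underscore and by 0.01 and -0.09 with one, so that the form stays open. Chance is not excluded for this score (exact permutation p within the forms 0.0620 with ABTAA and 0.0996 in *Veptp* iECKO). With the labels as given, over all genes the likeness of the effects between arms exceeds chance for the 2 pairs with *Pdgfb* iKO (1 of 101 labellings each). For ABTAA and *Veptp* iECKO (5 of 101) this is not settled. Only a rho at least as high was counted, and a relabelled one reached -0.30, larger in size than the real one. Relabelled within the forms, 1 of 101 gave as much for each pair. For the 2 pairs with *Veptp* iECKO the likeness rests on the genotype labels. With those of H_3, H_4, H_7, and H_8 exchanged, 16 of 101 labellings gave as much with ABTAA and 9 of 101 with *Pdgfb* iKO. For ABTAA and *Veptp* iECKO it rests on genes that respond to UUO and on libraries without an underscore: without the DEGs of IgG-treated mice 31 of 101 labellings gave as much (24 of 101 within the forms), and rho was 0.010 among libraries with an underscore, while mixed tissue in the *Pdgfb* iKO libraries stays open for the pairs that hold them.

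The *Veptp* libraries G_1 to G_8 (CL) and H_1 to H_8 (UUO) share numbers, and same-numbered libraries deviated together from their kidney's mean, with a mean correlation of 0.305 (lowest 0.112), against -0.043 between different numbers. G_3 and G_4 are labelled *Veptp* iECKO and H_3 and H_4 *Veptp* WT, and G_7 and G_8 *Veptp* WT and H_7 and H_8 *Veptp* iECKO; these 4 numbers had a mean of 0.333 and the other 4 of 0.277. Chance is argued against, as 1 of the 40320 pairings, the one by number, gave as large a mean, and sex of the mice, as this held for 1 of the 1440 pairings that keep the sex marker (*Xist* or Y genes, which agreed in 8 of 8 numbers). If a number marks a mouse, 4 genotype labels of CL or of UUO libraries are wrong. Wrong labels of the CL libraries may account for it: by the label of the UUO library of the same number, *Ptprb* was lower in *Veptp* iECKO CL libraries without overlap (28.5 to 32.7 against 34.7 to 61.5 CPM, on 30 to 110 counts; exact permutation p = 0.0286, the smallest that 4 against 4 can give), and by their own label it was not (exact permutation p = 0.60). Wrong labels of the UUO libraries cannot be told apart from this, because *Ptprb* in UUO libraries followed neither the label of the CL library (exact permutation p = 1.00) nor their own (exact permutation p = 0.114). A number that marks shared handling and not a mouse was not tested and stays open. No biological explanation was tested.

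Nuclear OXPHOS genes differed more between ABTAA and IgG UUO kidneys than mitochondrially encoded ones, and a share of tubular cells would move both. Per library, the difference of the first minus the second was larger with ABTAA by 0.23 (exact permutation p = 0.208 over all libraries and 0.0253 within the forms of library name, with 0.21 and 0.17 in the forms), so that the outcome rests on which version is taken and the explanations cannot be told apart. The mean of nuclear genes differed by 0.27 (exact permutation p = 0.0665 within the forms) and that of mitochondrially encoded genes by 0.036 (exact permutation p = 0.839).

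Among 2775 pairs of libraries, 7 pairs of different conditions were closer to each other in their counts than any of the 214 pairs of the same condition, and 1 pair after thinning. Shared library preparation may account for this, since of the 10 closest pairs 0 joined libraries of both forms of name. The closest pair after thinning was C6 (IgG UUO) and G6 (ABTAA UUO), with a chi-square of 1.06 per degree of freedom. A single library deposited under both conditions is argued against by their *Xist* counts, 116 of 950522 and 246 of 939079 (Fisher's exact test, p = 2.39e-12). The closest pair of a UUO and a CL kidney was B8 (*Veptp* iECKO CL) and F10 (labelled *Pdgfb* iKO UUO).

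The paper states that the rise of *Pdgfb*/PDGFB with UUO was prevented in ABTAA-treated and *Veptp* iECKO mice (Fig. 5, G and H). Its methods name real-time PCR for *Pdgfb* and an ELISA for the protein, which are other measures than the counts used here. Whether the same mice were sequenced is not given in its text. In the sequenced kidneys *Pdgfb* stood at 11.1 ± 4.63 CPM (SD, n = 8) in IgG CL, 9.97 ± 3.00 (n = 7) in ABTAA CL, 48.8 ± 17.7 (n = 8) in IgG UUO, and 45.6 ± 10.7 (n = 7) in ABTAA UUO kidneys, a difference between UUO kidneys of -0.05 (unadjusted p = 0.828 by edgeR's quasi-likelihood test; 0.04 without H6 and 0.02 without D7). In *Veptp* WT UUO kidneys it stood at 36.1 ± 7.83 (n = 8) and in *Veptp* iECKO UUO kidneys at 36.0 ± 16.0 CPM (n = 8), a difference of -0.07 (unadjusted p = 0.807 by the same test).

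*Angpt1* fell with UUO by 1.25 in IgG-treated mice (SE 0.36, adjusted p = 0.0062) and changed by -0.82 in ABTAA-treated mice (adjusted p = 0.0672; 0.0348 to 0.0499 without E6, F6, P_7, or G5, and 0.0060 to 0.143 over the alternatives), and differed between their UUO kidneys by 0.60 (unadjusted p = 0.137). *Cd74* rose in IgG-treated mice by 2.11 (adjusted p = 1.07e-07), in ABTAA-treated by 1.98, in *Veptp* WT by 1.72 (adjusted p = 0.0128), in *Veptp* iECKO by 1.76 (adjusted p = 0.0326; 0.0519 to 0.0839 without E7, B8, G_1, G_4, H_1, H_2, or H_7), and in *Pdgfb* WT mice by 1.43 and in libraries labelled *Pdgfb* iKO by 1.62. Of the DEGs of IgG-treated mice, 83 that rose and 117 that fell had an unadjusted p under 0.05 for the difference from the ABTAA response. Of the DEGs of ABTAA-treated mice alone, 200 of 214 higher and 125 of 133 lower ones changed in the same direction with IgG, with medians of 0.75 and 0.38 and of -0.65 and -0.32 in ABTAA- and IgG-treated mice. Of the 48 tests of set members among DEGs 13 passed, 14 with DEGs by the exact test (13 shared), and 12 with the paper's lists (12 shared).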
